# Three-dimensional molecular architecture of mouse organogenesis

**DOI:** 10.1038/s41467-023-40155-7

**Published:** 2023-07-31

**Authors:** Fangfang Qu, Wenjia Li, Jian Xu, Ruifang Zhang, Jincan Ke, Xiaodie Ren, Xiaogao Meng, Lexin Qin, Jingna Zhang, Fangru Lu, Xin Zhou, Xi Luo, Zhen Zhang, Minhan Wang, Guangming Wu, Duanqing Pei, Jiekai Chen, Guizhong Cui, Shengbao Suo, Guangdun Peng

**Keywords:** Organogenesis, Next-generation sequencing, Data integration, Transcriptomics

## Abstract

Mammalian embryos exhibit sophisticated cellular patterning that is intricately orchestrated at both molecular and cellular level. It has recently become apparent that cells within the animal body display significant heterogeneity, both in terms of their cellular properties and spatial distributions. However, current spatial transcriptomic profiling either lacks three-dimensional representation or is limited in its ability to capture the complexity of embryonic tissues and organs. Here, we present a spatial transcriptomic atlas of all major organs at embryonic day 13.5 in the mouse embryo, and provide a three-dimensional rendering of molecular regulation for embryonic patterning with stacked sections. By integrating the spatial atlas with corresponding single-cell transcriptomic data, we offer a detailed molecular annotation of the dynamic nature of organ development, spatial cellular interactions, embryonic axes, and divergence of cell fates that underlie mammalian development, which would pave the way for precise organ engineering and stem cell-based regenerative medicine.

## Abstract (web summary)

Qu et al. present a detailed three-dimensional spatial transcriptome atlas of all major organs in the mouse embryo at E13.5, providing a better understanding of organ development and cellular interactions during mammalian development.

## Introduction

Organogenesis sets up the functional layout of the animal body from three germ layers. This intricate process involves intensive cell–cell interaction, cell fate determination, cell proliferation, as well as the spatial arrangement of cells into distinct tissues and ultimately functional organs. Recent advancements in technology, such as single-cell transcriptomes and in vitro stem cell-based organoids models, have opened up new avenues for understanding organ development^1^. For instance, systematic single-cell analysis has revealed hundreds of cell types and states and developmental trajectories for many organs during mouse organogenesis^2^. Similarly, human embryo organogenesis at single-cell resolution has also been reported and major cell types and developmental regulation programs have been delineated^3^. However, the anatomically stringent organization of embryos at organogenesis stages poses challenges for dissociation-based single-cell genomics, as it masks the high-order tissue architecture and location-dependent mechanisms.

Spatially resolved transcriptome technology represents a significant breakthrough in gaining unprecedented views of the molecular regionalization of complex tissues and processes. Recently, emerging spatial transcriptome approaches such as Geo-seq^4^, seqFISH^5^, DBiT-seq^6^, Stereo-seq^7^, and sci-Space^8^, have disentangled the molecular architecture of embryo development by mapping the spatial organization of genes in cells of the embryo, revealing the relationships between gene expression patterns and embryonic development. For example, sagittal sections from mouse embryos spanning E9.5 to E16.5 with one-day intervals have been spatially mapped to achieve a global view of organogenesis at cellular resolution^7^. Similarly, a two-dimensional (2D) section of a whole E10 embryo was also spatially charted, defining the anatomic annotation of major tissue regions^6^. However, the cells in the embryo exist in a three-dimensional environment where structure, morphology, and characteristic biophysical and biomechanical signals play a significant role in influencing cell functions, such as migration, proliferation, and interaction, as well as patterning and axes formation. It is worth noting that some cellular processes that govern differentiation and morphogenesis tend to occur more efficiently in three dimensions rather than two dimensions. Therefore, it is crucial to profile the spatial transcriptome of tissue and organ-specific microarchitecture by aligning serial tissue sections of mouse organogenesis embryos to a 3D template, which has not yet been reported.

Embryo organogenesis, characterized by synchronized cellular and morphological changes, lays the foundation for the functional manifestation of organs. The early stages of organogenesis, specifically embryonic day 9.5–13.5 (E9.5–E13.5), remain particularly intriguing due to its immediate implication for organoids studies, tissue engineering and dissecting major developmental defects^2,9^. Moreover, understanding the co-evolution and 3D interactions of various organs will be instrumental in designing the strategies for in vitro organogenesis^10–12^. Here, utilizing the 10× Visium platform which provides high gene-detecting ability and substantial cell coverage, we built an organogenesis spatial atlas that encompasses collective transverse sections of the E13.5 mouse embryos. This spatial atlas of organogenesis represents almost all organ primordia configured at this stage and offers insight into the dynamic cell location, cell–cell communication, spatial heterogeneity, and organ architecture formation at the whole-embryo scale, consequently providing a molecular basis for understanding cellular interactions and allocation during mouse organogenesis.

## Results

### Construction of a spatial transcriptomic atlas of embryo organogenesis at E13.5

To generate a comprehensive molecular architecture of embryo development at E13.5, we utilized the 10× Genomics Visium platform to perform spatial transcriptomics sequencing on three individual mouse embryos. The whole embryo was serially cryo-sectioned into ~1000 sections at a thickness of 10 μm along the craniocaudal axis. 

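At E13.5 the male embryo E1 was sampled in 10 cryosections of 10 μm, S1 to S10, taken along the craniocaudal axis between section 96 and section 917. S1 to S3 lie in the head and S4 to S10 in the body. The Visium assay (10x Genomics) captures polyadenylated RNA of a frozen section on an array of barcoded spots, and each captured molecule carries a unique molecular identifier (UMI). A spot is a small region of tissue that can hold several cells. The authors trimmed the reads with fastp 0.21.0, aligned and counted them with Space Ranger on the mm10 mouse genome, and kept spots over tissue with at least 1000 detected genes and at most 10% mitochondrial UMIs. They deposited whole-number UMI counts for 31053 genes in 16418 spots, together with the name of the spatial domain, D1 to D19, given to every spot. For all 16418 spots the sum over genes equals the deposited total exactly. The deposited counts are not scaled or corrected between sections. Here, the UMIs of every gene were summed per section over the spots of a domain and, separately, over all other spots of that section. The pairs of sums were compared with edgeR's quasi-likelihood test, with TMM scaling and the section as a block, and p-values were adjusted over all genes tested in the domain. A domain was tested when at least 3 sections held at least 20 of its spots, which left out D11, D17 and, in E1 alone, D19. Levels are given as TMM-normalized CPM (UMIs of a gene scaled to a common library total), as mean ± SD over sections. Spots are not replicates, so n counts sections, and because all 10 sections come from 1 embryo the p-values measure only the spread between its sections. The test estimates this spread partly from all genes together. With few sections, a very small p-value therefore does not measure the scatter of that gene alone. The domains had been found from the same counts, so the enrichment of a gene in a domain is not independent evidence for that domain. The totals ran from 20309682 UMIs in S1 to 61158813 UMIs in S9, with a median of 4.57e+07 UMIs per section. The paper also gives the depth as reads per library (Supplementary Fig. 1a), before reads of the same molecule are collapsed, and all values here use UMIs. For groups of spots without replicate sections, CPM has an exact Poisson 95% interval and a share of spots an exact binomial one, both for counting error only. Gene positions are those of GRCm38 (mm10), taken from an annotation release of GRCm38.p6 that is not the one used for counting.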

To create a comprehensive and concise representation of the anatomic structures of E13.5 mouse embryo, we collected a total of 10 sections from a male embryo (Embryo 1, E1) that were spaced approximately every 100 sections apart, serving as a reference three-dimensional atlas (Fig. 1a). 

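The brain held both the most and the least deeply covered tissue of E1. Spots of D11-telencephalon had a median of 43487 UMIs and 7720 genes, and spots of D14-neopallium a median of 36036 UMIs. Spots of D7-midbrain had a median of 6451.5 UMIs and 2822.5 genes. In the body, D9-cartilage matrix reached a median of 35919.5 UMIs and D10-mucosa and primordium 8484 UMIs. Over the embryo, 16418 spots carried 432943673 UMIs, with a median of 22253 UMIs and 5668 genes per spot. Among sections, S9 was the deepest, with a median of 33392 UMIs and 6982 genes per spot, and S1 the shallowest, with 14137 UMIs and 4471 genes. Sections held between 986 spots (S1) and 2244 spots (S3), with a median of 1683.5. The median share of mitochondrial UMIs per spot was 2.73% over the 10 sections (SD 0.458), and it was lowest in S8 at 1.58% and highest in S6 at 3.40%. The spot with the fewest genes had 1001, and the highest mitochondrial share of a spot was 9.47%.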

RNA-sequencing of these sections generated a high quality of spatial molecular map, with a median depth of 244.7 million reads per library, 16,418 spots from the entire sections, a median of 5668 genes and 22,253 unique molecular identifiers (UMIs) per spot (Supplementary Fig. 1a, b). We compared two sections from a replicate embryo (E2) and found that gene expression correlation, cluster identifications and spatial expression of marker genes are consistent, suggesting a high reproducibility of the spatial transcriptome and spatial expression domains among different embryos (Supplementary Fig. 1c–o). Meanwhile, the spatial distribution of marker genes also matched with in situ hybridization (ISH) data obtained from Mouse Genome Informatics (MGI) or Allen Brain Atlas (ABA)^13^ (Supplementary Fig. 1o). We then focused our analysis on tissue sections from the reference embryo.

**Fig. 1:**
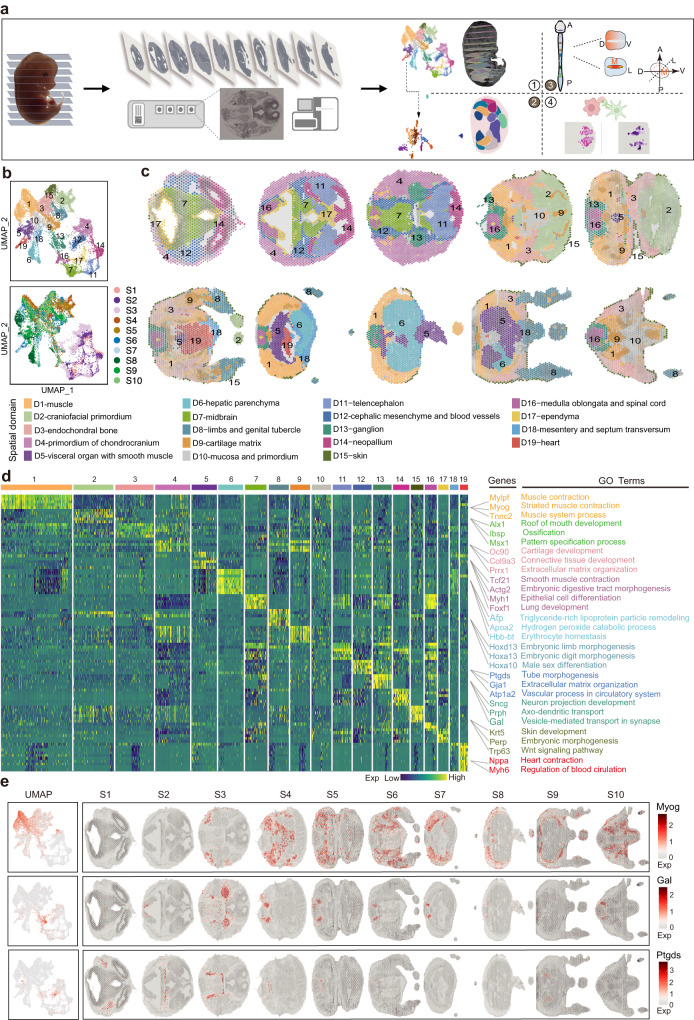
3D spatial transcriptional atlas for mouse organogenesis at E13.5. **a** Schematic overview of experimental design and analysis workflow for the spatial transcriptome of mouse organogenesis at E13.5. **b** UMAP projection and clustering of the spatial transcriptome from all sections and spots, colored by spatial domains (Top) and sections (Bottom). **c** The spatial distribution of 19 UMAP clusters in (**b**) across all embryo tissue sections, annotated according to anatomical structures and molecular features in (**d**). **d** The heatmap showing the expression pattern of the top five representative marker genes for each spatial domain. Examples of marker genes are listed together with the enriched Gene Ontology (GO) terms for selected spatial domains. **e** UMAP projection and spatial expression distribution of selected marker genes, *Myog*, *Gal*, and *Ptgds* across all the ten embryo sections. S section, D domain.

To systematically reveal the spatial molecular architecture of the E13.5 mouse embryo, we merged all 10 sections of the embryo and performed dimensional reduction using principal component analysis (PCA) and unsupervised clustering. By applying the uniform manifold approximation and projection (UMAP)^14^, the spatial clusters were separated into two major groups: head and body parts (Fig. 1b). 

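Most domains of E1 lay almost wholly on 1 side of the border between S3 and S4. Among the brain regions, every spot of D11-telencephalon and D14-neopallium lay in the head, as did 99.5% of the spots of D7-midbrain and 97.2% of those of D17-ependyma. The cephalic domain D12 had 99.6% of its spots in the head and D4-primordium of chondrocranium 100%. Nerve tissue and mucosa crossed the border. D13-ganglion had 25.8% of its spots in the head (exact binomial 95% interval 22.6 to 29.3), D16-medulla oblongata and spinal cord 31.7% (27.4 to 36.2) and D10-mucosa and primordium a share with an interval from 11.2% to 16.4%. Of the 19 domains, 6 had over 90% of their spots in the head, 10 had over 90% in the body and 3 lay between. The one-sided domains held 14578 of the 16418 spots, or 88.8%. Neighbouring spots are not independent, so the intervals cover counting error only.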

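Regions of limb, gut wall, face and cranial cartilage were set apart by genes known from these tissues. In D8-limbs and genital tubercle the homeobox genes of the distal limb led, with Hoxd13 at 399 ± 151 CPM against 17.0 ± 12.8 CPM in the other spots of the same sections (log2 fold change 4.60, SE 0.553, adjusted p = 0.000182 from edgeR, n = 4 sections) and Hoxa13 at a log2 fold change of 4.38. In D5-visceral organ with smooth muscle, smooth muscle myosin Myh11 had 106 ± 25.8 CPM against 7.76 ± 4.81 CPM (log2 fold change 3.82, SE 0.328, adjusted p = 0.000186, n = 4 sections), beside the transcription factors of gut mesenchyme Foxf1 (3.17) and Tcf21 (3.43). In D2-craniofacial primordium, Satb2, a regulator of jaw and palate bone, led with a log2 fold change of 3.13, and in D4-primordium of chondrocranium the cartilage genes Matn1 (3.86) and Acan (3.51). D18-mesentery and septum transversum was led by the homeobox gene Pitx2 (2.32), D3-endochondral bone by the mast cell protease gene Cpa3 (2.41), and D10-mucosa and primordium by the hypoxia-responsive transcription factor gene Epas1 (1.12). Each of these genes was higher in its domain in every section tested. Among gene lists fixed beforehand, 9 of 13 osteoblast genes were higher in D2 and 0 lower (11 when adjusted over the list alone), with a median log2 fold change of 1.86. The list differed from other genes in camera with a preset correlation (adjusted p = 4.8e-08) but not with an estimated one (adjusted p = 0.373 with an estimated correlation). In D5, 8 of 10 smooth muscle genes were higher and 1 was lower (9 and 1 when adjusted over the list alone), with a median of 2.32 (camera adjusted p = 5.62e-09 with a preset correlation and adjusted p = 0.373 with an estimated correlation). The number of genes that were higher in a domain ran from 30 of 13935 tested in D10 to 4315 of 14643 in D6-hepatic parenchyma. It was 234 in D2, 1060 in D3, 2956 in D4, 324 in D5, 659 in D8 and 236 in D18. Without the section block these counts fell to 22 in D2, 201 in D3, 46 in D5, 60 in D8 and 0 in both D10 and D18.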

We identified 19 consensus spot clusters and annotated them based on the expression of the signature genes, enriched Gene Ontology (GO) terms and tissue images (Fig. 1b–d, Supplementary Fig. 2a, b and Supplementary Data 1). The spatial transcriptome atlas covered the majority of tissue and organs at this stage, including the brain cerebrum, spinal cord, respiration tract systems, gastrointestinal tract systems, circulation system, bone, skin, gonad, etc., providing a comprehensive view of the organs from head to tail. We found that the spatial clusters aligned well with the defined spatial anatomy structures when mapping spots back to the original coordinates of the tissue sections (Fig. 1c and Supplementary Fig. 2b). 

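Genes of skeletal muscle were higher in D1-muscle than in the rest of the same sections in all 8 sections that held enough of its spots, S3 to S10. Myog, a transcription factor of muscle differentiation on chromosome 1 from 134289989 to 134292548, had 304 ± 84.0 CPM in D1 and 37.2 ± 18.4 CPM elsewhere (log2 fold change 3.10, SE 0.221, adjusted p = 2.87e-06 from edgeR). Tnnc2, the calcium-binding troponin subunit of fast skeletal muscle (chromosome 2, 164777161 to 164779967), had 556 ± 160 against 52.3 ± 20.8 CPM (log2 fold change 3.44, SE 0.295, adjusted p = 9.68e-06). All 18 muscle genes of a list fixed beforehand were higher in D1 (18 when adjusted over the list alone), with a median log2 fold change of 3.06, among them Myl1 (3.52), Myod1 (2.65) and Myf6 (3.72). The call of this list by camera (adjusted p = 3.69e-20 with a preset correlation) was lost with an estimated correlation (adjusted p = 0.373 with an estimated correlation). D1 held 28 spots in S3, between 158 and 505 in each of S4 to S10, and 0 in S1 and S2. In S3 the log2 ratios of Myog and Tnnc2 were 4.69 and 5.72, against 2.42 to 3.25 and 2.52 to 3.44 in the other sections. In the head, the vascular domain D12 was marked by Ptgds, which makes prostaglandin D2 in the meninges (chromosome 2, 25466709 to 25470046). Its level was 250 ± 96.5 CPM against 12.2 ± 2.59 CPM in the rest of the same 3 sections (log2 fold change 4.29, SE 0.217, adjusted p = 1.39e-05). Atp1a2, a sodium pump subunit (chromosome 1, 172271709 to 172298064), had 227 ± 68.0 against 27.0 ± 5.05 CPM (log2 fold change 3.07, SE 0.217, adjusted p = 4.97e-05). Each of them was higher in D12 in 3 of 3 sections. All 14 endothelial genes were higher there (median log2 fold change 1.67), with Cdh5 at 2.09 and Pecam1 at 1.32, and so were 12 of 13 genes of meninges and vessels (13 when adjusted over the list alone; median 2.75). With an estimated correlation, camera gave adjusted p = 0.461 for the endothelial list and adjusted p = 0.373 for the meningeal one. The other head domains were led by transcription factor genes of their tissue. D7-midbrain had Lhx1 (log2 fold change 3.54, SE 0.167, adjusted p = 0.00116, n = 3 sections) and Gata3 (3.28), both known from midbrain neurons. D14-neopallium had Eomes at 149 ± 6.70 against 10.9 ± 5.18 CPM (3.90, SE 0.294, adjusted p = 0.00159, n = 3 sections), a gene of cortical intermediate progenitors, and Emx1 (3.20). D11-telencephalon lies in S2 and S3 alone and was not tested.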

The D1-muscle domain (marked by *Myog* and *Tnnc2*, Fig. 1e and Supplementary Fig. 2a, b) were consistently observed across all seven sections of the body parts, while brain-related clusters such as domain D7-midbrain, D11-telencephalon, D14-neopallium, and D12-cephalic mesenchyme, as well as blood vessels (marked by *Ptgds* and *Atp1a2*, Fig. 1e and Supplementary Fig. 2a, b), were predominantly distributed in the head parts. 

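Neuronal, ganglion and cartilage genes each marked a domain that runs along much of the body axis. In D13-ganglion, the neuropeptide gene Gal (chromosome 19, 3409915 to 3414544) had 236 ± 93.7 CPM against 7.41 ± 5.10 CPM in the rest of the same sections (log2 fold change 5.08, SE 0.217, adjusted p = 3.51e-08 from edgeR). Sncg, which encodes γ-synuclein of peripheral neurons (chromosome 14, 34370274 to 34374789), had 1461 ± 638 against 72.6 ± 53.2 CPM (log2 fold change 4.46, SE 0.171, adjusted p = 1.75e-08). Each was higher in D13 in 7 of 7 sections. All 15 sensory ganglion genes of a list fixed beforehand were higher in D13 (15 when adjusted over the list alone, median log2 fold change 4.32), with the nerve growth factor receptor Ntrk1 at 4.51 and Isl1 at 3.66. So were 9 of 10 genes of peripheral glia (10 when adjusted over the list alone, median 1.81). Camera with an estimated correlation gave adjusted p = 0.262 for the ganglion list and adjusted p = 0.373 for the glial one, and with a preset correlation 1.36e-14 and 2.1e-05. In D16-medulla oblongata and spinal cord all 16 neuron genes were higher, with a median log2 fold change of 3.13 (adjusted p = 0.461 from camera with an estimated correlation), and Lamp5 led with 208 ± 52.5 against 4.90 ± 3.73 CPM (log2 fold change 5.57, SE 0.217, adjusted p = 1.34e-07, n = 7 sections). Neuron genes were also higher in D7-midbrain (16 of 16) and in D13 (15). In D9-cartilage matrix all 16 cartilage genes were higher (median 2.92; adjusted p = 0.373 from camera with an estimated correlation). The main cartilage collagen gene Col2a1 had 4733 ± 1240 against 535 ± 266 CPM (log2 fold change 3.23, SE 0.245, n = 5 sections), and Sox9, the regulator of cartilage formation, a log2 fold change of 2.14. By section, D16 held 92 spots in S2, 48 in S3, 76 in S4, 65 in S5, 52 in S6, 40 in S7, 12 in S8, 0 in S9 and 57 in S10, and D13 held 174 in S3, 159 in S4, 9 in S9 and 57 in S10. D9 held 15 spots in S3 and 139 to 205 in S4 to S6, with 9 in S8 and 18 in S9. All 3 domains had 0 spots in S1, and D9 had 0 in S2.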

Meanwhile, spatial domains D16-medulla oblongata and spinal cord, D13-ganglion (marked by *Gal* and *Sncg*, Fig. 1e and Supplementary Fig. 2a, b), and D9-cartilage matrix were consistently presented across the assayed embryo sections due to their ubiquitous existence (Fig. 1b, c and Supplementary Fig. 2b, c). In addition, we also identified organ-specific clusters. For example, D6-hepatic parenchyma, characterized by specific expression of *Afp* and *Apoa2*^15^, was predominately located in the liver; D19-heart exhibited differential expression of *Nppa* and *Myh6*, which are associated with heart contraction and blood circulation regulation (Fig. 1d and Supplementary Fig. 2a, b)^16,17^. Furthermore, to evaluate the spatial expression of identified top marker genes, we performed whole mount in situ (WISH) and verified the specific expression of *Sfn*, a relatively new marker gene in D15-skin, and *Pantr1*, which showed specific expression in D14-neopallium (Supplementary Fig. 2d–f). 

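Liver genes stood far above the rest of the body in D6-hepatic parenchyma, and contractile and natriuretic genes did so in D19-heart. Afp, which encodes the fetal serum protein α-fetoprotein (chromosome 5, 90490737 to 90508907), had 7796 ± 2388 CPM in D6 and 1235 ± 1057 CPM in the other spots of S7, S8 and S9 (log2 fold change 3.12, SE 0.433, adjusted p = 0.00171 from edgeR). The apolipoprotein gene Apoa2 (chromosome 1, 171225054 to 171226379) had 2825 ± 826 against 446 ± 380 CPM (log2 fold change 3.12, SE 0.442, adjusted p = 0.00181). Each was higher in D6 in 3 of 3 sections. Outside D6, Afp and Apoa2 together made up 1735, 3520 and 438 CPM in S7, S8 and S9, and 2.86 CPM in S1. In spots 1 or 2 steps of the array from D6 they made up 3366 CPM in S7, 4236 in S8 and 1320 in S9, and more than 5 steps away 1194, 3188 and 280 CPM. E1 had enough D19 spots for the test in S6 and S7 only, so D19 was tested with F6.5 of E3 added (edgeR, n = 3 sections of 2 embryos). Nppa, the gene of atrial natriuretic peptide (chromosome 4, 148000722 to 148002079), had 248 CPM in D19 of S6 and 2323 CPM in D19 of S7, against 11.8 and 56.0 CPM in the other spots of the same sections (log2 fold change 5.77 with F6.5, SE 0.429, adjusted p = 0.00211). Myh6, the cardiac myosin heavy chain gene (chromosome 14, 54941921 to 54966927), had 485 and 1197 CPM, against 24.1 and 34.0 CPM (5.59, SE 0.404, adjusted p = 0.00183). From such genes and the tissue images, the paper names D6 for the liver and D19 for the heart.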

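Sfn was about as specific for skin in the spot counts as the keratin genes, while Pantr1 was high in D14-neopallium and also in D17-ependyma. Sfn encodes the epithelial adaptor protein 14-3-3σ and lies on chromosome 4 from 133600556 to 133602168. In D15-skin it had 109 ± 15.1 CPM, and in the rest of the same sections 9.95 ± 4.19 CPM (log2 fold change 3.49, SE 0.129, adjusted p = 1.03e-18 from edgeR, higher in 7 of 7 sections). The basal keratin genes Krt5 and Krt14 had log2 fold changes of 3.94 and 3.68, and Trp63, the regulator of stratified epithelium, 3.59. Of 14 epidermal genes listed beforehand, 12 were higher in D15 and 2 were lower (the same counts when adjusted over the list alone), with a median of 3.48 (adjusted p = 0.262 from camera with an estimated correlation, 4.46e-15 with a preset one). The long noncoding RNA gene Pantr1 (chromosome 1, 42590782 to 42694842) had 564 ± 190 CPM in D14-neopallium and 416 ± 211 CPM in the rest of S1 to S3. It was higher in D14 in 2 of 3 sections (log2 fold change 0.52, SE 0.446, adjusted p = 0.422 from edgeR). The Pantr1 log2 fold change, D14-neopallium versus rest, was 1.19 without S1 (adjusted p = 0.00876 from edgeR) and -0.06 without S3. Over all of E1, D14 had 561 CPM of Pantr1 against 97.2 CPM in the other spots (93.7% and 34.2% of spots with a UMI), the second highest level after D17-ependyma. Whole mount in situ hybridization has no deposited counts.

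**Figure D1:**
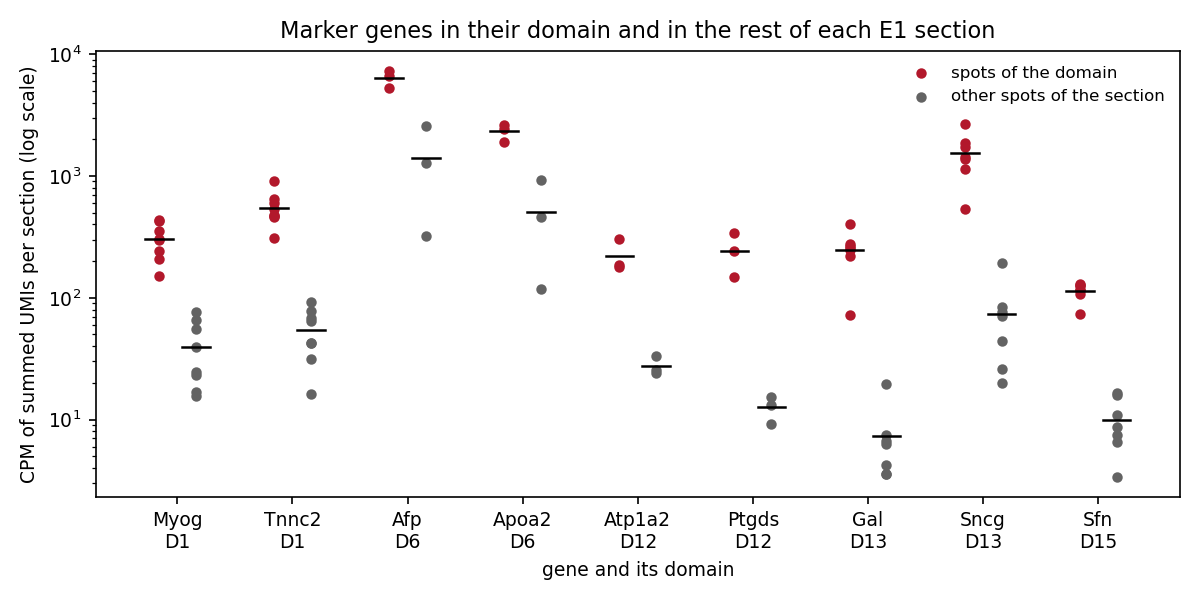
CPM (log axis, not TMM-scaled) of 9 domain markers in the spots of their domain and in all other spots of the same section of E1, for Myog and Tnnc2 in D1, Afp and Apoa2 in D6, Atp1a2 and Ptgds in D12, Gal and Sncg in D13 and Sfn in D15. Each point is a section and bars are means; for each gene every domain point lies above every point of the other spots.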

Altogether, this organism-level of spatial atlas provided a holistic molecular annotation for tissue architecture of mouse organogenesis at E13.5.

In addition, as the sex of the embryo at E13.5 has been determined, we collected four additional sections from the body part of a female embryo (E3) to accommodate a better coverage of sex differentiation (Supplementary Fig. 3). 

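The female embryo E3 was sampled in 4 sections of the body, F6.5 to F9.5, named for their place between the sections of E1. They hold liver, heart, visceral organs, limb, skin and spinal cord and, of the head domains D4, D7, D11, D12 and D14, none. D17-ependyma had 3 to 5 spots in each. The paper describes the same Visium assay and read processing for both embryos, which the deposited counts do not record. The authors deposited whole-number UMI counts of 31053 genes in 6403 spots and gave each spot the E1 domain predicted for it by label transfer, so the domains of E3 were not found independently of E1. F6.5 was the shallowest section, with 8861385 UMIs and a median of 4449 UMIs and 1948 genes per spot. F7.5 had 21234776 UMIs (median 11721 per spot), F8.5 24606899 (12487) and F9.5 25472846 (13388). Over E3 the median was 10584 UMIs and 3416 genes per spot. All 6403 spots were used here; 11 spots exceed 10% mitochondrial UMIs and 23 hold fewer than 1000 genes, all in F6.5, for which the paper set a lower limit of genes. Counts were summed and tested as for E1, with the sections of E3 as n. E1 and E3 are 1 embryo of each sex, so a difference between them cannot be separated from a difference between individuals, and male and female values were compared without a test.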

The sex of these embryos was confirmed by PCR and the spatial expression of marker genes (Supplementary Fig. 3c, d). 

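The genes that mark the sexes were found almost wholly in 1 embryo each. Xist, the noncoding RNA that silences an X chromosome in females (chromosome X, 103460366 to 103483254), was found in 1212 of 1407 spots of F7.5 (146 CPM) and in 1 of 1482 spots of S7. The Y-linked RNA helicase gene Ddx3y (chromosome Y, 1260771 to 1286629) was found in 1019 of those 1482 spots of S7 (41.2 CPM) and had 0 UMIs in all 4 sections of E3. Another 3 Y-linked genes had the same distribution, with Eif2s3y in 55.0% of the spots of S7, Kdm5d in 39.3% and Uty in 23.5%, and 0 UMIs of each in E3. Over the sections of E3, Xist was detected in 69.4% of the spots of F6.5, 86.1% of F7.5, 73.3% of F8.5 and 86.9% of F9.5, and each section of E1 had between 0 and 2 UMIs of it. A count of 0 in F7.5 allows Ddx3y in up to 0.213% of its spots, for counting error only. The paper states the sex of the embryos from PCR and from these genes.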

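Gene levels of sections at like positions were about as close between E1 and E3 as between neighbouring sections of the same embryo, which lie further apart along the axis. Across genes with a mean of at least 10 CPM, the Pearson correlation of log2 CPM over all spots had a median of 0.944 for 7 pairs of sections from the 2 embryos, 0.898 for 3 pairs of neighbouring sections within E1 (S6 to S9) and 0.926 for 3 pairs within E3. The medians of Spearman's rho were 0.917, 0.907 and 0.888. The E3 sections were taken at places between those of E1, so pairs between embryos are closer in position than neighbours within an embryo. Over all spots this can raise the values between embryos, which therefore do not measure the difference between embryos alone. Within domains the order was reversed. The median was 0.899 for 55 pairs of E1 and E3 sections of the same domain, against 0.922 within E1 and 0.932 within E3. Without F6.5, the section with the fewest UMIs, the median was 0.920 between embryos for 35 pairs and 0.939 within E3 for 18, and over all spots 0.948 between embryos and 0.958 within E3. These correlations are across genes, which are not independent replicates, and E3 received its domains from E1.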

By merging all sections from these two embryos (E1 and E3) together, we observed a minimum batch effect (Supplementary Fig. 3e), indicating high compatibility of the spatial transcriptome between these two embryos. Consequently, we annotated the spatial region of E3 by transferring labels from the represented embryo E1. 

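Muscle, liver and visceral organs were found in corresponding sections of both embryos, while the shares of spots of muscle and other domains differed in some. D1-muscle held 19.0% of the spots of E3, between 15.6% in F9.5 and 22.3% in F6.5. It held 18.5% of F7.5, against 34.1% of S7 and 28.8% of S8 of E1, the sections on either side. F8.5 had 19.6%, between 28.8% in S8 and 18.1% in S9. D6-hepatic parenchyma held 39.9% of F8.5 and 41.7% of S8 of E1. Its share of F7.5, 28.4%, lay between 14.2% in S7 and 41.7% in S8, as the section itself does along the axis. D19-heart held 18.3% of F6.5 and 12.9% of S6, and D5-visceral organ with smooth muscle 21.6% of F9.5 and 23.8% of S9. D16-medulla oblongata and spinal cord held between 3.30% and 3.63% of each E3 section, and in E1 3.08% of S6, 0.796% of S8 and 0% of S9. Of the domains of the head, D4, D7, D11, D12 and D14 had 0 spots in E3. Genes that marked a domain in E1 mostly had the same direction in E3. Of 4315 genes higher in D6 in E1, 4224 could be tested in E3, and 4033 of these were also higher there and 0 lower. For D1, 1603 of 1697 genes could be tested, of which 806 were higher and 0 lower, and for D5, 234 of 275 were higher and 0 lower. For D16, 2892 of 3627 were higher and 15 lower, and for D13-ganglion 1530 of 2610 were higher and 2 lower. For D3-endochondral bone, 450 of 1011 were higher and 5 lower, and D15-skin had the lowest share, with 365 of 1483 higher and 0 lower. The heart genes Nppa and Myh6 had 1940 and 1660 CPM in D19 of F6.5, against 25.1 and 24.5 CPM in the other spots of that section. E3 took its domains from the genes of E1, so this overlap is not independent evidence.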

The annotation of the spatial domains aligned consistently with the spatial anatomic structure and matched well with those sections from comparable positions in E1 (Supplementary Fig. 3f–i).

Next, we further evaluated the dataset of 10 sections from embryo E1 by integrating it with E13.5 data from the MOSTA dataset, which was collected on one sagittal section using stereo-seq technology^7^. Despite the use of different spatial technologies, these two datasets showed a compatible pattern as visualized in the UMAP (Supplementary Fig. 4a, b). We observed relatively consistent labeling of spatial regions by transferring annotations of our dataset to the MOSTA dataset^7^ (Supplementary Fig. 4c–e). Taken together, our dataset of 10 sections illustrated a not complete but reasonable representation of the major organs and tissues of the embryo, spanning from head to tail, with minimal sampling bias. Therefore, it has the potential to serve as a core spatial atlas for E13.5 mouse embryos.

To facilitate the intuitive visualization of the spatial characteristics, we reconstructed a 3D embryonic model and depicted the spatial view of the identified spatial domains within the virtual embryo model (see the “Methods” section and Supplementary Movie 1). We also developed a web portal that provides a 3D illustration of spatial gene expression (http://most.ccla.ac.cn). These efforts highlighted the 3D recapitulation of molecular activities in the organogenesis embryo through meticulous alignment and collective integration of multiple spatial-transcriptome (ST) sections.

### Regionalization and orchestration of gene regulatory network activity for organ development

To reveal the regionalized transcriptional regulatory activity underlying spatial gene expression patterns, we implemented the single-cell regulatory network inference and clustering (SCENIC) pipeline^18^ and calculated the regulon activity score (RAS) for each spatial spot. We found the spatial domains based on RAS were consistent with the spatial gene expression clusters (Supplementary Fig. 5a–c), indicating that the activity of transcription factors (TFs) regulatory network may be involved in determining the cell fates and locations.

We then sought to systematically identify critical TF regulators associated with each spatial domain by computing the regulon specificity score (RSS) of each regulon for all 19 spatial domains based on the Jensen–Shannon divergence^19^. We identified significantly enriched regulons in each spatial domain (Fig. 2a, b and Supplementary Data 2 and 3). This allowed us to obtain organism-level key TF networks that specifically function in a location- and cell-type-dependent manner (Fig. 2a, b and Supplementary Fig. 5d). For example, Hnf1a, Nr1h3 and Cebpe regulons were identified as top regulons in D6-hepatic parenchyma, in agreement with their known functions in hepatocyte development, differentiation or bile acid homeostasis^20–23^. The Bhlhe40 regulon showed specific and strong activity in the D9-cartilage domain, while Trp63 exhibited specific activity in the D15-skin domain. Similarly, in pan-muscle cells, Myf6 and Myod1 were identified as master TF regulons^24–26^. Notably, Isl2 and Prrxl1 emerged as top-ranked regulons in the D13-ganglion region, and Dlx3 regulon exhibited high specificity score in the domain of D2-craniofacial primordium, consistent with their reported roles in the regulation of craniofacial bones development^27^. Of note, besides known cell type markers, the 3D spatial atlas delineated unappreciated TFs enriched in each respective organ (Supplementary Data 3), such as Rxrg in muscle cells and Mecom in limb tissues (Fig. 2a, b)^28^. We also observed specific expression of TFs in enriched spatial domains, which was relatively restricted compared to the RAS of the corresponding regulons (Supplementary Fig. 5d, e). These results suggest that the unrecognized spatial-domain-specific regulons identified from our spatial atlas could serve as an important resource for further functional analyses.

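Most transcription factor genes named for a domain had higher expression in that domain than in the rest of the same sections. In D16 the spinal cord factors Pax8 and Evx1 led, with log2 fold changes of 5.71 and 3.90, and in D13-ganglion the sensory neuron factors Tlx2 (4.20) and Tlx3 (4.12). In D8 these were the distal limb factors Evx2 (3.99) and Hoxd11 (2.91), and in D15-skin the epithelial regulators Grhl3 (3.46), Ovol2 (3.26) and Grhl1 (2.65). Rxrg (2.22) and Pitx3 (2.53) were higher in D1-muscle, Nr1h4 (2.63), a bile acid receptor gene, in D6, Sox5 (2.12) and Sox6 (1.44), regulators of cartilage, in D9, and Alx4 (2.07) and Prrx2 (2.38) in D4. In D12, Foxd2 had 2.94 and Zic2 2.68. The paper names 78 transcription factors in 86 pairs with a domain. Of 64 pairs that could be tested with edgeR, 56 were higher in the domain, 0 were lower and 8 did not pass the test. The 8 include Dlx3 in D2 (log2 fold change 1.86, adjusted p = 0.0975, higher in 3 of 5 sections), Barx1 in D2 (0.33), Sall4 in D5 (0.35), Sp6 in D5 (-0.18), Bsx in D7 (1.02), Bhlhe22 in D14 (1.33) and Hesx1 in D18 (0.02). Another 15 pairs belong to domains with too few sections and 7 genes were too low to measure. In 46 pairs the gene's log2 fold change against the rest was highest in the domain named, among the 16 domains tested. The study chose these factors on the same spots, so their direction is not independent evidence. Regulon activity scores were not recomputed.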

**Fig. 2:**
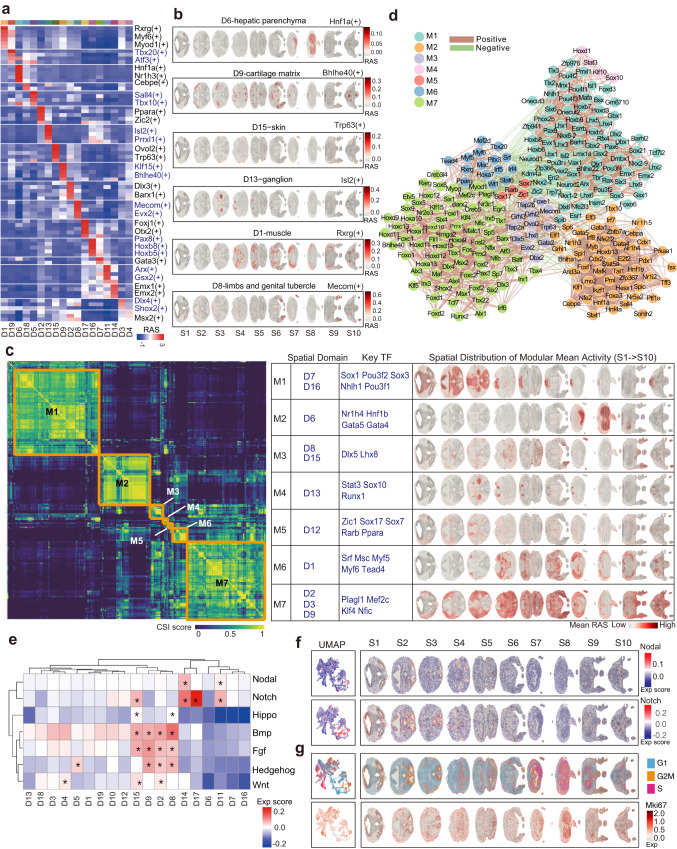
Spatial gene regulation network, signaling and proliferation activity. **a** Heatmap of mean regulon activity score of selected top regional specific regulons for each spatial domain. **b** Spatial distribution of regulon activity scores across embryonic tissues for selected domain-specific regulons. **c** The hierarchical clustering of heatmap showing the seven regulon groups based on CSI matrix, with associated spatial domains, representative TFs and spatial plots visualizing the spatial distribution of mean activity score across each section. **d** The co-expression network based on CSI for the seven regulon groups. The node with different colors represents the regulon in each module and width of edge represents the CSI value of two nodes (filtered with CSI > 0.85). Color of the edges represents positive (brown) or negative (green) correlation. **e** Activity of development-related signaling pathways in each spatial domain. Differentially activated signaling in spatial domains computed by two-sided Wilcoxon rank-sum test are marked with * for mean score greater than 0 and *p*-value less than 0.001. **f** UMAP and spatial plots showing activities of Notch and Nodal signaling in all spots and all sections of embryo tissue. **g**. Spatial plots showing the spatial distribution of cell cycle activity of G1, G2M and S phase in embryo tissue and the spatial expression of *Mki67*.

During embryogenesis, TFs often coordinate and regulate gene expression in a combinatorial manner. Understanding the divergent or convergent TF regulation mechanisms, both within and outside developmental lineages, is of particular interesting. To further reveal the regionalized transcriptional regulation networks in our spatial atlas, we calculated the similarity of top selected regulons using the connection specificity index (CSI)^29^. Hierarchical clustering was then applied to identify potential function-related regulon groups, by computing the averaged RAS score for each TF regulon module across spots. We discovered distinct spatial regulon modules that highlighted the orchestration of TF regulons in particular tissue regions (Fig. 2c). Interestingly, the TF regulons formed seven co-activation modules for the 19 spatial tissue domains, indicating a shared co-regulatory mechanism for particular organs during this early stage of organogenesis. For example, regulon module 1 (M1), which includes key regulators such as Sox1 and Pou3f2, showed high activity in D7-midbrain, D16-spinal cord, and cerebrum domains, indicating a general regulation mechanism for neural development. Regulon module 7 (M7) was associated with neural crest derivatives, such as craniofacial, endochondral bone and cartilage development. To reveal the underlying connections in each module, we further constructed a TF co-expression network on the basis of their CSI value (Fig. 2d). Collectively, this network analysis of regulatory interactions provided insights into the spatially dissected regulatory mechanisms across different cell types and locations in controlling embryo organogenesis.

### Spatial signaling pathway activity at the whole embryo scale

The patterning and regionalization of embryos during development are highly dependent on morphogenetic signals. To systematically map the spatial distribution of signaling pathways activities in the entire embryo, we examined the enrichment score of signaling genes (including ligands, receptors, key signaling effectors and regulators) for seven pathways: Wnt, Bmp, Fgf, Hippo, Nodal, Notch and Hedgehog. We gained a comprehensive view of spatial signaling landscape at both global and individual spatial-domain level (Fig. 2e, f).

Of note, the spatial distribution of the developmental signaling scores revealed relatively high activity across the telencephalon, ependyma, limb, cartilage and skin, while showing particularly low activity in the liver, midbrain and spinal cord domains. This suggests differential induction and patterning scheme in different tissues and organs. For example, Nodal signaling mainly exhibited strong activity in regions of the cerebrum, part of the midbrain and jaw area of the craniofacial primordium, indicating its important roles in neurogenesis and specifying the function of the mouth^30^ (Fig. 2e, f). On the other hand, Notch signaling, which mediates juxtracrine cell-cell communication^31,32^, showed enrichment in the brain and spinal cord ependyma region, cerebrum, and part of the skin domain. 

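By gene, most of the Wnt, Bmp, Hippo and Fgf lists were higher in cranial cartilage and most of the Wnt list in skin, while in liver, midbrain and spinal cord more genes of these lists were lower than higher. In D4-primordium of chondrocranium, 20 of 30 Wnt pathway genes, 16 of 25 Bmp genes, 16 of 22 Hippo genes and 14 of 22 Fgf genes were higher than in the rest of the same sections, and 2, 1, 1 and 3 were lower (edgeR, n = 3 sections; 22, 18, 16 and 15 higher when adjusted over each list alone). In D15-skin, 17 of 30 Wnt genes were higher and 5 lower (18 and 6 over the list alone), led by the ligands Wnt3 (log2 fold change 4.41), Wnt3a (4.32) and Wnt10a (3.32). Of the Bmp genes, 6 of 25 were higher and 11 lower in D15, and 16 were higher and 1 lower in D8-limbs and genital tubercle. In D6-hepatic parenchyma 0 of 25 Bmp genes were higher and 24 lower, 0 of 29 Wnt genes were higher and 23 lower, and 0 of 18 Hedgehog genes were higher and 16 lower. D7-midbrain had 0 Wnt genes higher and 12 lower, and D16 had 2 higher and 21 lower of 29. Camera with a preset correlation called 49 of 112 pairs of a pathway list and a domain and 0 with an estimated correlation, where the lowest adjusted p = 0.141, for Wnt in D15, against 2.73e-09 with the preset one. The Wnt list had adjusted p = 0.378 in D4, adjusted p = 0.494 in D7, adjusted p = 0.513 in D6 and adjusted p = 0.378 in D16 with an estimated correlation. The paper's pathway lists are not held by the files, so these are lists of pathway genes fixed beforehand, and counts per gene stand in for the score per spot. D11-telencephalon and D17-ependyma were not tested. From the differences between domains, the paper proposes that induction and patterning differ between tissues.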

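Genes of Nodal signaling went both ways in the forebrain domains. In D14-neopallium, 2 of 11 Nodal pathway genes were higher than in the rest of S1 to S3 and 2 were lower (2 and 3 when adjusted over the list alone). The higher ones were Inhbb, an activin subunit gene (log2 fold change 1.56), and the shared transducer Smad4 (0.30), and the lower ones were the receptor gene Acvr2a (-0.31) and the target gene Pitx2 (-2.27). In D7-midbrain 2 genes were higher and 3 lower, in D15-skin 3 and 1, and in D2-craniofacial primordium 0 and 2. D4, the cranial cartilage, had 4 higher and 3 lower. Of these lists, that of D15 alone was called by camera (adjusted p = 0.0332 with a preset correlation and adjusted p = 0.378 with an estimated correlation). In D11-telencephalon, which has no test, the mean log2 difference of 11 Nodal genes was -0.51 in S2 and -0.45 in S3. The rest of S1 to S3 is in large part other brain, so a level shared by the brain domains would not show in these comparisons. The paper scored each spot over all sections, which is a wider comparison. It proposes from its scores that Nodal signaling has a role in neurogenesis and in the mouth.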

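A minority of Notch signaling genes were higher in the dividing cortex and in skin, and fewer were lower. In D14-neopallium, 6 of 21 Notch genes were higher and 2 lower (7 and 2 when adjusted over the list alone), with the target genes Hey1 (log2 fold change 1.29) and Hes1 (0.83) and the ligand gene Dll1 (0.91). In D15-skin 5 were higher and 3 lower (6 and 3 over the list alone), with the ligand gene Jag2 (1.49), the feedback inhibitor Nrarp (1.39) and the receptor gene Notch1 (1.07). In D16-medulla oblongata and spinal cord 4 were higher and 7 lower, with Dll3 at 2.74 and the progenitor gene Hes5 at 2.47. In D17-ependyma, which has no test, 13 of 21 genes were higher in S1 and 14 in S2, with a mean log2 difference of 0.32 in each. In D11-telencephalon, also without a test, 7 of 21 were higher in S2 (mean -0.28) and 10 in S3 (mean 0.23). As for Nodal, the rest of the head sections is in large part other brain. Notch genes shared by the brain domains would therefore not stand out there. The list was called by camera in D15 (adjusted p = 0.0218 with a preset correlation, adjusted p = 0.378 with an estimated correlation) and not in D14 (adjusted p = 0.324) or D16 (0.63).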

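Bmp signaling genes were set high in the limb and low in the liver and in neural tissue. In D8-limbs and genital tubercle 16 of 25 Bmp genes were higher than in the rest of the same 4 sections and 1 was lower (19 and 2 when adjusted over the list alone). They include the target genes Msx1 (325 ± 211 against 12.0 ± 9.74 CPM; log2 fold change 4.58, SE 0.48, adjusted p = 6.5e-05 from edgeR) and Msx2 (3.41), the joint gene Gdf5 (3.08) and the antagonist gene Nog (1.25). In D2-craniofacial primordium 9 were higher and 2 lower, with Msx1 at 2.59 and Bambi at 1.23, in D9-cartilage matrix 8 and 2, and in D12 13 and 2. Of the domains with lower levels, D7-midbrain had 0 Bmp genes higher and 7 lower of 24, D14-neopallium 2 higher and 7 lower, and D16 2 higher and 18 lower of 25. D15-skin had 6 higher and 11 lower. With a preset correlation camera gave adjusted p = 1.7e-08 for the list in D8, and adjusted p = 0.378 with an estimated correlation.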

Bmp signaling activity was relatively high in the limb and less represented in liver and cerebrum and midbrain domain, consistent with previous studies^33,34^ (Fig. 2e). 

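Hedgehog genes had moderate shifts in cartilage and limb, while Fgf genes went both ways. In D9-cartilage matrix 7 of 18 Hedgehog genes were higher and 0 lower (9 and 1 when adjusted over the list alone), among them the ligand gene of growing cartilage Ihh (log2 fold change 1.42) and the target genes Gli1 (0.91) and Ptch1 (0.83). In D8-limbs and genital tubercle 6 were higher and 2 lower (7 and 3). D5-visceral organ with smooth muscle had 3 higher and 0 lower (7 and 1), with Foxf1, Shh (2.66) and Hhip (1.57). Among Fgf genes, 6 of 20 were higher and 6 lower in D9 (6 and 8 over the list alone) and 5 of 21 were higher and 3 lower in D8 (6 and 3). D1-muscle had 10 higher and 4 lower of 21. D2-craniofacial primordium had 1 higher and 4 lower of 22. For Hedgehog, camera gave adjusted p = 0.0151 in D9 and adjusted p = 0.00176 in D5 with a preset correlation, and adjusted p = 0.389 and adjusted p = 0.49 with an estimated correlation; D8 had 0.0862. For Fgf it gave adjusted p = 0.681 in D9 and 0.107 in D8.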

Hedgehog and Fgf signaling also showed moderate activity in the cartilage and limb, suggesting that these pathways may coordinate with Bmp to play important roles in limb and bone morphogenesis (Fig. 2e).

Furthermore, we assessed the spatial distribution of the proliferation state by calculating the “Cell cycle score”. 

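Genes of DNA replication and mitosis were higher in the dividing cortex. In D14-neopallium 40 of 42 S phase genes and 50 of 52 G2M genes were higher than in the rest of S1 to S3, and 0 were lower (42 and 51 when adjusted over each list alone), with median log2 fold changes of 0.75 and 0.76. The proliferation marker Mki67 had 178 ± 17.0 CPM in D14 and 104 ± 3.91 CPM elsewhere (log2 fold change 0.76, SE 0.0658, adjusted p = 0.00185 from edgeR, higher in 3 of 3 sections). Of 15 neural progenitor genes, 8 were higher and 1 lower in D14 (9 and 1 over the list alone; median 0.57, adjusted p = 0.514 from camera with an estimated correlation), with Pax6 at 2.43. In D17-ependyma, which has no test, 52 of 52 G2M genes were higher in S1 and 51 in S2, with mean log2 differences of 0.44 and 0.27, and of the S phase genes 30 of 42 were higher in S1 and 36 in S2 (means 0.12 and 0.15). In D11-telencephalon, also without a test, 30 of 52 G2M genes were higher in S2 (mean -0.01) and 41 in S3 (mean 0.28), and 19 of 42 S phase genes in S2 (mean -0.03) and 38 in S3 (mean 0.30). Outside the brain, D6-hepatic parenchyma had 37 S phase and 38 G2M genes higher and D15-skin 14 and 32, with 0 lower in either. Camera gave adjusted p = 8.6e-19 for S phase and 3.88e-23 for G2M in D14 with a preset correlation, and adjusted p = 0.452 and adjusted p = 0.342 with an estimated correlation.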

Regions containing nerve progenitors, such as D14-cerebrum, part of D11-cerebrum and D17-ependyma, exhibited high levels of G2M and S phase score. In contrast, the midbrain and the ganglion domains showed relatively low activity scores for both G2M and S phases (Fig. 2g). Hence, this analysis uncovered the regionalization of proliferation activity at the whole-embryo scale.

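Cell cycle genes were lower in the neuron-rich domains. In D7-midbrain 36 of 42 S phase genes and 46 of 52 G2M genes were lower and 0 higher (38 and 48 when adjusted over each list alone), with median log2 fold changes of -1.28 and -1.42. In D13-ganglion 41 and 48 were lower and 0 higher (42 and 48 over the lists alone), with medians of -0.82 and -0.83. Mki67 had 46.2 CPM in D7 against 133 CPM elsewhere (log2 fold change -1.52, SE 0.168, adjusted p = 0.00424 from edgeR, lower in 3 of 3 sections) and 70.4 CPM in D13 against 150 CPM (-1.04, SE 0.124, adjusted p = 5.32e-05, lower in 7 of 7 sections). Over all of E1, D7 ranked 18 and D13 ranked 17 among the 19 domains in Mki67. D16-medulla oblongata and spinal cord had still larger shifts, with 40 S phase and 48 G2M genes lower and medians of -1.56 and -1.75, and in D12 22 and 35 were lower. With an estimated correlation camera kept 1 of the 19 calls among 32 pairs of a cell cycle list and a domain, S phase in D16 (adjusted p = 0.00915). It gave adjusted p = 0.504 for both lists in D7, and for D13 adjusted p = 0.293 in S phase and adjusted p = 0.342 in G2M.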

### Spatially resolved molecular characterization of major organs

In the organism-level classification, the spatial domain of D5 (Fig. 1c) was a major cluster consisting of spots from multiple visceral organs. To achieve a finer annotation, spots of D5 were subjected to further unsupervised clustering and we obtained 10 sub-clusters (Fig. 3a, b), each with distinct spatial expression patterns, anatomical structure, specific expressed marker genes and enriched GO terms. 

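The visceral domain D5 held 932 spots of E1, of which 228 lay in S7, 253 in S8 and 401 in S9, with a median of 35747 UMIs per spot. The deposited files name the domain of each spot but not its sub-cluster, so the D5 spots were clustered again here from their log-normalized counts (2000 variable genes, 30 principal components, 15 neighbours, Leiden clustering at resolution 1.2). This gave 17 clusters, numbered by size, and each is described by its leading genes. Differences between sections were not removed before clustering, and most clusters lay mainly in 1 section. The 919 D5 spots of E3 were given to the cluster whose mean profile they correlated with best. Endoderm, kidney, gonad and vessel genes led different clusters. Cluster 3 (73 spots) was led by Sftpc and Nkx2-1, cluster 13 (43 spots) by Scgb3a2, Sox2 and Foxa2, cluster 6 (60 spots) by Barx1, Fst and Myh11, and cluster 11 (47 spots) by Tlx1 and Nkx2-5. Cluster 17 (26 spots) was led by Gcg and Iapp, cluster 14 (43 spots) by Colec10 and Col6a4, cluster 16 (34 spots) by Lgals2 and Lgals4, and cluster 15 (37 spots) by Sprr1a, Gata5 and Hoxa13. Cluster 5 (65 spots) was led by Calb1, Uncx and Foxd1, cluster 9 (53 spots) by Gata2, Hoxc8 and Cdh16, and cluster 10 (51 spots) by the steroid enzyme genes Cyp17a1 and Cyp11a1. Cluster 1 (101 spots) was led by Adh1 and the cardiac genes Nppa and Myh6, cluster 2 (73 spots) by Eln, Mgp and the cardiac genes Myl7 and Nppa, and cluster 12 (45 spots) by Clca3a2. Clusters 4, 7 and 8 (70, 56 and 55 spots) were led by the immediate early genes Fos and Egr1, the interferon-induced genes Cxcl10 and Ifit3, and the blood cell genes Gypa and S100a9 with the hepatocyte gene Alb. In E1, every cluster had at least 10 spots in fewer than 3 sections, too few for a replicate test. With E3 some clusters reach more sections, and no test was run, since E3 spots were placed by their likeness to the E1 clusters. Levels within D5 are CPM over the spots of a cluster with exact Poisson 95% intervals, and since the clusters were found from the same counts they describe, they do not test, where a gene is high.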

We assigned these sub-clusters as pancreas, bladder, gonad, stomach, gut, metanephros, lung, umbilical, trachea and mesenchyme (Trachea_Mes) and mesonephros-spleen-superior recess of omental bursa (Nep_sp_Om). This finer annotation provided a full spectrum of all major visceral organs during the mid-organogenesis embryo (Fig. 3b, c and Supplementary Fig. 6a–c), which allowed us to define visceral organ-specific signatures (Supplementary Data 4). For example, we found *Nkx2-1*, a key factor known for its role in regulating the development of brain and lung structures, showed specific expression in both lung and brain regions^35^ (Fig. 3d). 

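Nkx2-1 had its highest levels in the telencephalon and in lung-gene clusters of the viscera. In D11-telencephalon it had 120 CPM (exact Poisson 95% interval 117 to 124), which is 70.6% of its 5487 UMIs in E1, and in D7-midbrain 23.8 CPM (20.5 to 27.4). Within D5 it reached 69.3 CPM (58.9 to 80.9) in cluster 3 and 53.4 CPM in cluster 13, against 7.51 CPM in the D5 spots outside cluster 3. The gene encodes a homeobox factor and lies on chromosome 12 from 56531958 to 56536908. Among lung epithelium genes listed beforehand, Sox9 was highest in cluster 12, Id2 and Bmp4 in cluster 16 and Wnt7b in cluster 17. Sftpc, Etv5 and Cldn18 were highest in cluster 3, as Nkx2-1 was. Sftpc, a surfactant protein gene, had 76.7 CPM there and 3.68 CPM in the other D5 spots, the tip progenitor gene Etv5 102 against 32.7 CPM, and the tight junction gene Cldn18 16.6 against 1.90 CPM. Nkx2-1 defined this cluster in part, so its level there is descriptive. In E3 the cluster had 101 CPM of Nkx2-1 (76.3 to 132) against 14.4 CPM in the other D5 spots.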

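Barx1, a homeobox gene of stomach mesenchyme (chromosome 13, 48662998 to 48666507), was concentrated in cluster 6 of the visceral spots. Its level there was 337 CPM (exact Poisson 95% interval 317 to 359), against 19.8 CPM in the other D5 spots of E1. Cluster 11, which is led by the spleen gene Tlx1, followed with 129 CPM. All spots outside cluster 6 in the same sections, in D5 or not, had 9.70 CPM (9.22 to 10.2). Barx1 is not limited to the viscera. D2-craniofacial primordium held 37.5% of its 10823 UMIs in E1 (105 CPM), D3-endochondral bone 20.6% (66.7 CPM) and D5 15.3% (45.3 CPM). Smooth muscle myosin Myh11 was also highest in cluster 6, with 444 CPM against 69.7 CPM.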

The stomach domain was characterized by the expression of tissue-specific gene *Barx1* (Fig. 3d), which has been shown in the control of thoracic foregut specification and tracheo-esophageal septation^36^. Additionally, we identified less-studied genes such as *Fst*, *Tmem200a* and *Egln3* co-expressed with *Barx1* in the stomach domain, indicating their potential involvement in stomach development (Supplementary Fig. 6b).

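Fst, Tmem200a and Egln3 were each highest in the same visceral cluster as Barx1. Fst, the gene of the activin antagonist follistatin, had 112 CPM in cluster 6 (exact Poisson 95% interval 99.9 to 124) against 7.45 CPM in the other D5 spots. Tmem200a had 89.4 CPM (78.9 to 101) against 15.5 CPM, with 55.2 CPM in cluster 11. Egln3, which encodes an oxygen-sensing prolyl hydroxylase, had 46.4 CPM (39.0 to 54.9) against 7.65 CPM. In all spots outside cluster 6 in the same sections, the levels were 10.9, 15.5 and 4.74 CPM. From this co-expression, the paper proposes that these genes take part in the development of the stomach.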

**Fig. 3:**
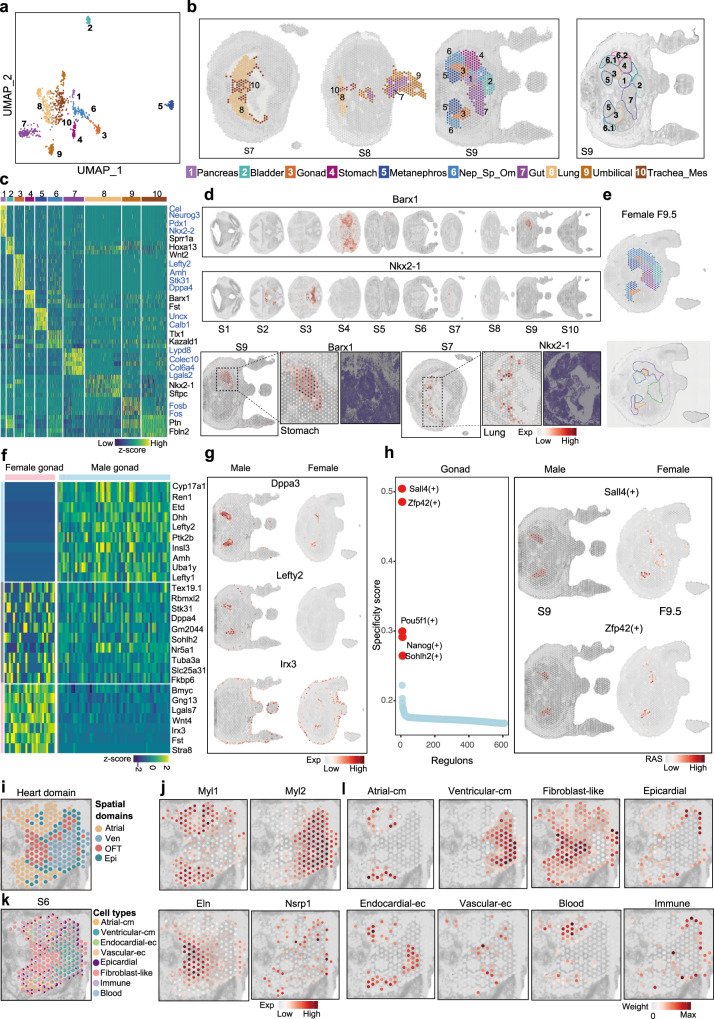
Spatially resolved molecular characterization of major organs and sex specification. **a** UMAP embedding of spots from D5 (visceral organ) labeled by subclusters in embryo E1. **b** Spatial distribution of the 10 subclusters of D5. Segmented regions are highlighted on S9 (right) and colored according to the denoted anatomical structure. Subcluster 6 Nep_sp_Om was further divided into 6.1 and 6.2 to represent finer structures. Trachea_Mes, trachea and mesenchyme; Nep_sp_Om, mesonephros-spleen-superior recess of omental bursa. **c** The heatmap showing the expression pattern of selected top marker genes for each subcluster. **d** Spatial expression of selected marker genes *Barx1* for Stomach (top) and *Nkx2-1* for lung (middle) across all embryo sections. The dashed box showing the region-specific expression of *Barx1* in the stomach region of S9 (bottom left) and *Nkx2-1* (bottom right) in the lung region of S7 and their corresponding regions in tissue images. **e** Subcluster annotation of D5 (top) and segmented regions are highlighted according to the denoted anatomical structure (bottom) on section 9.5 (F9.5) in embryo E3. **f** Heatmap showing the sex-related gonad-specific marker genes for the female and male embryos, of which pink represents female-specific, light blue represents male-specific, and gray represents common-specific marker genes. **g** Spatial distribution of sex-related gonad-specific marker genes *Dppa3* for common, *Lefty2* for male and *Irx3* for female in S9 of male embryo E1 and F9.5 of female embryo E3. **h** Rank plot for regulons in gonad based on regulon specificity score (left). Spatial distribution of regulon activity scores for regulon Sall4 and Zfp42 in both male and female tissue sections. **i** The spatial distribution of annotated subclusters of D19-heart. Ven, Ventricular; OFT, Outflow tract; Epi, Epicardial. **j** Spatial expression of selected sub-domain specific marker genes *Myl1* (Atrial), *Myl2* (Ven), *Eln* (OFT), and *Nsrp1* (Epi). **k** The spatial map of predicted cell types in the heart region. **l** Spatial visualization of deconvoluted weights of 8 heart-specific cell types including atrial cardiomyocytes (atrial_cm), ventricular cardiomyocytes (ventricular_cm), endocardial endothelial cells (endocardial_ec), vascular endothelial cells (vascular_ec), epicardial cells, fibroblast-like cells, immune cells, and blood cells. S section, D domain.

With its high sensitivity and comprehensive tissue coverage, the spatial atlas allowed us to investigate signature genes of embryonic visceral organs that have not been adequately explored. For example, *Sprr1a* was found to have spatially exclusive expression in the bladder (Supplementary Fig. 6b), while *Uncx*, *Calb1* and *Foxd1* showed spatially restricted expression in the metanephros regions. 

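Several bladder and kidney genes were highest in clusters 15 and 5 of D5, and others elsewhere. Sprr1a, an epithelial cornification gene, had 84.8 CPM in cluster 15 (exact Poisson 95% interval 72.6 to 98.5) and 0.870 CPM in the other D5 spots, a ratio of 97.5, and this cluster of 37 spots held 48.7% of its UMIs in E1. Hoxa13, a gene of the caudal body and urogenital tract, was also highest there, with 38.7 CPM. Of the other bladder genes listed beforehand, Upk1b was highest there too, Upk3a, Trp63 and Grhl3 in cluster 12 and Krt5 in cluster 4. Cluster 5, in S9, was highest in most listed genes of the metanephros, while Wt1 was highest in cluster 9 (127 CPM) and Cited1 in cluster 10 (91.0 CPM). In cluster 5, Uncx had 83.3 CPM (74.3 to 93.0) against 1.62 CPM, and Calb1, which encodes a calcium-binding protein of the ureteric bud, 180 CPM (167 to 195) against 4.06 CPM. Foxd1, a marker of renal stroma, had 92.9 CPM (83.4 to 103) against 9.71 CPM, with 45.7 CPM in cluster 12. The nephron progenitor gene Six2 (43.0 CPM), Sall1 (65.6 CPM), Pax8 (29.4 CPM) and Pax2 (16.3 CPM) were highest in the same cluster. All spots outside cluster 5 in the same sections had 3.34 CPM of Uncx, 11.5 CPM of Calb1 and 13.4 CPM of Foxd1.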

*Lypd8, Colec10* and *Col6a4* were specifically expressed in the gut. Among these subdomains, the pancreas expressed more region-specific genes, indicating its strong and unique organ characteristics (Supplementary Fig. 6b). 

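Lypd8, Colec10 and Col6a4 were highest in a pair of clusters that share intestinal genes. Lypd8, a gene of the colonic epithelium, had 64.8 CPM in cluster 16 (exact Poisson 95% interval 52.6 to 79.0) and 26.5 CPM in cluster 14, against 2.60 CPM in the D5 spots outside cluster 16. The collectin gene Colec10 had 104 CPM (90.4 to 120) in cluster 14 and 85.9 CPM in cluster 16, against 11.2 CPM, and the collagen gene Col6a4 103 CPM (87.6 to 121) in cluster 16 and 75.2 CPM in cluster 14, against 7.89 CPM. Cluster 16 was also highest in Cdx2, the master regulator of intestinal identity (45.0 against 1.32 CPM), in the galectin genes Lgals2 (444 CPM) and Lgals4 (237 CPM), and in the brush border gene Vil1 (41.0 CPM). In all spots of the same sections outside the cluster with the highest level, 1.72 CPM of Lypd8, 8.61 CPM of Colec10 and 4.80 CPM of Col6a4 were found.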

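Hormone and digestive enzyme genes set 26 spots of D5, cluster 17, far apart from the others. The glucagon gene Gcg had 3504 CPM there (exact Poisson 95% interval 3413 to 3598) and 36.8 CPM in the other D5 spots, Iapp 197 against 1.58 CPM, Ins1 169 against 1.63 CPM and Ins2 184 against 2.64 CPM. Among genes of the exocrine pancreas, Cpa1 had 588 against 16.4 CPM and Ctrb1 271 against 7.82 CPM. The transcription factor genes Nr5a2 and Ptf1a had 48.4 against 5.33 CPM and 21.4 against 0.372 CPM. From the number of genes specific to this region, the paper proposes that the pancreas has strong and unique organ characteristics.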

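Endocrine and exocrine regulators were concentrated in cluster 17 of the visceral spots. Neurog3, which commits cells to the endocrine lineage, had 64.7 CPM (exact Poisson 95% interval 52.8 to 78.5) against 0.487 CPM in the other D5 spots, and the 26 spots of the cluster held 71.0% of its UMIs in all of E1. Nkx2-2 had 76.0 CPM (63.1 to 90.9) against 0.859 CPM. Pdx1, required for the formation of the organ (chromosome 5, 147269959 to 147275848), had 35.2 CPM (26.6 to 45.7) against 0.687 CPM. Cel, the gene of a lipase of the pancreatic juice, had 34.6 CPM (26.0 to 45.0) against 0.602 CPM. In all spots outside cluster 17 in the same sections, the levels of Neurog3, Nkx2-2, Pdx1 and Cel were 0.554, 1.01, 0.638 and 0.739 CPM.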

*Cel, Neurog3, Nkx2-2*, and *Pdx1* were identified as markers for pancreas development.

Since the represented embryo (E1) was male and the collected sections of the repeated female embryo (E3) also covered the regions of the visceral organs, we annotated and identified the spatial locations of all subclusters except for the Stomach in female visceral organs by applying for label transfer from E1 (Fig. 3e). 

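In the female embryo E3, the genes that the paper names for gut, kidney, bladder and pancreas were again highest in the clusters given to their E1 counterparts. Calb1 had 94.4 CPM in cluster 5 (exact Poisson 95% interval 70.1 to 125) against 2.95 CPM in the other D5 spots of E3, Uncx 132 CPM (103 to 167) against 2.36 CPM and Foxd1 178 CPM (144 to 217) against 13.4 CPM. Sprr1a had 40.2 CPM (25.5 to 60.3) in cluster 15 against 0.494 CPM, on 23 UMIs. Colec10 had 153 CPM (130 to 179) in cluster 14 against 19.8 CPM, and Col6a4 90.1 CPM (70.7 to 113) and Lypd8 37.7 CPM in cluster 16, against 13.2 and 2.84 CPM. In cluster 17, with 24 spots, Gcg had 4846 CPM (4586 to 5118) against 17.5 CPM and Pdx1 33.7 CPM (15.4 to 64.0) against 0.575 CPM. Neurog3 had 41.2 CPM (20.6 to 73.8) on 11 UMIs, Nkx2-2 30.0 CPM on 8 UMIs and Cel 11.2 CPM (2.32 to 32.9) on 3 UMIs. Of the stomach genes, Barx1 and Tmem200a were highest in cluster 11 of E3, with 73.0 CPM (53.5 to 97.4) and 74.6 CPM (54.8 to 99.2), Fst in cluster 10, with 134 CPM (101 to 174), and Egln3 in cluster 6 (35.9 CPM, 17.2 to 66.0). The paper did not locate the stomach in E3, and here each E3 spot was given a cluster whether or not its tissue was present. Of 89 visceral genes measured in both embryos, 78 were higher in E3 in the cluster that was highest in E1, 73 with an interval above the other D5 spots, and 64 had the same highest cluster. E3 spots were given to clusters by their likeness to E1, so this is not independent evidence.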

The specific expression of the top marker genes in gut, metanephros, bladder and pancreas were further validated in the corresponding section from the female embryo (Supplementary Fig. 6d). For the development of Gonad, which involved sex determination and differentiation at E13.5, the spatial expression of common and sex specific gonad genes were explored (Fig. 3f, g). 

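Genes of Sertoli and Leydig cells were high in the gonad of the male embryo and hardly detected in that of the female. The deposited files do not mark the gonad, so gonad spots were taken as D5 spots with at least 5 UMIs over 8 genes expressed in gonads of both sexes (Dppa4, Tex19.1, Stk31, Pou5f1, Dazl, Ddx4, Mael and Nr5a1). This gave 77 spots in E1 (4811611 UMIs) and 26 spots in E3 (420795 UMIs). Lefty1 (chromosome 1, 180935022 to 180938400), a Nodal antagonist gene, had 26.4 CPM in the male gonad (exact Poisson 95% interval 22.0 to 31.4) and 0 UMIs in the female, at least 3.70-fold higher. Its neighbour Lefty2 (180893108 to 180899103) had 29.3 CPM (24.7 to 34.6) and 0 UMIs, at least 4.11-fold higher. In the other D5 spots of the male the levels were 3.93 and 1.10 CPM. A count of 0 in the female gonad allows up to 7.13 CPM. Among the genes the paper lists for the male gonad, 10 of 10 had an interval above that of the female. The male gonad spots were deeper (median 62513 UMIs per spot, 17407.5 in the female), and with spots thinned to 5000 UMIs the intervals of the share of spots with a UMI were apart for 4 of these genes. Cyp17a1, an enzyme gene of androgen synthesis, had 329 CPM (313 to 346) and 0 UMIs, at least 46.1-fold higher, and Insl3, a Leydig cell hormone gene, 109 CPM and 0 UMIs, at least 15.3-fold higher, although exons of Insl3 overlap Jak3. The anti-Müllerian hormone gene Amh had 35.5 CPM (30.4 to 41.3) and 0 UMIs, at least 4.99-fold higher. Of lists fixed beforehand, 8 of 9 Sertoli cell genes and 6 of 6 Leydig cell genes had intervals apart, all higher in the male. Each sex is 1 embryo, so the difference has no replicate check, and the paper chose its genes on these spots.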

Interestingly, *Lefty1* and *Lefty2* genes were found to be specifically expressed in the male gonad, which have been reported to regulate the male germ cell fate segmentation^37^. Several genes such as *Irx3*^38^ and *Lgals7*, were identified specifically expressed in female gonad. 

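Genes of the early ovary were higher in the gonad spots of E3. Irx3, a homeobox gene of ovarian somatic cells (chromosome 8, 91798525 to 91802067), had 116 CPM in the female gonad (exact Poisson 95% interval 86.2 to 154) and 5.20 CPM in the male (3.36 to 7.67). The galectin gene Lgals7 (chromosome 7, 28863853 to 28866284) had 212 CPM (170 to 260) against 38.7 CPM (33.3 to 44.6), and Gng13 395 CPM (337 to 459) against 48.2 CPM. All 7 genes that the paper lists for the female gonad had intervals above those of the male. So did 7 of 9 pre-granulosa cell genes of a list fixed beforehand, among them Fst (107 against 4.78 CPM), Wnt4 (126 against 25.8 CPM) and Foxl2 (23.8 against 0.416 CPM). Stra8, which starts meiosis in female germ cells, had 49.9 CPM in the female and 0.831 CPM in the male. The rule of 5 UMIs chose the shallower female spots at a higher relative level, which can raise female levels of gonad genes.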

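Germ cell genes were detected in the gonad spots of both sexes. Dppa3, a gene of primordial germ cells, had 278 CPM in the male gonad (exact Poisson 95% interval 263 to 293) and 133 CPM in the female (101 to 173), with 5.01 CPM in the other D5 spots of the female. Tex19.1, which restrains transposons in the germ line, had 24.7 CPM (20.5 to 29.6) and 26.1 CPM (13.1 to 46.8), Sohlh2 23.7 and 35.7 CPM and Sall4 47.6 and 40.4 CPM. Dppa4 had 30.8 and 33.3 CPM, Stk31 24.9 and 45.2 CPM, Pou5f1 26.0 and 26.1 CPM and Nr5a1, the steroidogenic factor of the somatic gonad, 73.0 and 61.8 CPM. Of 11 genes named as common to both sexes, 6 had overlapping intervals, 1 was higher in the male and 4 were higher in the female, and of 14 germ cell genes listed beforehand 11 overlapped. The female spots were shallower (median 17407.5 UMIs against 62513), so the rule of 5 UMIs asked for a higher relative level there. This can raise female levels of gonad genes. Few female UMIs also widen the intervals, so an overlap does not show equal levels. Tex19.1, Dppa4, Stk31, Pou5f1, Dazl and Nr5a1 helped to choose the gonad spots, so their presence there was built in. Their intervals overlap between the sexes, except that Dazl had 311 CPM in the female and 147 CPM in the male. Because the rule asks for a higher relative level in the shallower female spots, it can itself raise the female levels of these genes. Their levels are therefore not a comparison of the sexes.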

A set of gonad-specific genes in both female and male, such as *Dppa3* and *Text19.1*, was also identified (Fig. 3g and Supplementary Fig. 7a). Functional enrichment analysis showed that female and male-specific genes were highly related to the corresponding sex development, while the common gonad-specific genes were involved in DNA modification, such as alkylation or methylation, besides the terms related to gonad development, indicating the critical role of dynamic DNA modification involved in gonad differentiation (Supplementary Fig. 7b).

Furthermore, we also identified regional-specific TF regulons that distinguish the subregions of these visceral organs (Supplementary Data 5, Fig. 3h and Supplementary Fig. 7c–e). For example, Neurog3, Nr5a2 and Ptf1a were associated with pancreas development^39, 40^ (Supplementary Fig. 7c), while Cdx2 and Nkx2-1 were the key regulons for gut and lung, respectively (Supplementary Fig. 7d, e). Sall4 and Zfp42 were found to be highly expressed regulons associated with Gonad (Fig. 3h)^41^. The regulon activity score of these organ-specific regulons was examined and validated in the repeated embryo E3 (Fig. 3h and Supplementary Fig. 7d, e), showing a consistent activation pattern in both male and female embryos. These findings thus characterized previously unappreciated tissue structures at the transcriptional level within the subclusters of visceral organs.

Next, we sought to illustrate the fined and detailed molecular structures in the sub-organ resolution during the organogenesis of mouse embryos. 

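Ventricular, atrial, outflow and outer wall genes of the heart were each highest in a different part of D19 in S6. The 218 D19 spots of S6 were clustered from their counts, since the deposited files do not give subregions, and 6 clusters were found at a resolution of 1.1. Cluster 1 (52 spots) was led by the ventricular genes Myl2, Myl3 and Pln, with 7357 CPM of Myl2 (exact Poisson 95% interval 7185 to 7531) against 682 CPM in the other heart spots. Cluster 6 (27 spots) had the highest level of Nppa, 1158 CPM against 149 CPM, and of Myl7, 3980 against 1116 CPM. Cluster 3 (33 spots) was led by the elastic fibre gene Fbln5 and by Rgs5 and Angptl7, and cluster 4 (32 spots) by F13a1 and Dpp4. Cluster 2 (43 spots) was led by Ebf2, Nppa and Tnnt3, and cluster 5 (31 spots) by the red cell genes Alas2 and Gypa. Median depth ran from 11578.5 UMIs per spot in cluster 4 to 27212 UMIs in cluster 5. S6 is 1 section and the clusters come from the same counts, so levels have counting intervals and no test.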

Using the developing heart as an example, we identified four spatial molecular sub-regions by unsupervised clustering of spots extracted from D19-heart of section 6 (S6) of E1. These spatial domains matched well with typical heart anatomical structures, and we annotated them as Atrial, Ventricular (Ven), Outflow Tract (OFT), Epicardium (Epi) respectively (Fig. 3i). Subsequently, we identified a set of transcriptional features specific to each sub-region of the heart at this developmental stage (Supplementary Fig. 8a, b and Supplementary Data 6). For example, *Myl1* and *Sln*, which are well-known Atrial maker genes, showed restricted expression in the Atrial domain. 

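Genes specific to each part of the heart differed several fold between clusters. Among ventricular genes, Myh7 had 3411 CPM in cluster 1 against 398 CPM in the other heart spots, Myl3 2633 against 305 CPM and Pln 1189 against 134 CPM. The atrial myosin gene Myh6 had 1539 CPM in cluster 6 against 370 CPM. Smooth muscle gene Tagln was highest in cluster 3, with 853 against 256 CPM. Cluster 4 was highest in Upk3b (240 against 71.6 CPM) and Wt1 (67.8 against 28.7 CPM), which mark the epicardium, and in Tbx5 (40.7 against 12.9 CPM).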

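Myl1 was highest in the atrial gene cluster 6 of S6 and Sln in cluster 2, and both were also present in the rest of the heart. Cluster 2 was led by Nppa but also by the skeletal muscle genes Tnnt3, Tnnc2 and Mybpc1, so it is not shown to be atrial. Myl1, a myosin light chain gene (chromosome 1, 66924295 to 66945404), had 666 CPM in cluster 6 (exact Poisson 95% interval 590 to 750) and 522 CPM in cluster 2, against 227 CPM (213 to 243) in the heart spots outside cluster 6. It was detected in 100% of the spots of cluster 6 and in 93.2% of the other heart spots. Sln, which encodes the calcium pump regulator sarcolipin, had 185 CPM (155 to 218) in cluster 2 and 149 CPM in cluster 6, against 87.8 CPM (78.2 to 98.2) in the heart spots outside cluster 2, and was detected in 81.4% of the spots of cluster 2 and 73.1% of the others.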

*Msln* and *Nsrp1* displayed epicardium-specific expression, in which *Msln* was previously reported to be specifically expressed in the epicardium^42^, and *Nsrp1* is relatively new (Fig. 3j). Furthermore, we assessed and illustrated the spatial distribution of cell types involved in heart development by performing deconvolution analysis using corresponding heart scRNA-seq data^43^ (Fig. 3k, l), and the cell type distribution also agrees with the anatomical structure. 

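Cluster 4 had the highest levels of Msln and Nsrp1, both on few UMIs. Its leading genes include Msln and Upk3b but also the macrophage gene Mrc1, so it is not shown to be the outer wall alone. Msln, the gene of mesothelin on the body's serous surfaces (chromosome 17, 25748613 to 25754378), had 58.8 CPM (exact Poisson 95% interval 38.4 to 86.1) on 26 UMIs, against 7.64 CPM in the other heart spots. Nsrp1, a splicing factor gene (chromosome 11, 77044292 to 77078435), had 38.4 CPM (22.4 to 61.5) on 17 UMIs, against 17.1 CPM (13.2 to 21.8). With spots thinned to 5000 UMIs, the share of spots with Nsrp1 in cluster 4 minus that in the other heart spots was -3.38 percentage points. In E3, Nsrp1 was also highest in cluster 4, with 101 CPM (48.6 to 186) on 10 UMIs against 54.2 CPM (42.5 to 68.1), and in 37.5% against 22.3% of spots.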

Finally, we investigated the spatial expression pattern of genes associated with congenital heart diseases (CHD) and identified a group of CHD-associated genes that share a similar spatial pattern and show high expression in the OFT sub-region at this mid-organogenesis stage (Supplementary Fig. 8c–e). 

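Eln and Mgp were highest in cluster 3 of the heart spots of S6. Eln, the elastin gene (chromosome 5, 134702593 to 134747323), had 5347 CPM there (exact Poisson 95% interval 5194 to 5504) and 459 CPM in the other heart spots. Mgp, which encodes an inhibitor of arterial calcification, had 2379 CPM (2278 to 2484) against 413 CPM. The intervals cover counting error in 1 section alone.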

Of note, *Eln*, a gene associated with pulmonary valve atresia (PA)^44^, and *Mgp*, which is related to peripheral arterial disease, were included in this cluster. 

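The fibrillar collagen genes Col3a1 and Col1a2 were highest in the same cluster 3 as Eln. Col3a1 had 7461 CPM there (exact Poisson 95% interval 7280 to 7645) against 3033 CPM in the other heart spots, and Col1a2 3251 CPM (3132 to 3373) against 1557 CPM. Their ratios between cluster 3 and the rest were smaller than that of Eln.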

Collagen-related genes *Col3a1* and *Col1a2*, which were not specifically associated with a certain type of CHD, also showed high expression in the OFT region. Although limited to one stage, these findings shed light on potential mechanisms underlying CHDs. 

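In the heart of E3, Myl2, Myl1, Sln and Eln were highest in the same clusters as in E1. The 289 D19 spots of F6.5, given to clusters by their correlation with the E1 clusters, had 8137 CPM of Myl2 in cluster 1 (exact Poisson 95% interval 7915 to 8364) against 1201 CPM, 713 CPM of Myl1 in cluster 6 (563 to 891) against 183 CPM, and 140 CPM of Sln in cluster 2 (74.6 to 239) against 40.6 CPM. Eln had 181 CPM in cluster 3 (116 to 269) against 60.9 CPM, a smaller difference than in E1. Tagln was highest in cluster 4 (91.2 CPM on 9 UMIs) and Tbx5 in cluster 2 (64.6 CPM on 6 UMIs), other clusters than in E1. The median depth per cluster was 3230 to 6476 UMIs per spot, and cell type weights were not recomputed. With clusters taken from E1, this is not independent evidence of the subregions.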

Reassuringly, we further repeated cell type decomposition and validated the spatial expression of the top marker gene in the repeated female embryo E3 (Supplementary Fig. 8f–h). Altogether, these findings showcase the valuable utilities of this spatial atlas in dissecting sophisticated tissue organizations.

### The craniocaudal, dorsoventral and radial axes in establishing the spatial patterning of spinal cord

During embryonic development, a crucial event at around E13.5 is the acquisition of positional identities within the neural tube, which ultimately gives rise to the brain and spinal cord. The neural tube undergoes patterning along the craniocaudal, dorsoventral and radial axes to establish distinct domains. Previous studies utilizing scRNA-seq have provided many insights into nervous system development^45–47^. Herein, we aimed to explore the spatial patterning of the neural tube at the whole embryo scale.

One of the key regulators involved in establishing the regional identities along the anterior–posterior (AP, craniocaudal) axis of both the hindbrain and spinal cord is the family of Homobox (Hox) genes. These genes form a ‘Hox code’ and play a critical role in determining the boundaries and positions of different neuronal subtypes along the AP axis^48^. Hox genes are generally categorized into anterior (Hox 1–3/4), trunk/central (Hox 4/5–9) and posterior (Hox 10–13) paralogues groups (PGs), reflecting their arrangements along each genome cluster^49^. We first examined the expression of a total of 26 expressed Hox genes in the spatial domain of D16-medulla oblongata and spinal cord (Fig. 4a, b). 

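Hox genes of paralogue groups 1 to 13 were measured in the D16 spots along the axis. The trend along the axis used the 430 D16 spots of S2 to S7 and S10, since S8 held 12 and S9 held 0 spots of the domain, and each section entered as 1 sum at its position. Slopes are log2 per 100 sections of 10 μm, from edgeR with n = 7 sections, and positive slopes are caudal. Of the 39 Hox genes in the files, 37 had a UMI in these spots, 30 had at least 20 UMIs and 24 passed the filter on low counts. Hoxc8 peaked in S5 with 450 CPM and Hoxc9 in S6 with 214 CPM, while Hoxc10 and Hoxd10 had 356 and 417 CPM in S10.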

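The 6 Hox genes that fell towards the tail in D16-medulla oblongata and spinal cord belong to paralogue groups 2 to 5, and the 1 that rose belongs to group 10. Hoxa4, a gene of the upper cervical cord, had a slope of -1.06 (SE 0.0940, adjusted p = 0.000511 from edgeR), from 222 CPM in S2 to 4.50 CPM in S10. Hoxa5 (-0.57, adjusted p = 0.0326), Hoxa3 (-0.54, adjusted p = 0.0468), Hoxa2 (-0.50, adjusted p = 0.0174), Hoxc4 (-0.60) and Hoxc5 (-0.67) were also higher rostrally. Hoxa10 was the gene that rose caudally, with a slope of 1.27 (SE 0.112, adjusted p = 0.000511) and 179 CPM in S10. Hoxa9 rose by 0.84 (adjusted p = 0.0670) and did not pass. Summed over groups 10 to 13, Hox genes had 0 CPM in S2, S3 and S4 and 1019 CPM in S10, and over groups 1 to 3 they had 845 CPM in S2 and 204 CPM in S10. By group, 0 of 5 tested anterior genes were caudal and 2 rostral (0 and 5 when adjusted over the list alone, median slope -0.50). Of 16 central genes 0 were caudal and 4 rostral (3 and 6 over the list alone, median 0.01), and of 3 posterior genes 1 was caudal (2 over the list alone). The count-weighted mean position of the 30 genes rose with paralogue group (Spearman's rho 0.825, Pearson's r 0.804), with medians of 342.5, 491.7 and 861.8 for anterior, central and posterior genes. This correlation is across genes, which are not independent, and its permutation p = 1e-05 is the smallest that 100000 permutations can give. Hoxd13 stood apart, with a slope of 0.51 and its peak of 15.9 CPM in S6. Over all genes, 1 of 11316 was caudal and 14 were rostral, with 759 at an unadjusted p below 0.05, and DESeq2 found 20 in total. Fewer genes passed without S2, with only S4 to S10 or with D16 and D17 spots together, and more with no low-count filter (closing section). The sections are of 1 embryo, so position cannot be separated from other differences between sections.

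**Figure D2:**
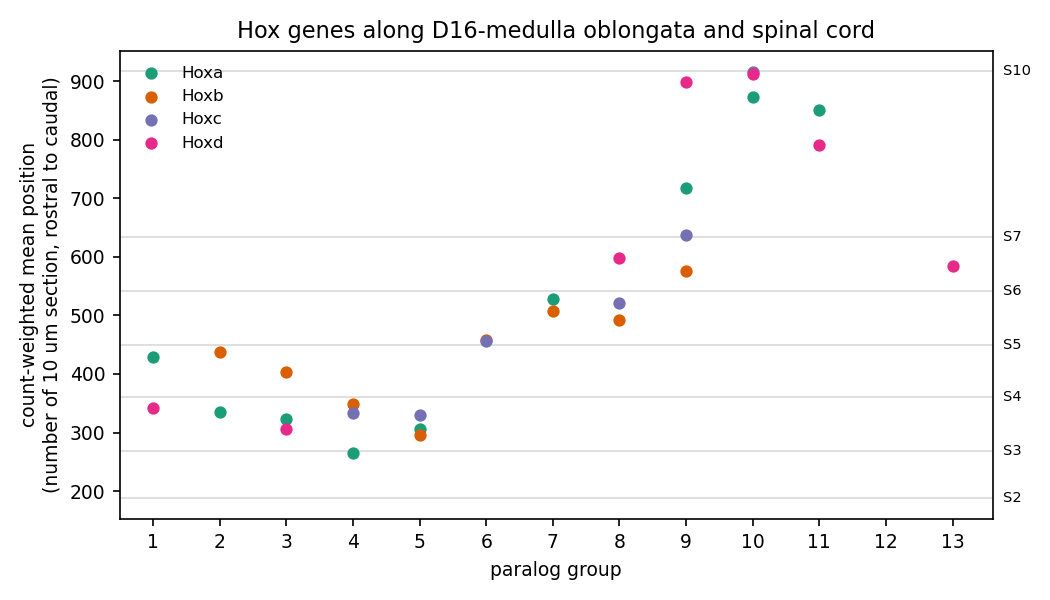
Count-weighted mean position of the 30 Hox genes with at least 20 UMIs in D16 spots, against paralogue group. Grey lines mark the positions of the 7 sections used.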

As expected, the anterior Hox PGs were predominantly expressed in the rostral sections, while the posterior Hox PGs showed increased expression in the posterior regions (Fig. 4a). In order to identify new genes involved in A–P patterning, we arranged the spatial spots along the anterior to posterior plane ordered by the expressed Hox genes to establish a pseudo-space trajectory (Fig. 4b). Next, we performed differential gene analysis to identify genes that showed distinct A–P patterning along this pseudo-space trajectory. To further refine these candidate genes, we applied correlation analysis between the gene expression of each spot and the combinatorial pattern of AP slices (Supplementary Fig. 9a and Supplementary Data 7). We identified A–P region-specific genes including *Igfbpl1* (Fig. 4c) in the rostral region, *Atp1a3* in the central and *AC162693.1* in the relative caudal region (Fig. 4c). These newly identified genes expand our understanding of potential regulators involved in establishing the body plan.

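Igfbpl1 was highest in the most rostral section of D16 and Atp1a3 in a central one, and neither passed the test for a trend. Igfbpl1 encodes an insulin-like growth factor binding protein of neural progenitors. It had 406 CPM in S2, 220 CPM in S3, 49.4 CPM in S5 and 118 CPM in S10 (slope -0.17, SE 0.0922, adjusted p = 0.76 from edgeR, n = 7 sections). Atp1a3, a neuronal sodium pump gene, peaked at 264 CPM in S5, with 100 CPM in S2 and 95.8 CPM in S10 (slope -0.07, SE 0.0758, adjusted p = 0.883), and a straight trend cannot describe a central peak. AC162693.1 was too low for the trend test. It was higher in D16 than in the rest of the same sections (5.28 ± 8.03 against 0.57 ± 0.940 CPM, log2 fold change 3.05, SE 0.51, adjusted p = 0.000398, higher in 7 of 7 sections). Of 77 genes in the paper's list for this axis, 72 could be tested, of which 4 were rostral and 0 caudal (12 and 2 when adjusted over the list alone), and all 4 were Hox genes. The paper chose this list by correlation with patterns over consecutive sections, which a straight slope does not test. On simulated data the slope test found 0%, 1% and 60.5% of genes at folds of 1.5, 2 and 4. A gene that did not pass therefore does not count against the list. The long noncoding RNA gene Hoxaas3 (-0.59), Gm15050 (-0.51) and the synaptic gene Synpr (-0.36) also passed as rostral among all genes.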

**Fig. 4:**
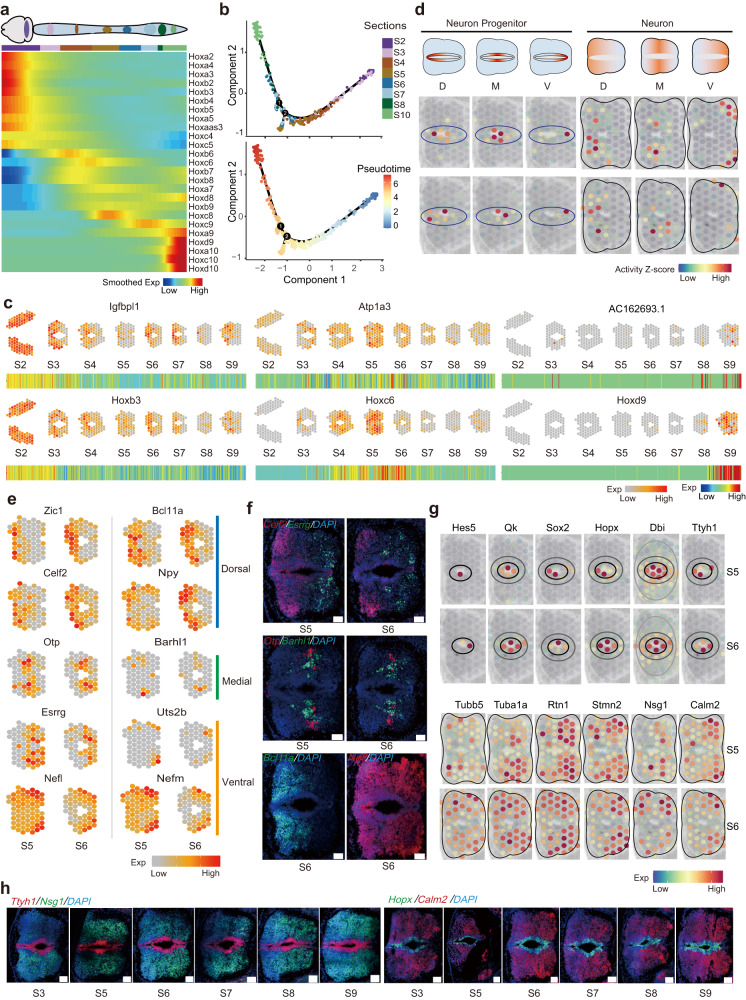
3D alignment to reveal body axes and spinal cord patterning. **a** Heatmap plot showing the smoothed spatial expression pattern of Hox family genes along the A–P axis with spots from hindbrain and spinal cord regions ordered by pseudo-axis within each section. **b** Pseudo-time trajectory plot showing pseudo-space patterning of spots from hindbrain and spinal cord region across sections of whole mouse embryos, colored by section numbers (top) and pseudo-time (bottom). **c** Spatial expression of selected Hox family genes and newly identified A–P axis related genes in hindbrain and spinal cord from sections along anterior to posterior (top), and heatmap showing the expression pattern of corresponding genes ordered along sections from anterior to posterior (bottom). **d** Spatial plot showing the D–M–V activity scores for respective neuronal progenitors and neuronal cells in the spinal cord of sections 5 and 6. **e** Spatial expression of selected D–V axis-related genes in sections 5 and 6. **f**. RNAScope multiplex in situ hybridizations of D–V patterning genes in the spinal cord, and representative images from hybridizations on sections 5 and 6 (*n* = 3). Scale bars, 100 μm. **g** Spatial visualization of radial axis patterning genes in the spinal cord region. **h** RNAScope multiplex in situ hybridizations of radial axis patterning genes in the spinal cord, and representative images from hybridizations on serial sections from anterior to posterior (*n*_s5,6,7_ = 3, *n*_s3,8,9_ = 2). Scale bars, 100 μm. Source data are provided as a Source Data file.

We also examined the dorsal–ventral (D–V) patterning during embryonic spinal cord development, taking advantage of our transverse collection strategy. Along the D–V axis, diverse neurons with distinct structures and functions are generated, controlled by precise spatial expression genes and signals^50, 51^. To investigate this patterning, we allocated the combinatorial expression of a curated marker gene list that is used to define different domains of progenitors in single-cell RNA-seq^45^ to the spinal cord spots, including dorsal gene sets (D) by combinatorial marker expression of roof plate (RP) and dp1–dp6, medial gene sets (M) by marker territory of p0–p2, as well as ventral (V) gene sets by pMN, p3 and floor plate (FP) genes. Similarly, we categorized gene sets for neuronal regions into dorsal (D, marked by dl1–dl6), medial (M, marked by V0–V2b) and ventral (V, marked by Mn and V3) subdomains. This allowed us to observe clear separation of the dorsal, medial and ventral structures within the spinal cord (Fig. 4d). 

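Cord spots classed by dorsal, medial or ventral neuron genes lay next to spots of their own class more often than expected from the class sizes. D16 spots were classed here by the mean z-scored log-normalized level of the genes of dorsal (dI1 to dI6), medial (V0 to V2b) and ventral (motor neuron and V3) neurons, when 1 class led the others by at least 0.25. In S3 to S7 this gave 68 dorsal, 49 medial and 55 ventral spots and 109 without a class. Across 235 pairs of adjacent classed spots in 5 sections, 159 (67.7%) had the same class against 37.6% expected from the class sizes, above the expected share in 5 of 5 sections, and 7 pairs joined a dorsal to a ventral spot.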

To predict new genes involved in spinal cord patterning, we identified domain-specific genes along the D-V axis in different spinal cord regions (Fig. 4e, Supplementary Fig. 9b and Supplementary Data 8). For example, *Zic1*, *Bcl11a*, *Celf2* and *Npy* were specifically expressed in the dorsal region, while *Otp* and *Barhl1* were up-regulated in the medial region. Furthermore, genes such as *Esrrg*, *Uts2b, Nefl* and *Nefm* were highly expressed in the ventral region (Fig. 4e). 

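Zic1, Bcl11a, Celf2 and Npy were higher dorsally in the spinal cord, and Otp medially in the edgeR test with all 3 sections. The class genes were left out of the test, and S3, S4 and S6 each had enough spots of all classes, so n = 3 sections. Zic1, a dorsal patterning factor (chromosome 9, 91358058 to 91365810), had 313 ± 99.5 CPM dorsally, 94.8 CPM medially and 78.3 ± 18.6 CPM ventrally (ventral minus dorsal log2 fold change -2.08, SE 0.221, adjusted p = 1.63e-10 from edgeR). The neuropeptide gene Npy (chromosome 6, 49822710 to 49829507) had 552 ± 113, 143 and 76.2 ± 21.4 CPM (-2.96, SE 0.195, adjusted p = 1.38e-18). Bcl11a, a zinc finger gene of dorsal neurons, had 346 ± 24.6, 194 and 96.6 ± 18.2 CPM (-1.95, SE 0.212, adjusted p = 2.62e-10), and the RNA-binding protein gene Celf2 347 ± 17.4 CPM dorsally against 118 ± 36.7 CPM ventrally (-1.51, SE 0.197, adjusted p = 6.54e-08). All 4 were higher dorsally in 3 of 3 sections, and p-values this small rest largely on the spread pooled over genes. Otp, a homeobox gene of ventral interneurons (chromosome 13, 94875602 to 94885130), had 76.4 ± 25.6 CPM dorsally, 142 ± 63.5 CPM medially and 67.5 ± 8.00 CPM ventrally (medial minus the other classes 1.14, SE 0.218, adjusted p = 0.00502, higher in 3 of 3 sections). The Otp log2 fold change, medial versus the others, was 1.08 with DESeq2, 1.09 without the replicate block, 1.01 without S4, 1.08 without S6 and 1.18 with other class genes on D16 and D17 spots, and did not pass in any of these. Barhl1 was too low for the test. Medially higher were also Vstm2a (1.80), Nr4a2 (1.47), Cartpt (1.43) and Vsnl1 (1.25). No gene passed medially with DESeq2, without the replicate block or without S4. Of 81 splits of the same sums, 22 gave at least 7 medial genes, so chance cannot be excluded for these calls. Of 6082 genes, 148 were higher ventrally and 123 dorsally (963 at an unadjusted p below 0.05), and 6 were higher and 1 lower medially (341 unadjusted). Ventral against dorsal, far fewer genes passed without S4, without S6, with DESeq2 or without the replicate block, and more with no lead for the class scores (closing section). Dorsally, Skor1 (-3.19), Tfap2b (-2.43) and Ebf3 (-2.14) led. Of the paper's dorsal genes, 23 of 23 tested went the same way (median 1.18 in the dorsal direction) and 21 passed, and of its ventral genes 31 of 31 did (median 0.88) and 25 passed. The paper found these genes in the same cord spots, divided by scores of like marker genes. This shared direction was therefore largely built in and is not independent evidence.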

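Neurofilament genes were higher in the ventral class, which was itself set by motor neuron and V3 genes, than in the dorsal class, and so was Esrrg in the edgeR test with all 3 sections. The neurofilament genes Nefl (chromosome 14, 68083863 to 68089095) and Nefm had 450 ± 222 and 324 ± 210 CPM dorsally, 798 and 406 CPM medially and 1584 ± 342 and 933 ± 348 CPM ventrally. Their ventral minus dorsal log2 fold changes were 1.95 (SE 0.123, adjusted p = 3.5e-19 from edgeR, n = 3 sections) and 1.70 (SE 0.140, adjusted p = 1.73e-14). Esrrg, an orphan nuclear receptor gene of motor neurons, had 33.8 ± 28.8 CPM dorsally, 86.4 CPM medially and 76.9 ± 22.6 CPM ventrally (1.66, SE 0.386, adjusted p = 0.00349). The Esrrg log2 fold change, ventral versus dorsal, was 1.47 without the replicate block, 1.21 without S4, 1.53 without S6 and 1.98 with other class genes on D16 and D17 spots, and did not pass in any of these. Nefm did not pass without the replicate block (1.63, adjusted p = 0.0727), where Nefl did (1.88, adjusted p = 0.0104). Uts2b was too low for the test. Ventrally, Sulf1 (2.59), Slc10a4 (2.38) and Prph (2.06) led with D930028M14Rik (2.76).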

We performed single molecular fluorescence in situ hybridization (smFISH) on serial sections of the spinal cord (Fig. 4f and Supplementary Fig. 9c) and validate the expression of D–V patterning-related genes. Accordingly, we further identified TF regulons associated with both A–P and D–V patterning (Supplementary Fig. 10a–d). As expected, the Hox TF family ranked highly in spatial patterning. Several Sox TFs, known for their importance in neural development^52^, were also identified as regulons associated with A–P patterning. Notably, Mnx1 exhibited specific regulon activity in the ventral part, consistent with its role as a TF specific to spinal cord motor neurons^53^.

To further investigate the spatial differences along the radial axis (medial–lateral) that are relevant to neural progenitor proliferation and differentiation, we conducted differentially expressed gene (DEG) analysis along the inner and outer layers of spinal cord spots (Fig. 4g). 

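Progenitor genes were higher in the inner D17-ependyma than in the outer D16 of the same sections. The planned test needed at least 10 D17 spots per section, which no body section had (11 spots in S4 to S10), so sections with at least 3 were used, an alternative added after the data were seen. These were S4, S6 and S7, with 4, 3 and 4 D17 spots and 76, 52 and 40 D16 spots, and the values below are inner against outer CPM from edgeR with n = 3 sections. Hes5, a Notch target gene of progenitors, had 156 ± 64.6 against 22.4 ± 12.0 CPM (log2 fold change 2.76, SE 0.323, adjusted p = 1.57e-15). Sox2 had 543 ± 107 against 62.9 ± 19.9 CPM (3.00, SE 0.176, adjusted p = 2.73e-62), and the RNA-binding protein gene Qk 996 ± 98.6 against 194 ± 44.7 CPM (2.35, SE 0.122). Hopx, a homeodomain-only gene (chromosome 5, 77086988 to 77115121), had 1638 ± 542 against 203 ± 16.6 CPM (2.94, SE 0.104). Dbi, which encodes acyl-CoA-binding protein, had 8622 ± 567 against 1570 ± 280 CPM (2.46, SE 0.0702, adjusted p = 1.95e-256). The chloride channel gene Ttyh1 (chromosome 7, 4119408 to 4136708) had 1072 ± 136 against 146 ± 63.3 CPM (2.85, SE 0.125). All 6 genes were higher in the inner part in 3 of 3 sections. With 3 sections and 3 or 4 inner spots in each, p-values this small rest mainly on the spread pooled over genes. They do not measure the scatter of each gene between sections. Of 14 neural progenitor genes listed beforehand, 13 were higher inside and 0 lower (13 when adjusted over the list alone, median 2.68), with Fabp7 at 2.77, Slc1a3 at 2.91 and Notch1 at 2.80, while Nes was not different (-0.43, adjusted p = 0.592). Over all 8523 genes, 578 were higher inside and 627 outside, and fewer passed with any 1 section left out, without the replicate block or with DESeq2 (closing section). Among cell cycle genes 1 of 24 of S phase (0 over the list alone) and 3 of 35 of G2 and M phase were higher inside. With head sections S2 and S3 added, a choice made after the data were seen, 16 of 26 and 25 of 37 were, and in E3 alone 1 of 8 and 9 of 18. D17 and D16 were defined from the same counts, so these genes are not independent evidence for the layers.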

We found well-known marker genes of neural progenitors such as *Hes5*, *Qk* and *Sox2*^54–57^, as well as genes with limited study in neural progenitor cells, such as *Hopx*, *Dbi* and *Ttyh1* which were expressed in the inner regions. Whereas genes including *Tubb5*, *Tuba1a*, *Rtn1*, *Stmn2*, *Nsg1* and *Calm2*, which may be related to differentiated neuronal cells, showed high expression in the outer layers. 

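Neuronal cytoskeleton and vesicle genes were higher in the outer spots of the cord. In sections S4, S6 and S7, Tubb5 had 3049 ± 168 CPM outside and 1720 ± 150 CPM inside (inner minus outer log2 fold change -0.83, SE 0.0813, adjusted p = 5.37e-22 from edgeR) and Tuba1a 7232 ± 790.5 against 4141 ± 813 CPM (-0.81, SE 0.0706, adjusted p = 5.46e-28). Rtn1, of the neuronal endoplasmic reticulum, had 1554 ± 88.1 against 503 ± 188 CPM (-1.57, SE 0.108, adjusted p = 6.71e-45), and Stmn2, a regulator of microtubules in growing axons, 1385 ± 172 against 499 ± 164 CPM (-1.54, SE 0.112, adjusted p = 6.03e-40). The endosomal protein gene Nsg1 had 403 ± 38.4 against 122 ± 5.00 CPM (-1.75, SE 0.196, adjusted p = 5.33e-17), and the calmodulin gene Calm2 1676 ± 190 against 725 ± 90.3 CPM (-1.19, SE 0.100, adjusted p = 2.31e-30). As for the inner genes, p-values this small rest mainly on the spread pooled over genes, not on each gene's scatter between sections. All 16 neuron genes of a list fixed beforehand were higher outside (median -1.54), with the axonal genes Nefm (-2.31), Nefl (-1.90) and Mapt (-2.13). The paper proposes that the outer genes are related to differentiated neurons.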

We performed smFISH on serial sections from anterior to posterior, confirming the distinct patterns of expression for *Ttyh1, Hopx, Nsg1* and *Calm2* (Fig. 4h and Supplementary Fig. 9c). Our analysis therefore suggests that numerous additional genes with spatially restricted expression patterns can be identified to constitute the regionalized patterning of neural tube. Hence the spatial atlas may provide new clues for neuronal specification and patterning of the developing spinal cord.

### Integration of single-cell and spatial atlases illustrates spatially resolved cell interactions

Each spot in the Visium platform is expected to consist of a mixture of around 20 cells and probably includes multiple cell types. To investigate the cell type heterogeneity in the spatial regions, we performed cell type deconvolution using Robust Cell Type Decomposition (RCTD)^58^ with E13.5 mouse single cells derived from the TOME dataset as the reference^1^.

We defined specific spatial distribution for 46 cell types within each spatial domain at the E13.5 stage (Fig. 5a, Supplementary Figs. 11–13 and Supplementary Data 9). As expected, myocytes were the most abundant throughout spatial regions, and endothelial cells and white blood cells were also widely distributed (Fig. 5a and Supplementary Fig. 11a). Visualization of the deconvoluted cell type weights on tissues showed that the assigned coordinate of organ-specific cells corroborated known tissue functions (Supplementary Figs. 11–13). For example, epithelium cells were exclusively located in the otic, branchial arch, lung, pancreatic and renal (Fig. 5b). By examining the top abundant cell types in each spatial domain, we observed a consensus between cell types and their anatomical structures. For example, D6-hepatic parenchyma was dominated by hepatocytes and definitive erythroid lineage cells (Fig. 5b and Supplementary Fig. 13b). Similarly, the dominant cell types in D19-heart were cardiomyocytes and endothelium, which are essential functional units of the heart (Fig. 5a, b and Supplementary Fig. 13b). 

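Hepatocyte and erythroid genes made up the liver domain D6. Of 18 hepatocyte genes of a list fixed beforehand, 17 were higher in D6 and 0 lower (17 when adjusted over the list alone, median log2 fold change 3.04). The albumin gene Alb had 4781 ± 2163 against 813 ± 775 CPM in the other spots of S7 to S9 (log2 fold change 3.14, SE 0.467, adjusted p = 0.00214 from edgeR, n = 3 sections), and Fgg, a fibrinogen gene, 152 ± 60.2 against 20.5 ± 19.8 CPM (3.37, SE 0.426, adjusted p = 0.00129). The hepatic regulator Hnf4a had a log2 fold change of 2.29. All 14 definitive erythroid genes were higher (median 2.77), with the glycophorin gene Gypa at 336 ± 167 against 53.4 ± 49.1 CPM (3.12, SE 0.394, adjusted p = 0.00128) and the heme synthesis gene Alas2 at 2.33 (SE 0.275, adjusted p = 0.00105), and so were 8 of 8 megakaryocyte genes (median 2.42). Macrophage genes were 6 of 12 higher (5 over the list alone, median 0.47), and 12 of 12 were higher in D3 and in D12. Camera called the hepatocyte, erythroid and megakaryocyte lists with a preset correlation (adjusted p = 2.41e-05, 2.51e-05 and 8.1e-05) but not with an estimated one (adjusted p = 0.528, adjusted p = 0.541 and adjusted p = 0.465 with an estimated correlation). For the macrophage list the values were 0.0344 and adjusted p = 0.691 with an estimated correlation. Deconvolution weights were not recomputed.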

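Cardiomyocyte genes set D19 apart from the other spots far more strongly than endothelial genes. Of 18 cardiomyocyte genes listed beforehand, 17 were higher in D19 than elsewhere in S6 (mean log2 difference 3.54, median 4.11), 17 of 18 in S7 (mean 3.45) and 17 of 18 in F6.5 of E3 (mean 4.89). Of 14 endothelial genes, 11 were higher in S6 with a mean log2 difference of 0.26, 10 of 13 in S7 (0.22) and 11 of 14 in F6.5 (0.57). The list counts are directions in single sections. Tested by gene over these 3 sections of 2 embryos (edgeR), D19 had 759 genes higher and 230 lower, with log2 fold changes of 5.78 for Myl7 (SE 0.223, adjusted p = 0.00026) and 4.09 for Tnnt2 (SE 0.340, adjusted p = 0.00307), and of 0.82 for Pecam1 (SE 0.201, adjusted p = 0.0590) and 0.61 for Cdh5 (SE 0.183, adjusted p = 0.0977).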

Interestingly, early chondrocytes, osteoblast progenitors A, osteoblast progenitors B and connective tissue progenitors were located in the physically distinct but proximal areas (Supplementary Fig. 11b), indicating their potentially close interactions. Of note, posterior floor plate cells were detected within a limited area near the ventral region of the spinal cord, with only one to two spots per section across the body trunk, indicative of high fidelity of spatial mapping (Supplementary Fig. 12b). 

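Spots with at least 3 UMIs of Shh, the gene of the floor plate signal, were rare in the cord of E1. Among the D16 and D17 spots of S4, S5, S6, S7 and S10, 301 in all, 3 had at least 3 UMIs of Shh, 1 each in S4, S6 and S7 and 0 in S5 and S10. In the head, 8 of 172 spots of S1, 0 of 287 of S2 and 1 of 65 of S3 passed this rule, and 0 of 238 cord spots of E3 did. At least 1 UMI of Shh was found in 14 spots of S5 and 6 of S10, with at most 2 UMIs in each. E3 had such spots too, 1 to 3 per section. Its D16 spots were shallower, with a median of 10681 UMIs against 21495 in E1, so the rule can miss floor plate spots there. From the narrow position of floor plate cells on the ventral side, the paper proposes that its spatial mapping is of high fidelity. Cell type mapping was not recomputed here, and Shh alone stands for the floor plate.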

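Ntn1 and Slit1, genes of axon guidance cues, were higher in the Shh spots of the cord than in other D16 and D17 spots of the body. Ntn1 had 1098 CPM in these 3 spots (exact Poisson 95% interval 910 to 1314) and 73.4 CPM (67 to 80.2) in the others. Slit1 had 175 CPM (106 to 274) against 29.1 CPM (25.2 to 33.6). Each was higher in 3 of 3 sections. Shh (chromosome 5, 28456815 to 28467256) had 203 CPM (127 to 307) against 7.40 CPM, which the choice of spots built in.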

The identified marker genes in TOME dataset, such as *Slit1*, *Ntn1* and *Shh* shared a high expression level in the corresponding spatial regions of posterior floor plate^1^ (Supplementary Fig. 12b).

**Fig. 5:**
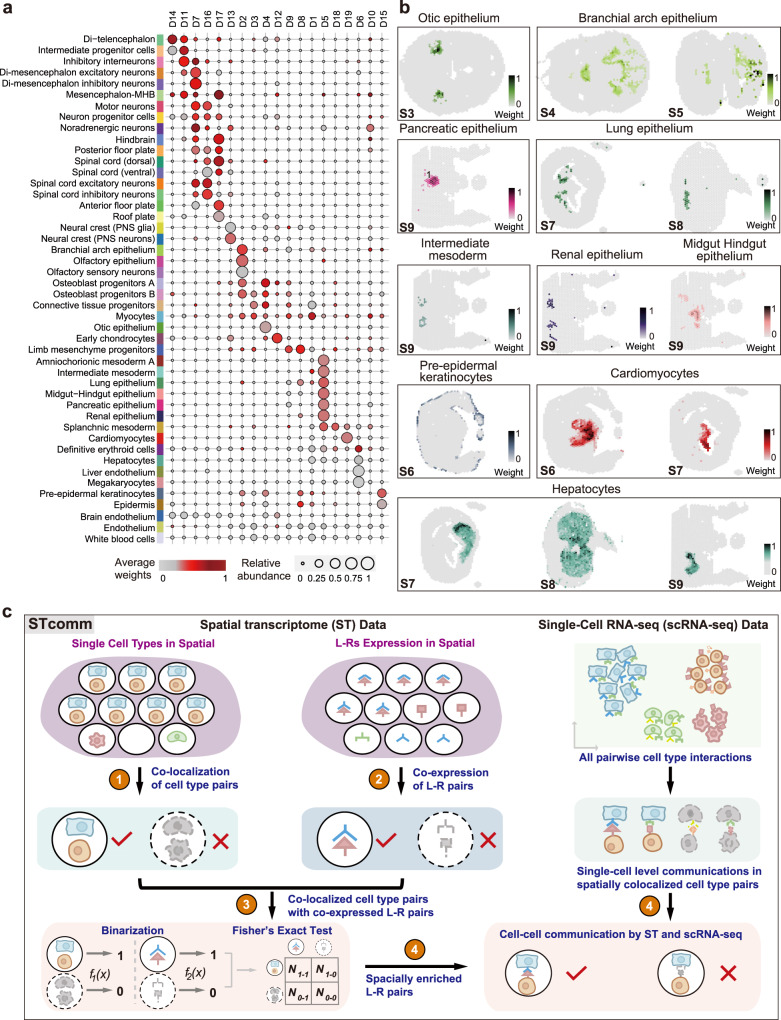
Spatial mapping of cell populations across all the tissue sections. **a** Deconvolution analysis inferred the weights of 46 cell populations in all spots of embryo tissue. The dot plot showing cell type composition within each spatial domain. Color bar indicates the averaged cell-type weights in each spatial domain. Dot size represents the relative abundance of cell types in each spatial domain. **b** Spatial distribution of organ/tissue specific cells including epithelium, intermediate mesoderm, pre-epidermal keratinocytes, cardiomyocytes and hepatocytes. **c** The workflow of STcomm analysis pipeline which combined the spatial cellular colocalization and L–R co-expression from spatial transcriptomic data with cell–cell communication inferred from sc-RNA seq data (see the “Methods” section). Source data are provided as a Source Data file.

To investigate how spatial proximity of cell types may influence each other and shape the signaling landscape to coordinate the developmental programs, we developed a spatial cell–cell communication (CCC) analysis workflow (named STcomm). STcomm integrates spatial cellular colocalizations with enriched ligand–receptor (L–R) co-expression patterns inferred from both spatial and single-cell transcriptomic data. The underlying assumption is that spatially co-localized cells within spot level can more reliably infer L–R mediated CCC (Fig. 5c and Methods). Firstly, we quantified the colocalization of cell-type pairs within spots by calculating the Pearson correlation coefficient (PCC) based on cell-type composition predicted by RCTD. We thus identified significant co-occurrent cell type groups that were present within the same spot, as revealed by the cell type colocalization network (Supplementary Fig. 14a). For example, Olfactory epithelium and Olfactory sensory neurons were co-localized in craniofacial primordium at the front region of section 4 (Fig. 6a). Similarly, pre-epidermal keratinocytes and epidermis significantly co-existed and were primarily distributed in D15-skin, which agrees with the expected localization of these cell types (Supplementary Fig. 14a). Moreover, hepatocytes, definitive erythroid lineage, megakaryocytes and liver endothelium formed a colocalization network, revealing the cellular composition within the liver microenvironment. Of note, we observed spatial proximity between neuron progenitor cells and inhibitory interneurons, hindbrain, Di-mesencephalan inhibitory neurons, Di-mesencephalan excitatory neurons, as well as excitatory and inhibitory neurons. Neural crest -PNS neurons and neural crest-PNS glia, which were abundant in D13-ganglion domain (Fig. 5a), exhibited significant interactions with each other (Supplementary Fig. 14a).

**Fig. 6:**
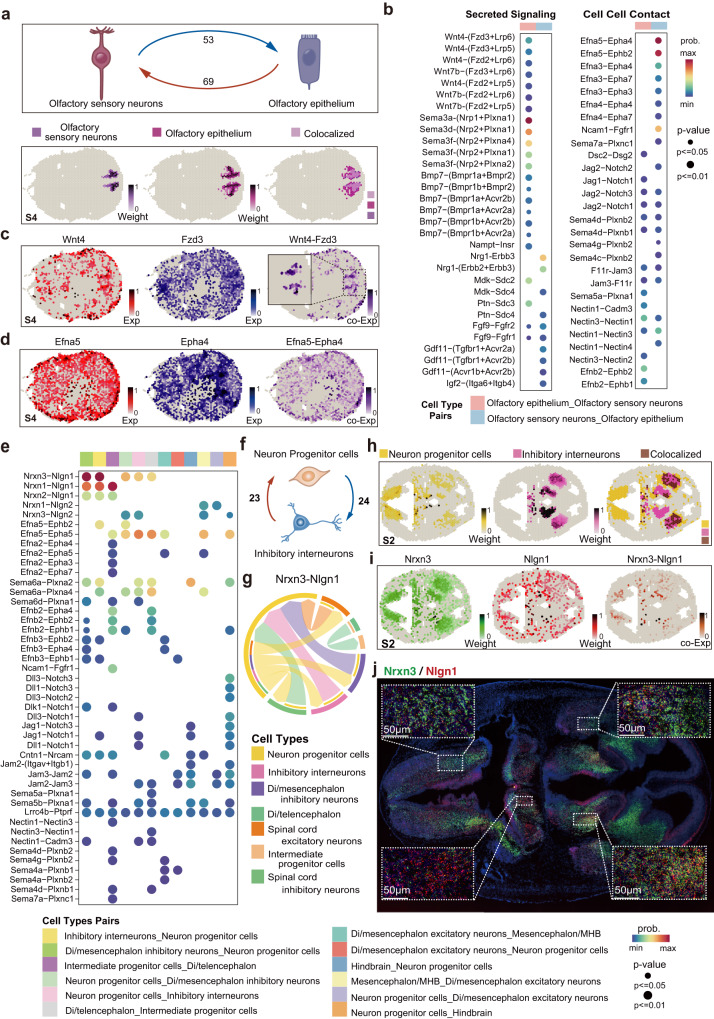
Cell–cell communication network of spatial proximity brain-related cell types in mouse embryo organogenesis. **a** Schematic showing the number of significant L–R pair interactions between olfactory sensory neurons and olfactory epithelium cells by STcomm analysis (top). The bottom panel showing the spatial mapping (color intensity) and colocalization of olfactory sensory neurons and olfactory epithelium cells according to deconvoluted weights in section 4 (S4). **b** Dot plot showing significant L–R pairs between olfactory sensory neurons and olfactory epithelium cells via secreted signaling (left) and cell-cell contact (right) with *p* < 0.05. The dot color represents communication probability and the size indicates p-values which are computed from one-sided permutation test by Cellchat. **c** The spatial distribution of expression of L–R pairs of *Wnt4* and *Fzd3*, and their co-expression in S4. The inlet shows the co-expression level of *Wnt4* and *Fzd3* in co-localized region of olfactory sensory neurons and olfactory epithelium. **d** The spatial distribution of expression of L–R pairs of *Efna5* and *Epha4*, and their co-expression in S4. **e** Dot plot showing significant L–R pairs communication among spatial proximity brain-related cell types calculated by STcomm. The dot color and size indicate communication probability and *p*-values which are computed from the one-sided permutation test by Cellchat. **f** Schematic showing the number of significant L–R interactions between neuron progenitor cells and inhibitory interneurons. **g** Circos plots representing significant interaction of L–R pairs of *Nrxn3* and *Nlgn1* among spatial proximity brain-related cell types. **h** Spatial plots showing the spatial distribution (color intensity) and colocalization with spots of neuron progenitor cells and inhibitory interneurons according to deconvoluted weights in section 2 (S2). **i** Spatial distribution of expression and co-expression of L–R *Nrxn3* and *Nlgn1* in S2. **j** *Nrxn3* and *Nlgn1* spatial expression pattern examined by RNA-scope in brain tissue sections matched to S2 in (**i**) (*n* = 4). White dashed box showing the staining of *Nrxn3* and *Nlgn1* in spatial proximity cells. Blue, DAPI; green, Nrxn3; red, Nlgn1; yellow, co-location of Nrxn3 and Nlgn1. Source data are provided as a Source Data file.

Next, we performed Fisher’s exact test^59^ on binarized co-localized cell type pairs and co-expressed L–R pairs at spot level to identify significantly co-expressed L–R pairs for spatially co-localized cell types. We further calculated significant communication between L–R pairs within co-localized cell type pairs using reference single-cell transcriptomic data. At last, we retained spatially confident communications based on the above significance of Fisher’s exact test (Fig. 5c and see the “Methods” section). Leveraging the spatial information, STcomm characterized confident cell-cell interaction within the tissue organization (Fig. 5c and Supplementary Data 10). Specifically, according to the identified spatial co-occurrence cell types, we examined the L–R interactions between olfactory epithelium and olfactory sensory neurons, which showed a high-frequency interaction. We identified 53 L–R pairs from olfactory sensory neurons to olfactory epithelium and 69 L–R pairs from olfactory epithelium to olfactory sensory neurons (Fig. 6a). Notably, in terms of secreted signaling molecules, the *Sema3* family, *Wnt* and *Bmp* originating from the olfactory epithelium, exhibited a high communication probability towards olfactory sensory neurons (Fig. 6b), consistent with their reported role in regulating axon outgrowth and navigation of olfactory sensory neuron^60–64^. 

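Wnt4 and Fzd3, a Wnt ligand and a receptor gene of olfactory axons, were detected together in 1970 of the 16418 spots of E1, or 12.0%. In S4, which holds nasal tissue, 364 of 2214 spots had both, or 16.4% (exact binomial 95% interval 14.9 to 18.1), against 14.2% expected from their shares alone. In the craniofacial domain D2 of S4 the share was 27.5% (24.3 to 30.9), or 202 of 735 spots, against 27.2% expected. S9 had the highest share, 24.2%. With spots thinned to 5000 UMIs, S4 had both in 29 of 2066 spots, or 1.40% (0.942 to 2.01), against 1.40% expected, too few to tell an excess like that at full depth from none. Both are detected where depth is high, and adjacent spots are not independent.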

Visualization of *Wnt4* and *Fzd3* expression on the tissues showed a high level of co-expression in the spots where olfactory epithelium and olfactory sensory neurons co-localized (Fig. 6c). 

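Efna5 and Epha4, an ephrin and its receptor gene in axon guidance, were detected in the same spot in 5426 spots of E1, or 33.0% (exact binomial 95% interval 32.3 to 33.8), against 30.4% expected from their shares alone. In S4, 951 spots (43.0%, 40.9 to 45.0) had both, against 39.5% expected. In D2-craniofacial primordium of S4, 413 of 735 spots (56.2%, 52.5 to 59.8) had both, against 55.7% expected. At 5000 UMIs per spot, S4 had 6.68% and a ratio to expected of 1.05.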

Regarding cell–cell contact-mediated L–R interactions between these cell-type pairs, the *Efna-Epha* family and Notch signaling were identified to have a strong communication probability, indicating their important role in regulating the development of olfactory epithelium cells^65^ (Fig. 6d).

E13.5 embryogenesis is hallmarked by rapid neurogenesis. We next focused on exploring the specific interactions among neuronal cells that contribute to this intricate composition (Supplementary Fig. 14a, b). We identified a set of L–R pairs with significant probability of communicating with each other among these co-localized neuron-related cells (Fig. 6e). Specifically, we discovered 23 L–R pairs originating from neuron progenitors and 24 L–R pairs originating from the inhibitory interneurons, which exhibited significant communication probability with each other (Fig. 6f). Among them, the *Nrxn3*–*Nlgn1* showed a prevailing communication probability between neuron progenitors and inhibitory interneurons (Fig. 6e, g and Supplementary Fig. 14c). 

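Nrxn3 and Nlgn1, a neurexin gene and its postsynaptic neuroligin partner, were detected together in 647 of the spots of E1, or 3.94% (exact binomial 95% interval 3.65 to 4.25), against 2.66% expected from their shares alone. For this pair, as for all 91 pairs of the source data, counting spots with at least 1 UMI of each gene gave the number stated in the source data. At 2 UMIs of each, the pairs had a median ratio of 0.234 of that count.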

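In S2, Nrxn3 and Nlgn1 were found together in 257 of 1813 spots, or 14.2% (exact binomial 95% interval 12.6 to 15.9), against 10.5% expected from their shares alone. Among the forebrain and midbrain domains, D11-telencephalon had 102 of 352 spots (29.0%, 24.3 to 34.0) against 27.6% expected, D14-neopallium 49 of 272 (18.0%) against 14.9%, D7-midbrain 26 of 241 (10.8%) against 7.64%, and D17-ependyma 12 of 195 (6.15%) against 6.42%. With spots thinned to 5000 UMIs the share in S2 was 1.56%, at a ratio to expected of 1.55.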

To provide an example, we took the brain-containing section 2 (S2) and found that the spatial co-occurrence of the neuron progenitor cells and inhibitory interneurons aligned well with the spatial co-expression pattern of the *Nrxn3*–*Nlgn1* L–R pairs on the tissues (Fig. 6h, i). 

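In S1, Nrxn3 and Nlgn1 were detected together in 73 of 986 spots, or 7.40% (exact binomial 95% interval 5.85 to 9.22), against 4.47% expected from their shares alone. D7-midbrain had 52 of 269 (19.3%, 14.8 to 24.6) against 14.9% expected, D14-neopallium 10 of 216 (4.63%) and D17-ependyma 6 of 172 (3.49%). At 5000 UMIs per spot, S1 had 2.19% and a ratio to expected of 2.39.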

Similar results were observed in section 1 (Supplementary Fig. 14d). Furthermore, we validated the spatial proximity of *Nrxn3*–*Nlgn1* expression in brain tissue sections using single-molecule fluorescent in situ hybridization^66^ (Fig. 6j and Supplementary Fig. 14e), although the potential function of the *Nrxn3*–*Nlgn1* interaction in mediating the interaction between neuron progenitor cells and inhibitory interneurons awaits further exploration. Taken together, by integrating single-cell transcriptome data, our spatial atlas efficiently decodes the spatial proximity and cell–cell communications with STcomm.

## Discussion

Knowledge of organogenesis is crucial for research in regenerative medicine, as the regulatory programs involved in organogenesis are commonly employed to generate cells and tissues both in vivo and in vitro^67^. The spatial architecture of the developing embryo, with its different cell types and anatomical organization is essential for understanding normal development, homeostasis and pathophysiology. While our understanding of embryo organogenesis has been rapidly accelerating, driven particularly by revolutionary single-cell transcriptomics, a key limitation of the single-cell molecular profiling methods is that they operate on disaggregated cells or nuclei so that important spatial information is missing. The emergence of spatial transcriptomic technology has enabled the assessment of cells in their native tissue context, facilitating the identification of location-defined cell types and the understanding of intercellular communications in establishing the body architecture^68,69^.

While 2D spatial transcriptomics from the represented embryonic tissue slices has provided important insights into the molecular organization of cell types, the 3D spatially resolved transcriptomic analysis of multiple aligned sections within tissues offers a dynamic angle to dissect spatially defined cell populations, tissue architecture, intercellular interactions along the embryonic axes, including A–P, D–V and L–R. Although not in a highly continuous manner, our spatial atlas, spanning from the head to the tail of mouse embryo organogenesis, covers a wide range of tissue types. Integrated with repeated sampling of additional intercalated sections, the majority of cell types and sub-regions remains unchanged. Therefore, our spatial atlas allows the essential construction of a framework at the whole embryo-level based on 3D spatial coordinates. This represented embryo-level spatial atlas provides an entry to reveal the spatial gene expression profiles that determine the intricate cellular structure of the E13.5 mouse embryo. We also uncovered critical transcriptional regulators for organ and sub-organ development. Importantly, this spatial profiling has enabled the identification of new genes involved in body axis patterning along the anterior–posterior and dorsal–ventral axes, greatly expanding our insights into body patterning during embryogenesis. Leveraging the spatial information, we also delineated the confident L–R interactions between colocalized cell types across the embryo using STcomm.

It should be mentioned that the present study does not encompass a complete 3D reconstruction of an E13.5 embryo, as it would necessitate the examination of a substantially greater number of sections. Moreover, the spatial resolution of this atlas is still not at single-cell level. Therefore, specific cell types or micro-structure of organs may be hidden at the current resolution. However, our study provided a high-quality resource for dissecting mouse organogenesis development and for developing new bioinformatics pipelines that transition from 2D to 3D analysis^70^. We have built an expandable web portal serving as a spatial transcriptomic resource for further deciphering mouse organogenesis (http://most.ccla.ac.cn). We envision a compiling of more developmental stages with spatial transcriptomics on a large number of consecutive tissue sections or even within the intact tissues to generate a 4D atlas that will greatly deepen our understanding of mammalian embryogenesis and expedite the directed generation of various organs in vitro.

## Methods

### Embryo collection and spatial transcriptome preparation

All animal procedures conducted in this study were approved by the Institutional Animal Care and Use Committee of Guangzhou Institutes of Biomedicine and Health (GIBH), Guangdong. Wild-type embryos at embryonic day 13.5 (E13.5) were collected from C57BL/6JGpt and Gpt:ICR mice aged between 10–12 weeks, that purchased from China GemPharmatech, and embryos images were taken for recording and confirmation of developmental staging.

Collected embryos of C57BL/6JGpt mice were embedded in a tissue-freezing medium (Leica Microsystems, cat. no. 020108926) and stored at −80 °C. The whole embryo tissue was serially cryo-sectioned (Leica CM3050 S) along the craniocaudal axis at 10 μm, and about 1000 sections were harvested. Considering the morphology and uniform sampling, we collected 10 sections from the reference embryo indicated as E1, the position of these 10 sections were 96, 189, 269, 361, 449, 541, 634, 732, 824 and 917 which were named as S1–S10, respectively. For repeat embryo 2 which was indicated as E2, two sections from the head part with similar morphology to S1 and S2 in E1 were selected. For embryo 3 which was indicated as E3, four sections were collected from the body part which was sampled about 50 sections away from S6 to S9 of E1, denoting as female (F) 6.5, F7.5, F8.5, and F9.5_._ These sections were then used for spatial transcriptomic analysis by modified 10x Genomics *Visium* platform. Briefly, the Visium Spatial Tissue Optimization Kit was used to optimize the permeabilization condition. The ideal embryo tissue permeabilization condition was set to 6 min. Selected sections were stained with 1% cresyl violet solution and imaged using a Zeiss Axio Observer 7 microscope under a 10-lens magnification, then processed for spatial transcriptomics using Visium Spatial Gene Expression Kit (10x Genomics) according to the manufacturer’s instructions.

The resulting cDNA was synthesized, amplificated and then purified using AMpure X beads. The cDNA library was assessed by Qubit 4.0 Fluorometer and Qsep100 Bio-Fragment Analyzer (Bioptic). The cDNA libraries were sequenced on Illumina Novaseq 6000 system with paired-end 150 bp reads, aiming for 100k raw reads per spot.

#### Sex identification of embryos

For E1 and E2, sex was blindly selected and was determined by the expression of *Xist* and *Ddx3y* from the expression profile after the spatial transcriptome process (Supplementary Fig. 3c, d). To cover both sexes, we collected embryos and determined the sex by examining the expression of *SRY* and *IL3* gene with PCR before the process of spatial transcriptome, and a female embryo was selected as E3.

### Whole-mount in situ hybridization (WISH)

Total RNA was prepared using GEO-seq extraction method^71^ from the whole embryos of E13.5 and was further used as a template for preparing probes. Embryos of Gpt:ICR mice were successively fixed, dehydrated and rehydrate in accordance with Yoshihiro Komatsu et al.^72^. The whole-mount embryo was washed with PBS and bleach in 6% hydrogen peroxide for 1 h at room temperature, and incubated with 10 μg/ml proteinase K in PBS for 30 min at room temperature, then washed by PBS. For pre-hybridization, embryos were placed into the hybridization buffer (5× SSC pH 4.5, 50% formamide, 50 μg/ml yeast RNA, 50 μg/ml Heparin, and 1% SDS) for 1 h at 70 °C. After pre-hybridization, embryos were hybridized with 500 ng/ml RNA probes in a hybridization buffer at 70 °C overnight. Then, embryos were successively washed with pre-hybridization buffer and 1:1 pre-hybridization buffer and 1× TBST buffer (50 ml: 0.4 g NaCl, 0.01 g KCl, 1.25 ml 1 M Tris–HCl pH 7.5, 0.55 g Tween-20) for 30 min at 70 °C. After blocking with 1x TBST containing 0.5% BSA, embryos were incubated with 1× TBST containing 0.5% BSA and 0.1% anti-DIG antibody conjugated to alkaline phosphatase (Sigma-Aldrich 11093274910, 1:2000) at 4 °C overnight, and washed five times with 1× TBST for 1 h at room temperature, followed by washing twice with NTMT (100 mM Tris pH 9.5, 50 mM MgCl2, 100 mM NaCl, 0.1% Tween-20) for 10 min. Finally, embryos were incubated with BCIP/NBT Kit (Cwbio, CW0051S) for staining. The resultant stained slides were imaged with an OLYMPUS SZX16 microscope.

### Single molecular fluorescence in situ hybridization (smFISH)

Fresh embryo was embedded in a tissue freezing medium (Leica) and stored at −80 °C. For validation experiments, RNAscope Multiplex Fluorescent Reagent Kit v2 and PinpoRNATM double-channel Fluorescent Reagent Kit (Pinpo PIF2000) were used on fresh frozen embryo sections 10-μm thick from E13.5 C57BL6J mice in cryostat at −18 °C (Leica CM3050 S), with *Nlgn1* probes(Akoya biosciences 533511) and Opal 570 Reagent Pack (Akoya Biosciences ASOP570), *Nrxn3* probes(Akoya biosciences 505431) *Bcl11a* probe (Pinpo 140251-B1), *Celf2* (Pinpo 140071-B2), *Otp* (Pinpo 184201-B1), *Barhl1* (Pinpo 544221-B2), *Esrrg* (Pinpo 263811-B1), *Nefl* (Pinpo 180391-B2), *Hopx* (Pinpo 743181-B1), *Ttyh1* (Pinpo 577761-B2), *Nsg1* (Pinpo 181961-B1), *Calm2* (Pinpo 123141-B2) and Opal520 Reagent Pack (Akoya biosciences ASOP520), Negative Control Probe (Akoya biosciences 320871, Pinpo P0005), and Positive Control Probe (Akoya biosciences 320881, Pinpo P0002) following the kit instructions. Images were acquired at 20× on an OLYMPUS VS200 microscope.

### Spatial RNA-seq data processing

#### Generation of spatial expression matrices

Quality control and adapter trimming on Raw reads were implemented with fastp-0.21.0^73^. Clean reads were mapped to the mouse reference genome and gene annotations (mm10-3.0.0) using Space Ranger v.1.0.0 (10x Genomics). To obtain only tissue-associated barcodes, spots were manually aligned to the tissue image with the Loupe Browser v.4.0.0 (10x Genomics). Count matrices were extracted by loading the output directory of Space Ranger into Seurat^74,75^ (v3.2 and v.4.0.5).

#### Data preprocessing

The expression datasets were filtered with cut-offs at a minimum of 1000 detected genes and a maximum of 10% mitochondrial counts per spot for 10 sections of E1 and E3, except for section 6.5 (F6.5) of E3 which showed relatively lower detected genes (Supplementary Fig. 3), and a minimum of 500 detected genes were applied for F6.5 section. Because of the high quality of our spatial RNA-seq data, only less than 25 spots for each section were filtered. For E1, all spot transcriptomes across 10 sections were merged together. The merged UMI counts were normalized by LogNormalize method with a default scale factor of 10,000 and scaled by the ScaleData function in Seurat with regressing out of sections and number of genes and counts per spot specified by the vars.to.regress argument.

#### Variable feature selection

For variable gene selection, we considered using both high variable genes (HVGs) and spatial variable genes (SVGs) by the following steps. First, we identified 2000 HVGs by vst method from FindVariableFeatures function in Seurat^75^. Second, spatial variable genes were selected by two SVG identification methods. One is implemented through binSpect function in Giotto (R package, v1.2), a standard general-purpose toolbox for spatial transcriptomic data analysis, which includes a rich set of algorithms for characterizing tissue composition, spatial expression patterns, and cellular neighborhood and interactions^76^. The other is, implemented via SpatiallyVariableFeatures function with Trendsceek method in Seurat^77^. Thus, Spatial variable genes were obtained by intersecting of genes identified by these two methods for each section. We then retrieved both HVGs and SVGs genes as the variable genes for each section. At last, all variable genes in each section were combined together as the final variable gene list after filtering out mitochondrial and hemoglobin genes.

#### Dimension reduction, clustering and marker gene identification

Dimensionality reduction was performed with PCA and then the top 50 PCs were used to create a shared nearest neighbors (SNN) graph and analyzed by Louvain clustering with a resolution of 1.2. UMAP project and visualization in 2D space were also applied to the above SNN graph^14,78^. Differentially expressed marker genes for each cluster were identified by a two-sided Wilcoxon rank sum test using FindMarkers and FindAllMarkers functions.

#### Gene Ontology enrichment and spatial domain annotation

We applied Metascape (http://metascape.org)^79^, and clusterProfiler (R package, version 3.14.3)^80^ to perform Gene Ontology (GO) enrichment analysis for each group of DEGs and regulon groups. In order to determine the identities of spatial domains and sub-domains, we carefully applied several complementary approaches: (1) we examined the expression of signature genes and enriched GO terms. For most biological systems, there is a scientific consensus on the genes expressed by particular cell types and the annotation based on this works well in a lot of practices; (2) we also double-checked the spot identities based on the deconvolution analysis from single-cell data; (3) we verified the molecular spatial structures with the spatial anatomical structure of the collected image data by referencing annotation of the Emouse Atlas (https://www.emouseatlas.org).

#### Data preprocess and spatial domain annotation of female embryo E3

To explore the batch effect of ST data from E1 and E3, we merged all spot transcriptomes from the 10 sections of E1 and 4 sections of E3 together, and the merged UMI count matrix was normalized and scaled following the same process in the Data preprocessing part. Since minimum batch effects were identified, we annotated the major spatial domain of 4 section dataset of E3 by label transferring using the modules of FindTransferAnchors and TranferData in Seurat referenced by the ST dataset of E1 (Supplementary Fig. 3e–g). For the subcluster annotation of the D5-Visceral organ with smooth muscle, after extracting the spots from this major spatial domain of both datasets, the label transfer process was again performed to annotate the subdomain of visceral organs in the E3 dataset.

#### Integrative analysis of MOSTA and reference data

E13.5 S1 data of MOSTA was obtained from https://db.cngb.org/stomics/mosta. The data integration of the MOSTA dataset and the reference E1 dataset was performed using FindIntegrationAnchors and IntegrateData. Label transfer was also applied to annotate the MOSTA dataset with FindTransferAnchors and TranferData modules in Seurat.

#### Sub-regional identification and annotation for heart domain

We extracted spots from the D19-heart domain, and processed the UMI counts following the process in the Data preprocessing part. The variable genes were defined as the combination of 500 HVGs with ‘vst’ method and the top 100 marker genes of 6 cell types of the heart during development including cardiomyocytes of atrial and ventricular, epicardial, fibroblasts and endothelial cells of vascular and endocardial retrieved from Feng et al.^43^. Dimensionality reduction with PCA and clustering by Louvain with a resolution of 1.1 were performed. All downstream steps followed the Spatial RNA-seq data processing pipeline.

#### Spatial expression pattern analysis of congenital heart disease (CHD) genes

To examine the spatial expression pattern of CHD-genes, we first retrieved the curated known CHD genes from Feng et al.^43^ and then detected and clustered the spatially correlated genes using detectSpatialCorGenes and clusterSpatialCorGenes function in Giotto v1.2. The average spatial expression of clusters was calculated and visualized. We searched genes from literatures that are associated with CHDs or the CHD-associated risk factor knowledgebase (http://www.sysbio.org.cn/CHDRFKB/) for certain spatial patterns^43^.

#### Identification of common or sex-specific Gonad marker genes

To detect the sex-specific or common genes during gonad development after sex determination, we collected sections from both female and male embryos covering the region of visceral organs. We calculated the gonad marker genes by DEG analysis with the Wilcoxon rank sum test using FindMarkers function for male and female datasets, respectively. We also identified the sex differential genes in Gonad by performing DEG analysis in the spot transcriptomes of gonads from both sexes. We thus defined the common gonad marker genes as the intersection of gonad marker genes in males and females.

### TF and Regulon analysis

To infer transcription factors and the gene regulatory network (regulon) in our spatial transcriptome data, we applied SCENIC (Single-Cell rEgulator Network Inference and Clustering) pipeline with pySCENIC (v0.10.3), a lightning-fast python implementation^18^.

The procedure contains three main steps: (1) co-expression modules between TFs and the candidate target genes were first identified base on the correlation of normalized gene expression across all sample spots by GRNBoost2 with default parameter settings. Genes expressed in less than 10 spots were filtered. (2) co-expression modules were then further pruned by keeping only direct targets of TFs based on motif discovery by RcisTarget. Thus, modules composed of TF and TF direct target genes were defined as a regulon. (3) The Regulon Activity Score (RAS) for each spot was calculated through the area under the recovery curve by AUCell and the regulon activity for each spatial domain was computed as the mean activity of the corresponding spots.

### Calculation of regulon-specific score (RSS) in spatial domains

We calculate the spatial domain specificity score of a regulon as described in Suo et al.^19^. Briefly, the RAS in all spots was normalized as a probability distribution and the indicator vector of a spot belongs to a specific spatial domain or not was also normalized as a probability distribution. Next, the Jensen–Shannon divergence (JSD) was computed between these two probability distributions. Finally, the RSS was calculated by converting the JSD to a similarity score. The selected regulons with top RSS for each spatial domain indicated their specificity and essentialness in the corresponding spatial domain.

### Regulon module analysis

To examine the co-regulation of TFs, we performed regulon module analysis as described previously^19^ which involves two steps. First, we calculate the connection specificity index (CSI) for each pair of regulons following the instruction in^29^, which is a context-dependent metric used for identifying specific associating partners. Next, regulon modules were identified by clustering the regulons with hierarchical clustering based on the Euclidean distance of the CSI matrix.

To study the relationship among different regulons, we also build the regulon co-activation network based on the CSI matrix with a threshold of 0.85 to filter weakly connected regulons and visualized the network by Cytoscape (v3.9.1)^81^. The mean regulon activity scores of each module were calculated by averaging the RAS of all regulon members that belong to this module across all spots. The top correlated spatial domain for each module was identified based on the spatial distribution of mean regulon activity scores.

### Spatial pattern of spinal cord analysis

To systematically explore the spatial patterning from the anterior–posterior (A–P) axis, we conducted the pseudo-space analysis in the spots from the spatial domain of the hindbrain and spinal cord. All Hox genes expressed in the dataset were used for reconstructing the pseudo-axis by Monocle 2 (v2.18.0)^82^. The expression of typical A–P patterned Hox genes was smoothed in extracted spots which were first ordered along the sections from anterior to posterior and then ordered by predicted pseudo-space within each section.

To identify A–P-related genes besides Hox genes, we applied the following steps: (1) identified significant differential genes among the A–P slices by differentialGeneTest function in Monocle 2 with the pseudo-time formula. (2) to select specific A–P patterning genes, we then calculated the Pearson correlation between the expression of the above-identified differential genes and different consecutive combinatorial patterns of A–P sections. It included a total of 35 consecutive combinations from S2 to S10. The union of genes with the top 20 PCC for each combinatorial pattern was selected as strong AP-related genes.

To examine the spatial patterning along dorsal–ventral (D–V) axis, we retrieved a list of marker genes that were used to identify D–V domains of neuronal progenitors and neuron clusters from Delile et al.^45^. As our 10× Visium spatial transcriptomics are not in single-cell resolution, we separated the predefined dorsal ventral marker genes into Dorsal (D), media (M) and ventral (V) domain-related gene sets for both the inner progenitors and the outer neuron regions. In brief, for neuronal regions, D marker gene sets were defined by combinatorial markers of dl1–dl6, M marked by V0–V2b and V marked by Mn and V3. Similarly, for neuron progenitor regions, D marker gene sets include combinatorial markers of RP and dp1–dp6, M includes markers of p0–p2, V includes pMN, p3 and FP maker genes. Then, the activity score of each region-related gene set was calculated by AUCell (v1.8.0)^18^. For visualization, the activity scores were scaled and scores lower than the binary assignment score were set to 0 in the outer neuron region. In the progenitor region, the z-score lower than 2.5 were set to 0.

To identify D–V-related genes, we divided the spinal cord region into dorsal, middle and ventral domains according to the D, M, V region-related activity score. Differential expression analysis was conducted among these three regions by FindallMarkers Function in Seurat. Significant DEGs with adjusted *p*-value < 0.05 were considered as D–V-related genes. For neuronal progenitor genes identification, we calculated differential expressed genes by comparing D17-ependyma and D16- medulla oblongata and spinal cord on sections from S4 to S10 based on the union of the marker genes of D16 and D17.

### Regulon analysis for spinal cord patterning

To identify the regulons with potential A–P patterning, we calculated the correlation of RAS and the predicted pseudo-space ordering in the spots of the spinal cord. The A–P-related regulons were defined as with absolute PCC higher than 1.5 × SD PCCs and maximum RAS greater than 0.2. For D–V-related regulons, we performed differential analysis on RAS of D, M, V parts by Wilcoxon test implemented by FindMarkers Function in Seurat and retained regulons with maximum RAS > 0.2.

### Signaling pathway activity analysis in spatial transcriptomic data

Signaling activity scores were computed using the *AddModuleScore* function from Seurat based on the literature-curated critical development-related signaling signatures, including BMP, Wnt, Nodal, Fgf, Hedgehog, Hippo and Notch signaling pathway genes. Briefly, the score of each spot was computed as the average expression of each signaling signature subtracted by the aggregated expression of random control gene sets^83^.

Cell cycle phase activity scores were calculated for all spots by CellCycleScoring function from Seurat function with mouse cell cycle-related genes retrieved from Giladi et al.^84^.

### Spatial deconvolution of single-cell types

To spatially map cell types of mouse organogenesis, we used the single-cell dataset of Trajectories Of Mammalian Embryogenesis (TOME, downloaded from http://tome.gs.washington.edu/) at the E13.5 stage as reference^1^, and performed deconvolution for each section by the robust cell-type decomposition (RCTD, v1.0.4), which is a supervised learning method to accurately decompose the spatial transcriptomic mixtures for each pixels by using a scRNA-seq reference containing cell-type classifications^58^. Before running the RCTD, we excluded Hemoglobin and Mitochondrial genes from both single-cell and our spatial transcriptome datasets. The method of multi-mode was selected to perform deconvolution analysis on our spatial data with default parameters, except for CELL_MIN_INSTANCE = 25, UMI_max = 2e + 08. We extracted the cell-type deconvolution weights of each spot for downstream analysis and visualization.

For cell type deconvolution of the heart domain, we downloaded the scRNA-seq dataset of the heart from GSE193346 and extracted the data at the E13.5 stage, and performed deconvolution as the above process.

### Cell type co-localization and cell–cell communication analysis

To study cell-type interactions in the spatial microenvironment, we develop an analysis workflow named STcomm (Fig. 5c). It combined the spatial cellular colocalization of single cells and ligand-receptor co-expression from spatial transcriptomic data and cell–cell communication based on the expression of ligand–receptor pairs in the single-cell transcriptome. STcomm has the following steps:

1. we performed deconvolution analysis with RCTD to generate the distribution of different cell types in each spot. Spatial-wide cell-type colocalization network was created base on the PCC of cell-type weights. The co-localization cell type pairs were obtained with PCC > 0.06 and adjusted *p*-value < 0.05^85^. These satisfied cell-type connections were visualized by Cytoscape^81^.
2. we extracted the expression of each pair of LRs in the ST dataset and calculated the spatial co-expression level of LR pairs as *R*_LR_ = *L*(exp)*R(exp). The ligand–receptor information was extracted from the CellChatDB.mouse database^86^.
3. for each spatially co-localized cell type pair, we binarized it based on the confident Boolean value of cell-type weights generated in RCTD and only reserved co-localized cell type pairs identified in step (1). Meanwhile, we also binarized the co-expressed LR pairs accordingly to evaluate whether *R*_LR_ > 0. Finally, we built the 2 × 2 contingency table based on binarized cell type co-localization and LR co-expression information and performed Fisher’s exact test followed by Benjamini–Hochberg correction to statistically identify spatially enriched co-expressed LR pairs in the co-localized cell type pairs with adjusted *p*-value < 0.05.
4. we ran cell–cell communication by CellChat (v1.4.0) with the default parameters on the scRNA-seq dataset (of E13.5 TOME) to get the probability and significance of spatially co-localized cell-type communications on all L–R pairs. Only these L–R communication results which were identified as spatially enriched co-expressed L–R pairs within co-localized cell type pairs were finally retained.

### Web service and 3D illustration

The Mouse Organogenesis Spatial Transcriptomic dataset can be interactively explored at our website (http://most.ccla.ac.cn/), which was constructed to navigate the spatial atlas of all 10 sections from E13.5 embryo using Shiny (v1.7.4) in R. This web service provided four parts for data exploring, to explore the spatial domains of all sections based on molecular signatures in the 2D and 3D format and 3D embryonic model by the ‘Spatial Domain Explorer’, to search for the spatially resolved gene expression by the ‘Spatial Transcriptomics Explorer’ in 2D and 3D space, to identify the spatial regulon modules on each section by the ‘Regulation’ in 2D and 3D space, to retrieve the spatial pattern of co-expressed genes by the ‘Gene Pattern Explorer’. To illustrate the molecular characteristic and spatial domains of E13.5 embryo in a three-dimensional whole embryo scale, we retrieved the images of TS22 corresponding to the stage of E13.5 from eMouse atlas (www.emouseatlas.org), and then registered our 10-section images manually with the matched images in TS22 using Adobe Photoshop, and stacked all these images together by ImageJ (v1.53c).

### Statistics and reproducibility

Appropriate statistical tests are performed for each analysis and specified in the respective figure legend. All WISH/RNAScope experiments were repeated on at least three independent biological replicates unless indicated otherwise and representative images were presented in the manuscript. No statistical method was used to predetermine the sample size. The experiments were not randomized or blinded. The investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Movie 1

Reporting Summary

## Data Availability

The mouse organogenesis spatial transcriptomic data and corresponding section images generated in this study have been deposited in the GEO database under accession code GSE237308 and the NODE (The National Omics Data Encyclopedia) database under accession code OEP003721 and can be explored at the web portal (http://most.ccla.ac.cn). The MOSTA data at stage E13.5 used in this study are available in the CNGB database under accession code CNP0001543 and the processed data are available at https://db.cngb.org/stomics/mosta. The single cell dataset of heart for deconvolution analysis used in this study is available in the GEO under accession code GSE193346, and TOME data used in this study are available under accession code GSE186068. Source data are provided with this paper.

## Source data

Source Data

## Code availability

Source code for STcomm is available on github at https://github.com/gpenglab/STcomm and Zendo at 10.5281/zenodo.7988217.

# Supplementary material for: Three-dimensional molecular architecture of mouse organogenesis
**Source:** Nat Commun. 2023 Jul 31;14:4599. doi: 10.1038/s41467-023-40155-7
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Three-dimensional molecular architecture of mouse organogenesis

Fangfang Qu^{1,2,3,9}, Wenjia Li^{1,3,4,9}, Jian Xu^{1,9}, Ruifang Zhang¹, Jincan Ke⁵, Xiaodie Ren¹, Xiaogao Meng^{5,6}, Lexin Qin⁵, Jingna Zhang¹, Fangru Lu¹, Xin Zhou¹, Xi Luo⁵, Zhen Zhang⁵, Minhan Wang⁵, Guangming Wu^{1,3,7}, Duanqing Pei⁸, Jiekai Chen^{1,5}, Guizhong Cui^{1,3,7,*}, Shengbao Suo^{3,4,*}, Guangdun Peng^{1,5,*}

⁹These authors contributed equally to this work

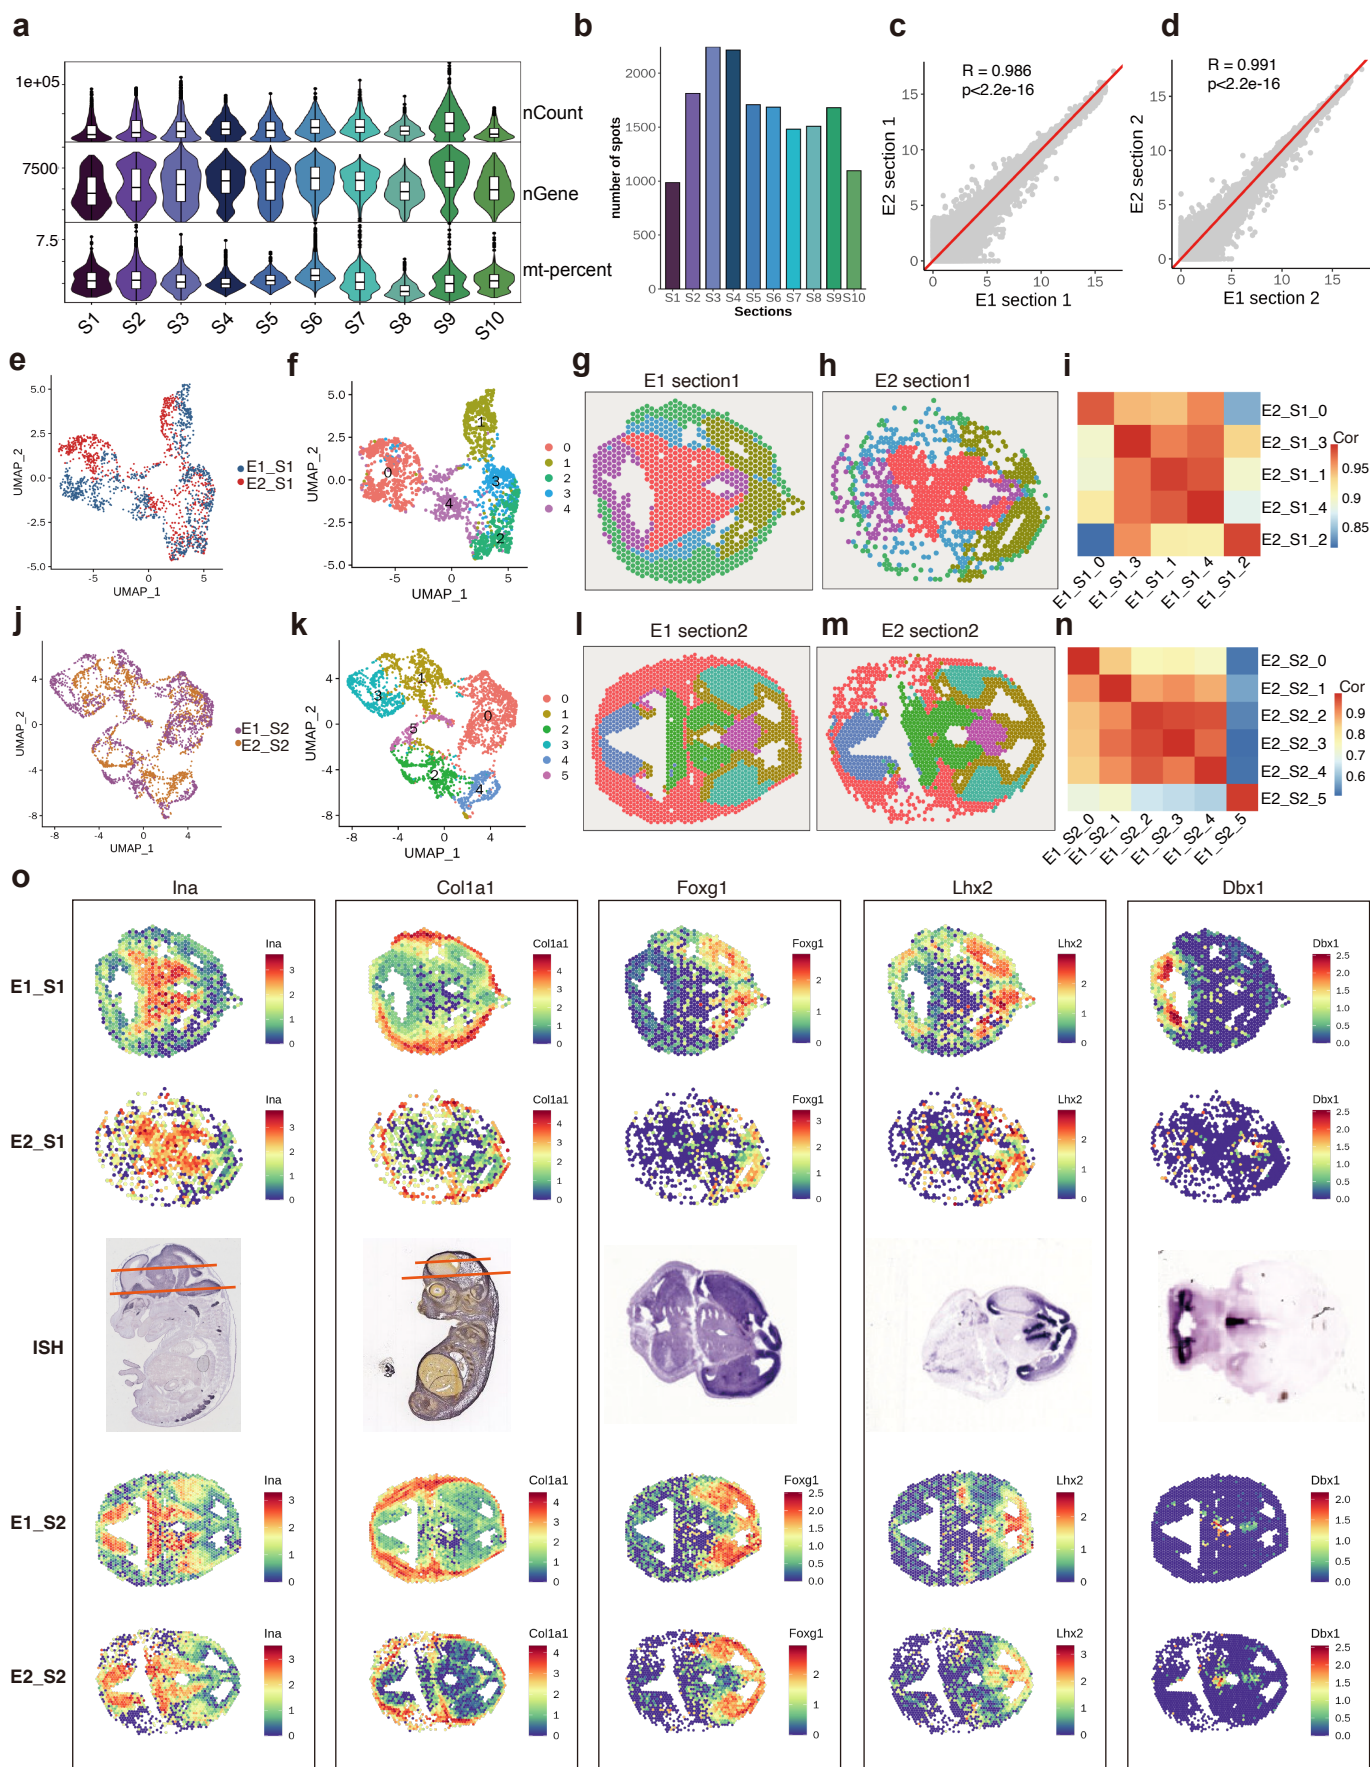

Supplementary Fig.1| Data Quality and replicates of spatial transcriptional atlas for mouse embryo development in organogenesis at E13.5.

(a) Distribution of UMI count (upper), genes (middle) and mitochondrial percentage (bottom) for the collected 10 sections. n (from S1 to S10) = 986, 1813, 2244, 2214, 1708, 1686, 1482, 1508, 1681, 1096. The centerline of Violin plot indicates median; box limits are upper and lower quartiles; and the whiskers are highest and lowest values within 1.5 times interquartile range from the box. (b) The total number of spots in each tissue section included for downstream analyses. (c) Pearson correlation coefficient ($R=0.986$, $p< 2.2e-16$) of pseudo-bulk profiles for section 1 (S1) from mouse embryo 1 (E1) and similar section of embryo 2 (E2). Statistical significance was calculated by two-sided T-test. (d) Pearson correlation coefficient ($R= 0.991$, $p< 2.2e-16$) of pseudo-bulk profiles for section 2 (S2) from E1 and similar section from E2. Statistical significance was calculated by two-sided T-test. (e,f) UMAP embedding of spots from S1 of E1 and E2, colored by sample identities (e) and clustering of spatial regions (f). Colors represent cluster assignment based on Louvain clustering of all spots from the two sections. (g,h) 5 clustered spatial regions showed on tissue section1 of E1 (g) and E2 (h). The same color scheme as (f) for spot colors. (i) Heatmap showing pairwise spatial cluster correlations of section1 of E1 and E2. (j,k) UMAP embedding of spots from S2 of E1 and E2, colored by sample identities (j) and clustering of spatial regions (k). (l,m) 6 clustered spatial regions showed on tissue section2 of E1 (l) and E2 (m). (n) Heatmap showing pairwise spatial cluster correlations of section2 of E1 and E2. (o) Spatial visualization of expression for selected marker genes (*Ina*, *Col1a1*, *Foxg1*, *Lhx2* and *Dbx1*) of the S1 and S2 from two embryos (E1 and E2) and ISH images of the related genes from MGI database and Allen Brain Atlas. Source data are provided as a Source Data file.

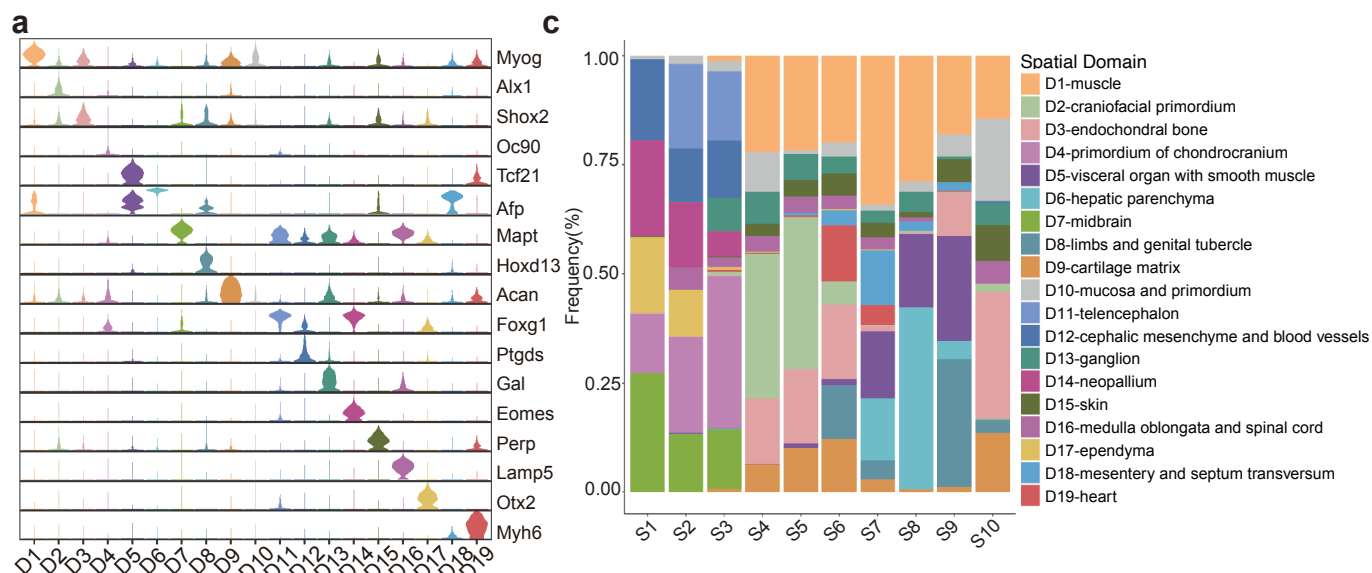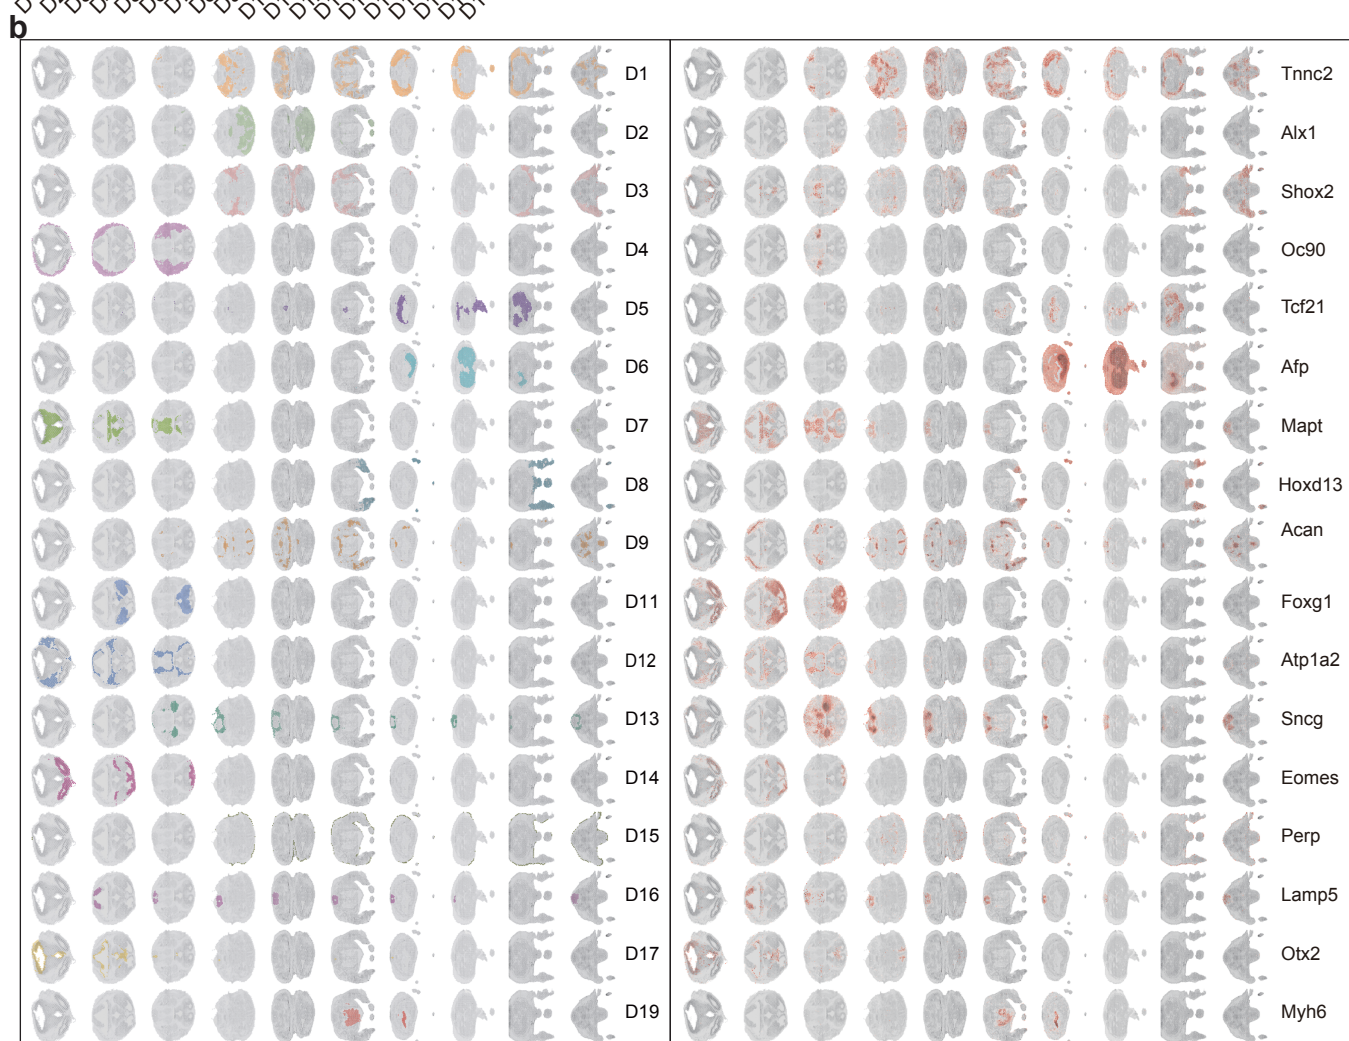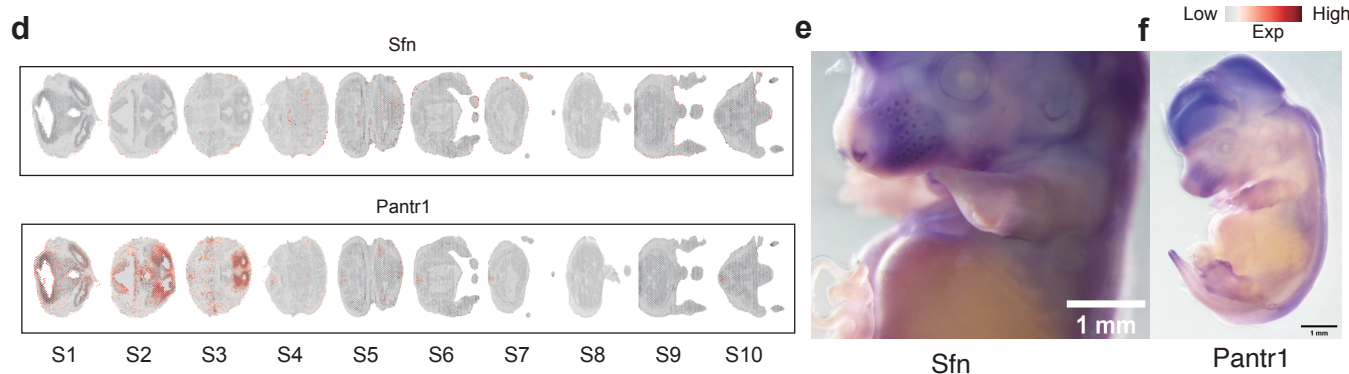

Supplementary Fig.2| Spatial domains and the signature genes at E13.5.

(a) Stacked violin plots showing the expression levels of the specific markers in each of the spatial domain. (b) Highlighted spatial domains mapping across all the ten sections (left) and the spatial expression of specific marker genes for each spatial domain across all the ten sections (right). (c) Percentage of spatial domains assigned in each section. (d,e,f) spatial expression of *Sfn* and *Pantr1* across 10 sections of ST data (d) and whole mount in situ hybridization (WISH) showing expression pattern of *Sfn* (e, n = 6) and *Pantr1* (f, n = 3) in E13.5 embryo. Scale bars, 1 mm.

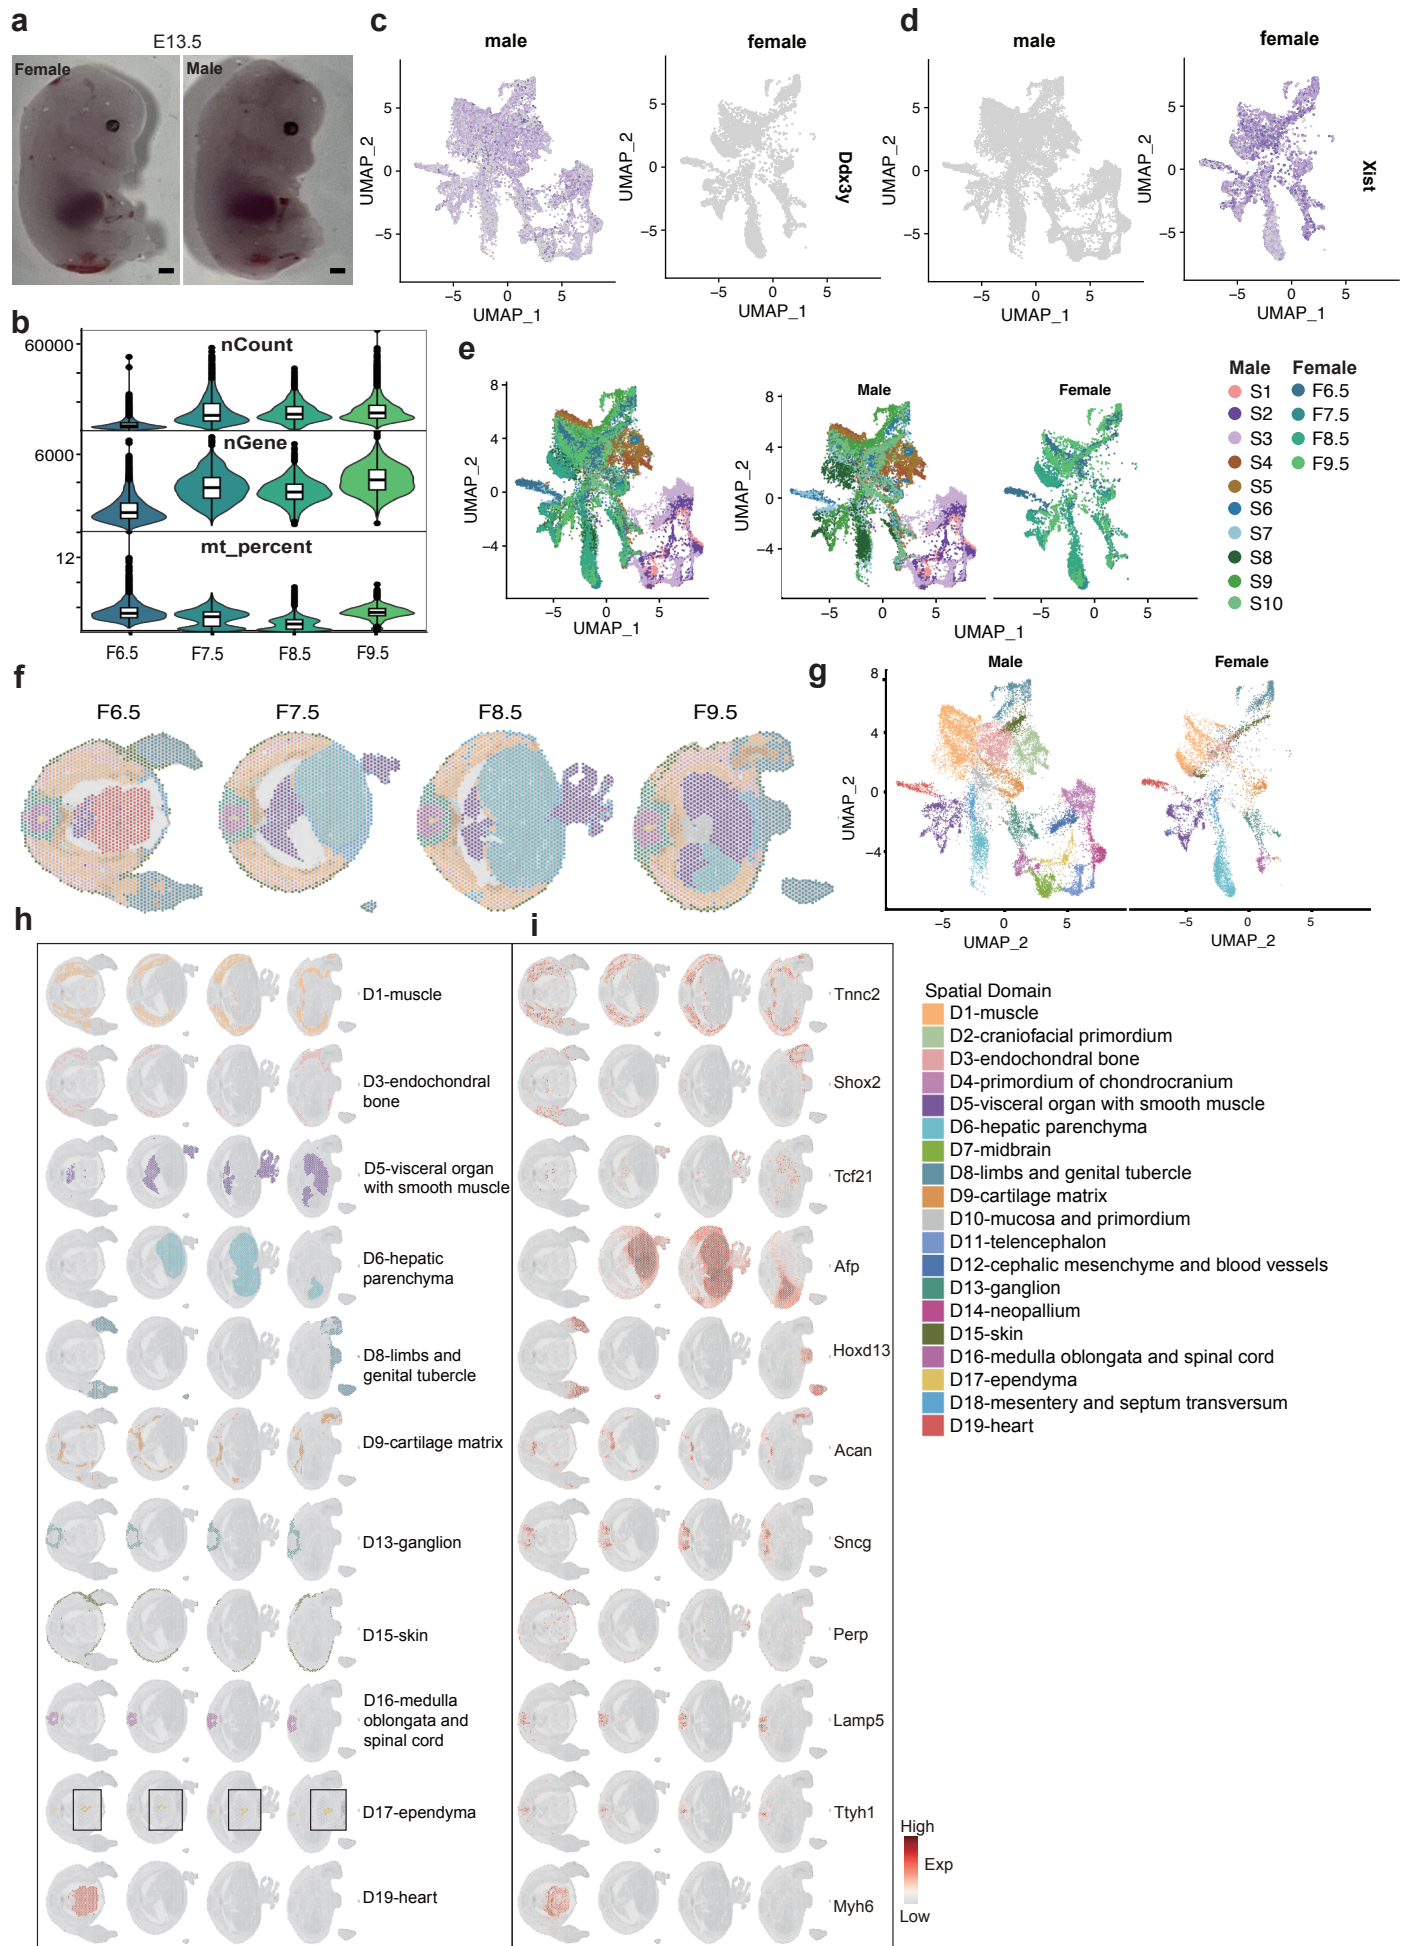

Supplementary Fig.3| Spatial transcriptome of female replicate embryo at E13.5.

(a) Representative images of E13.5 female (n = 4) and male (n = 6) embryos. Scale bar=1mm. (b) Distribution of UMI count (upper), genes (middle) and mitochondrial percentage (bottom) for the collected 4 sections. n (from F6.5 to F9.5) =1577, 1407, 1768, 1651. The centerline of Violin plot indicates median; box limits are upper and lower quartiles; and the whiskers are highest and lowest values within 1.5 times interquartile range from the box. (c,d) UMAP plot showing the sex specific gene expression *Ddx3y* (c) and *Xist* (d) in male or female embryo. (e,f,g) UMAP embedding of spots from male embryo E1 and female embryo E3 colored by sections, either grouped or split by sex (e) and colored by spatial domains (g). The spatial distribution of predicted spatial domain in embryo E3 across 4 tissue sections according to label transfer from E1 (f). (h,i) Highlighted spatial domains mapping across four sections (h) and the spatial expression of specific marker genes for each spatial domain (i) in E3. Source data are provided as a Source Data file.

a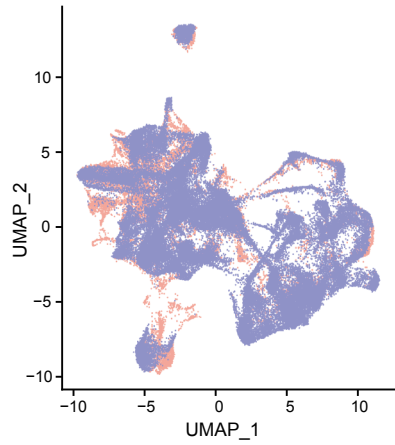**b**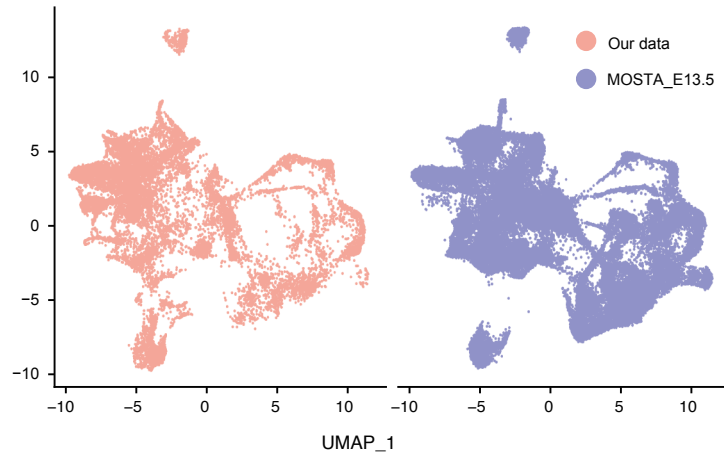**c**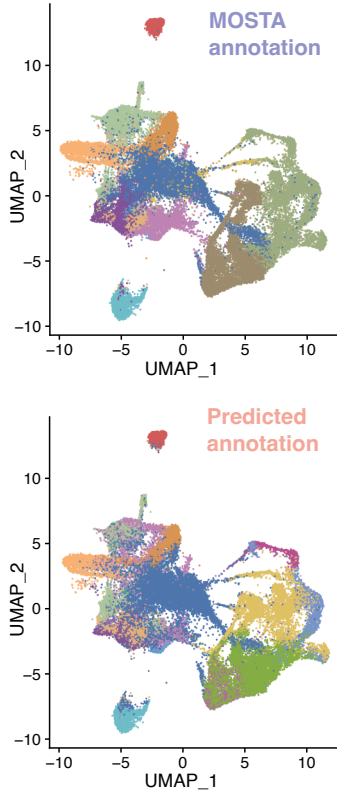**d**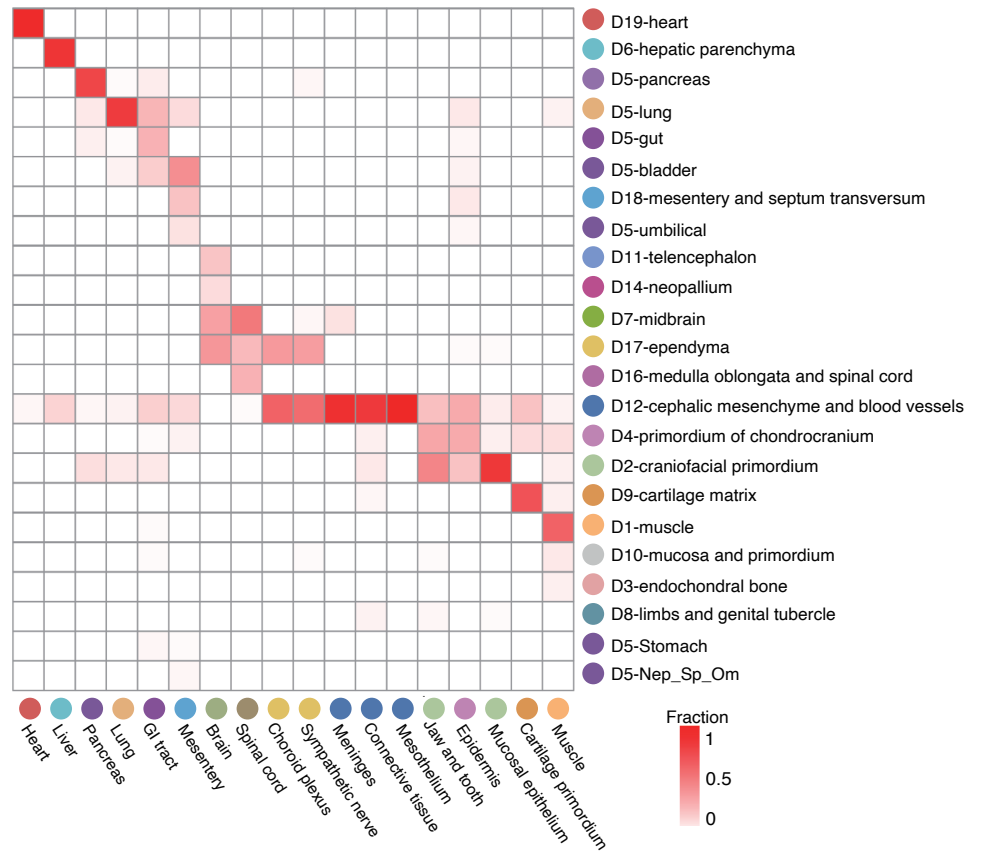

Supplementary Fig.4| Integrative analysis of spatial transcriptomes from different experiments

(**a,b,c**) UMAP plot of the integrated spatial data of E13.5 section 1 of MOSTA dataset and 10 sections from E1 grouped (**a**) or split (**b**) by the data source, and colored by MOSTA annotation (**c**) or by the predicted annotation through label transferring from E1. (**d**) Comparison of predicted spatial domain and MOSTA annotation. Heatmap showing the percentage of predicted spatial domain in each of MOSTA annotated cluster.

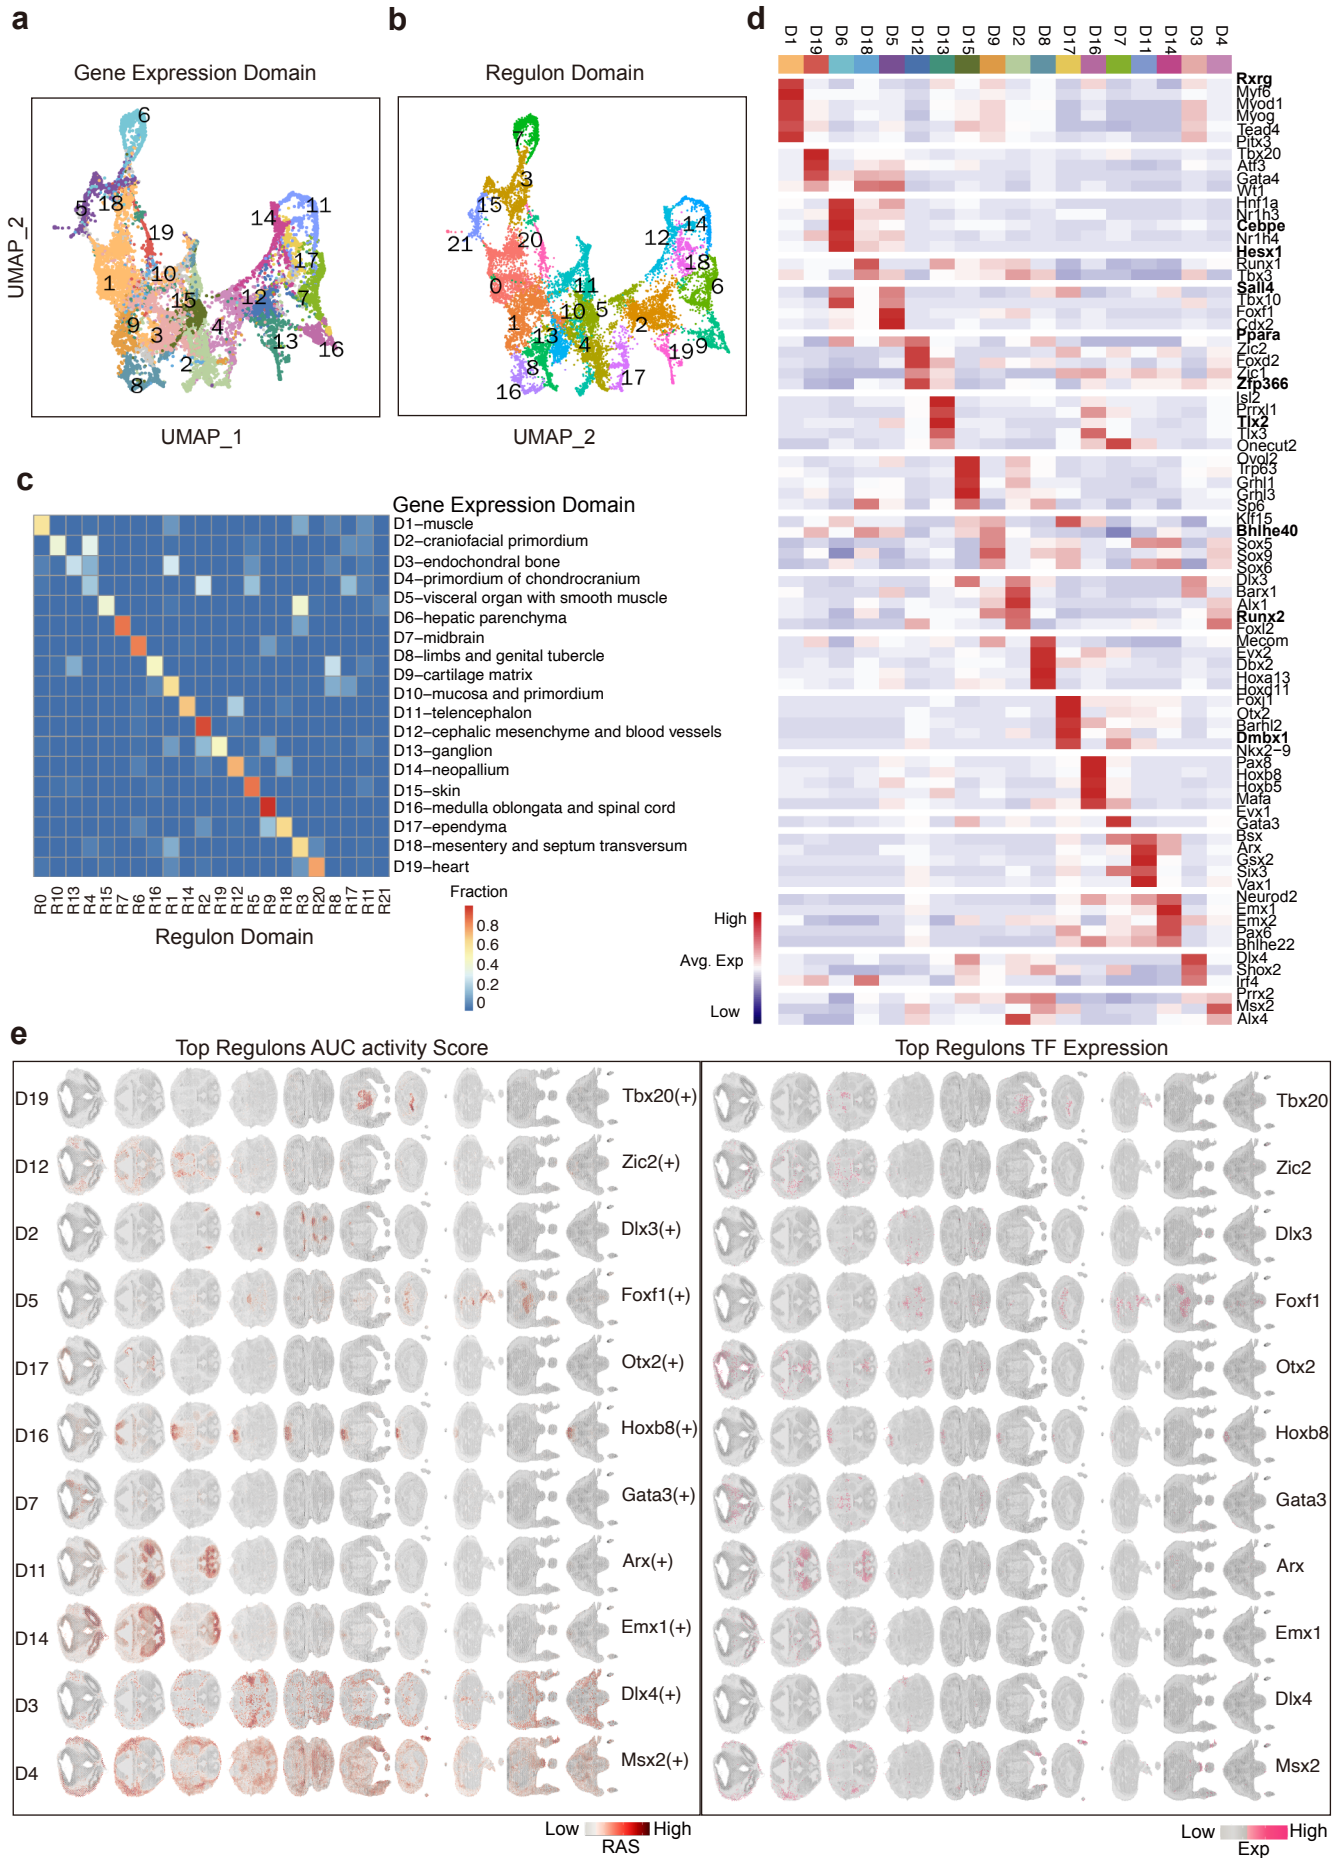

Supplementary Fig.5| Gene regulation network in the spatial domains.

(a,b) UMAP embedding of all spots based on regulon activity scores (RAS). Colors represent spatial domain assignment based on gene expressions (a) or RAS (b). (c) Concordance between spatial domains based on gene expression and RAS. The color bar of heatmap represents the percentage of spots in spatial domains (rows) that was labeled as the indicated regulon clusters (each row of proportions was summed to 1). (d) Heatmap of mean TF expression in each spatial domain corresponding to the selected top regional specific regulons in Fig. 2a and relatively new TFs in corresponding domains were marked in bold. (e) Spatial distribution of RAS on tissues for selected specific regulons and related TFs in the spatial domains.

a

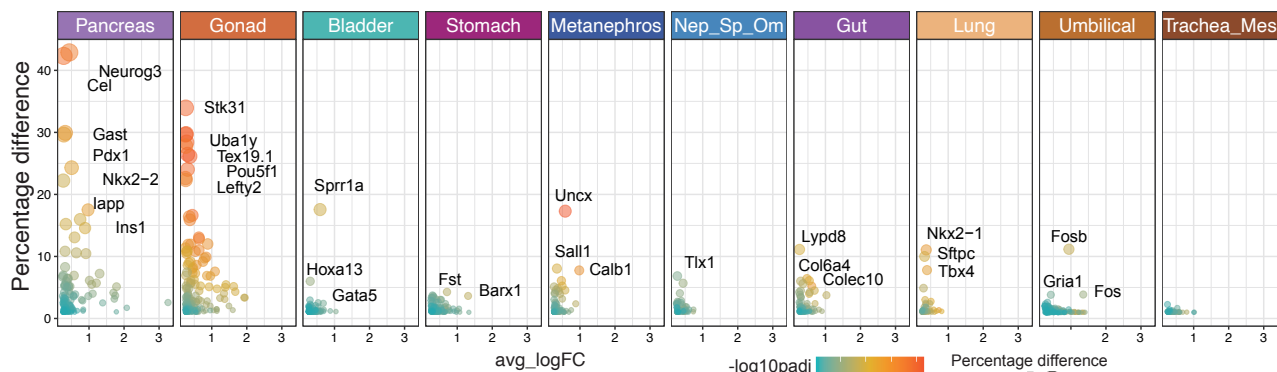

b

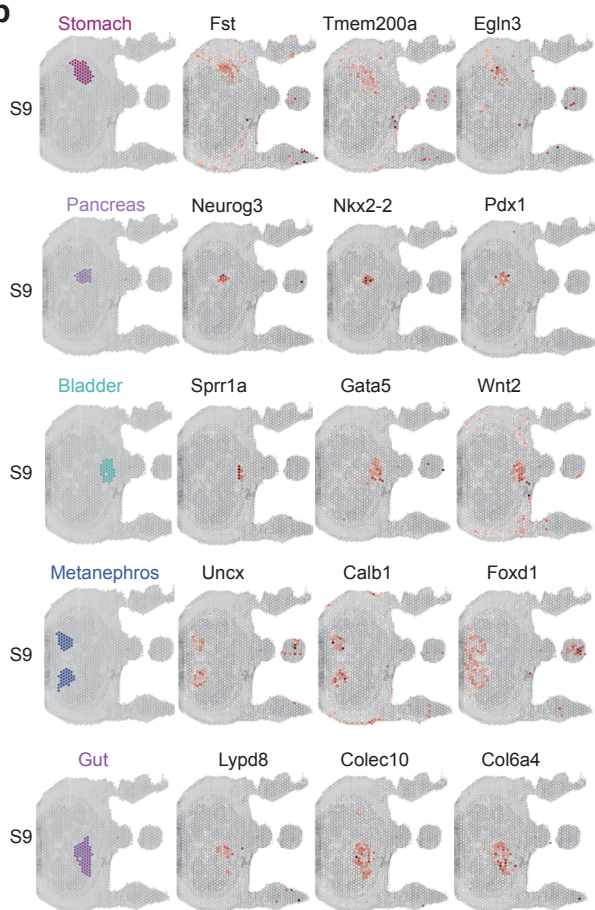

c

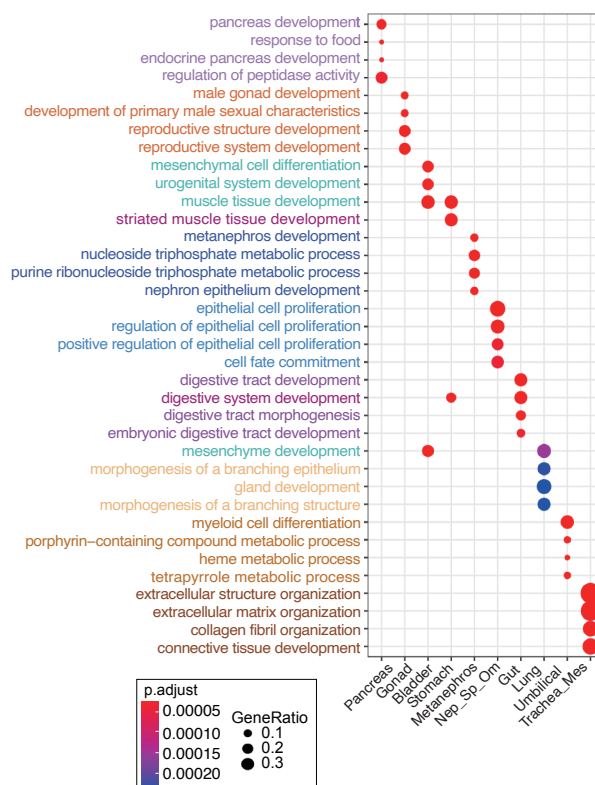

d

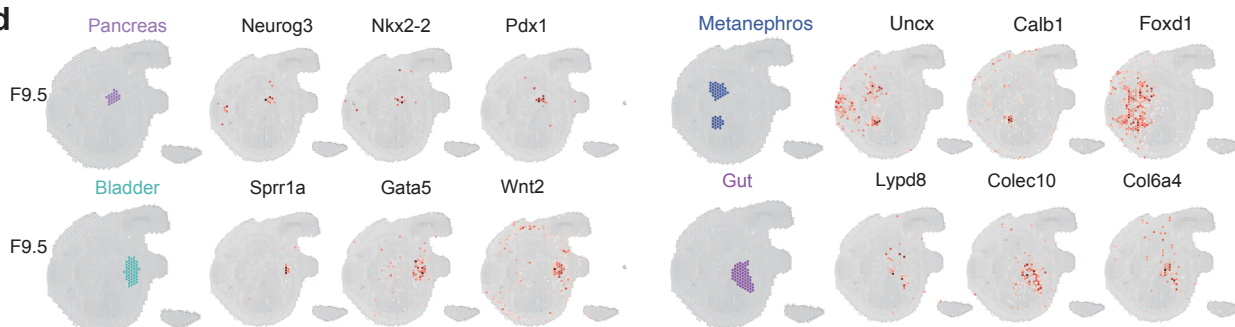

Supplementary Fig.6| Domain specific gene expression and regulation for visceral organs

(a) Scatter plots showing the statistical summary of differential expressed genes in each subclusters. X axis indicates the log2 foldchange of average expression between given spatial subcluster and all others in D5 domain, Y axis and the size of dots indicates the difference of percentage of gene expression detected between given subclusters and all others, and colored by $-\log_{10}(p\text{-adjust})$. Top different genes were indicated. Statistical significance was calculated by two-sided Wilcoxon rank sum test with Bonferroni correction. (b) Spatial distribution of subclusters and spatial expression of selected marker genes on different tissues in embryo E1. (c) Enriched GO terms of differential marker gene in each subcluster. The statistical analysis was performed by over-representation test and P value was adjusted by Benjamini-Hochberg method. Color bar indicated the adjusted p-value and dots are scaled by the gene ratio. (d) Spatial distribution of subclusters and spatial expression of selected marker genes on different tissues in embryo E3.

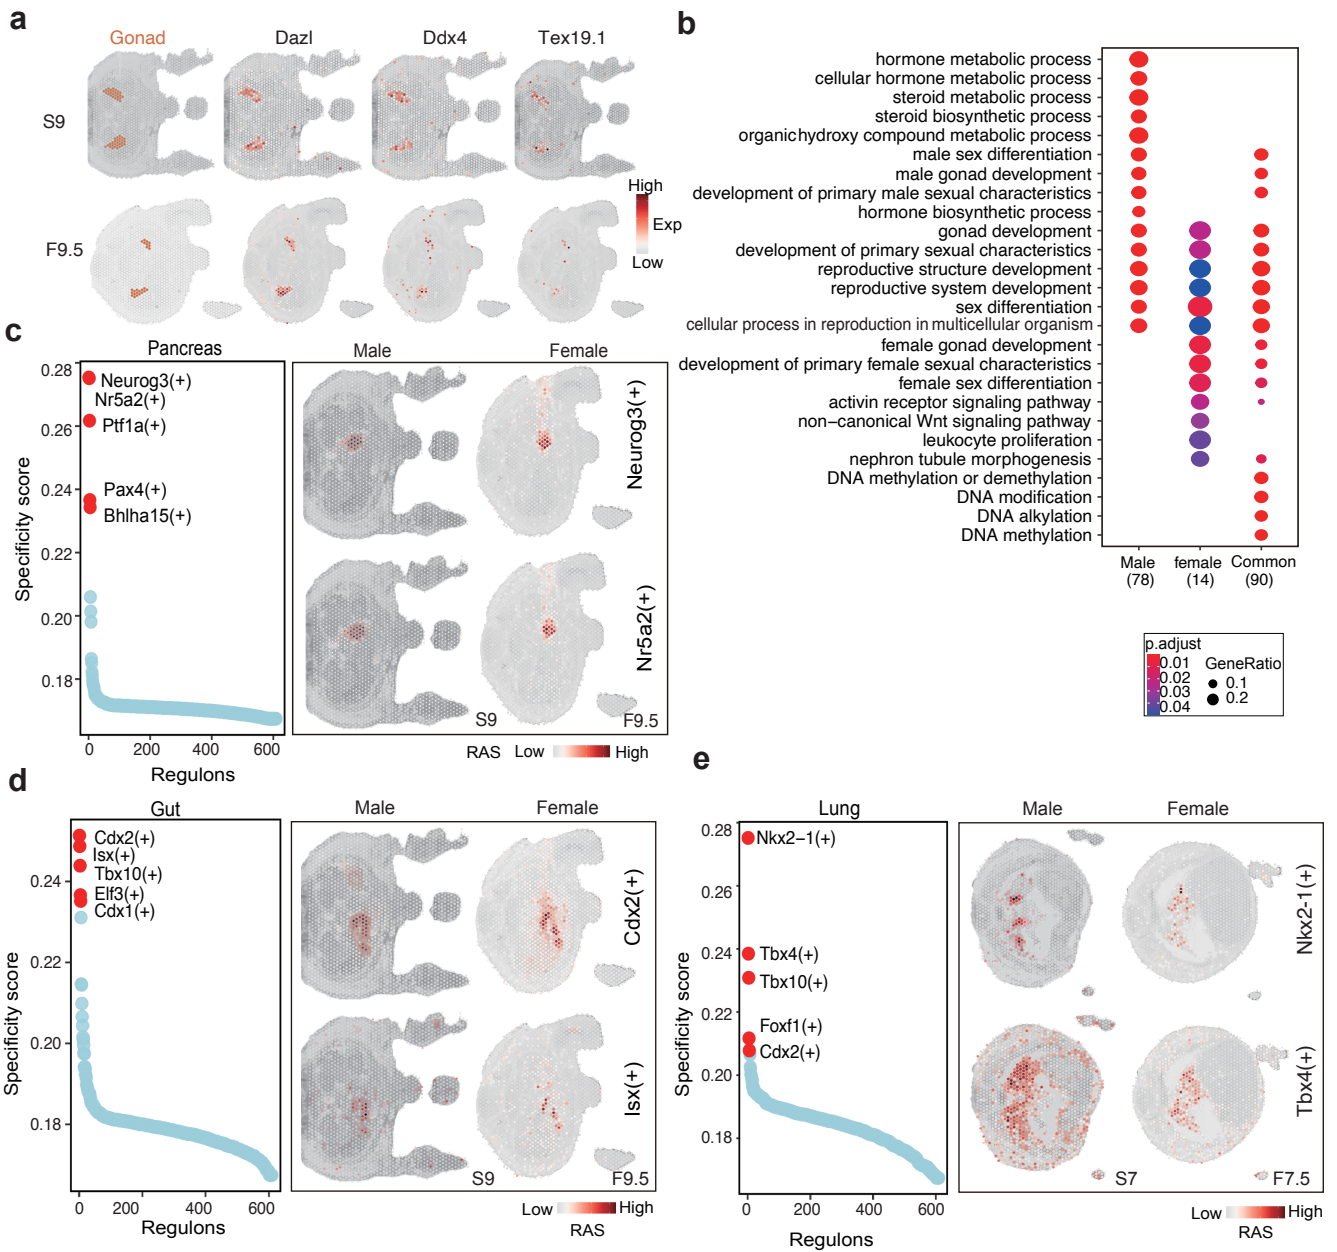

Supplementary Fig.7| Spatial characterization of sex specific gene expression in Gonad and gene regulation in major organs

(a) Spatial distribution of Gonad and common gonad marker genes on sections of both sexes. (b) Enriched GO terms of sex specific or common gonad genes. The statistical analysis was performed by over-representation test and P value was adjusted by Benjamini-Hochberg method. Color bar indicated the adjusted p-value and dots are scaled by the gene ratio. (c,d,e) Rank of regulons for Pancreas (c), Gut (d) and Lung (e) based on regulon specificity score (RSS) in E1 dataset (left) and spatial visualization of the activity score of top regulons in both E1 (right top) and replicate E3 (right bottom).

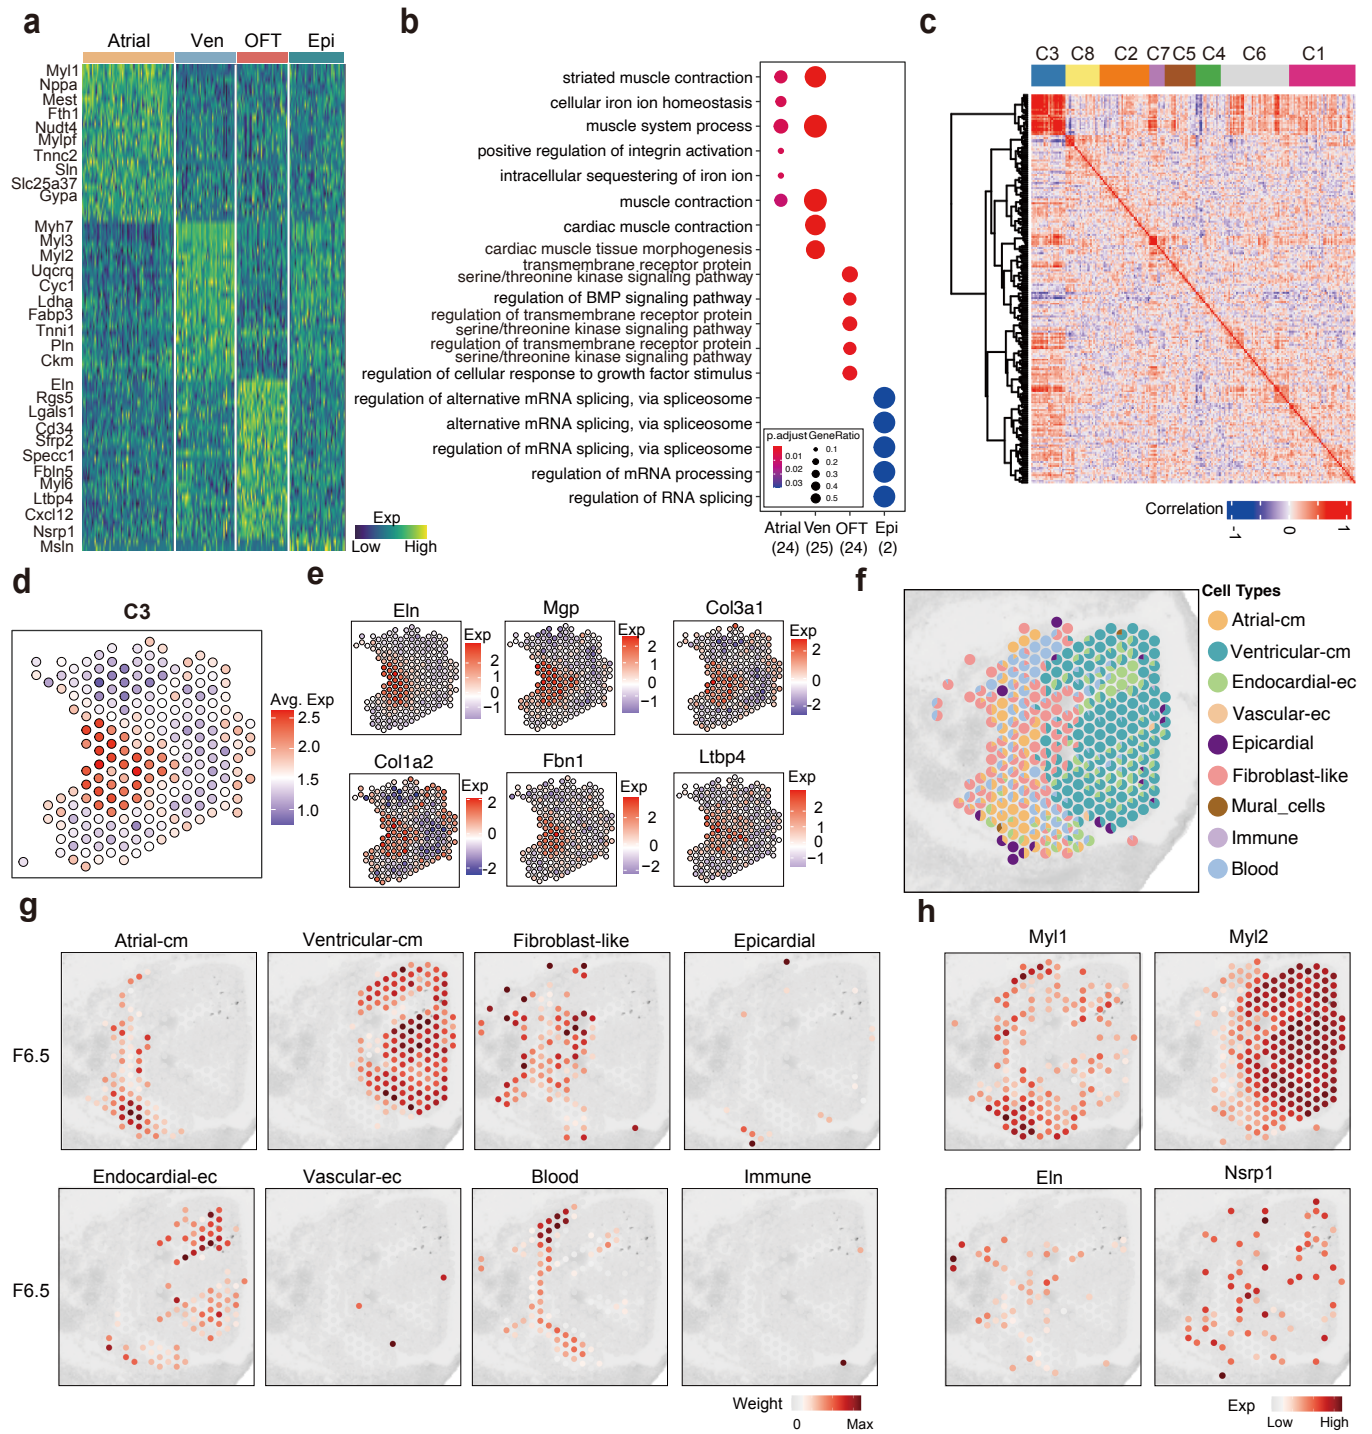

Supplementary Fig.8| Spatial gene analysis of heart subregions.

(a) Expression heatmap of top representative marker genes in heart subregions. (b) Enriched GO terms of differential marker gene in heart subregions. The statistical analysis was performed by over-representation test and P value was adjusted by Benjamini-Hochberg method. Color bar indicated the adjusted p-value and dots are scaled by the gene ratio. (c,d,e) Unsupervised spatial expression clustering of congenital heart diseases (CHD) genes revealed that genes in Cluster 3 were highly correlated (c). The representative spatial pattern of averaged expression of genes in Cluster 3 (d). Spatial distribution of selected genes in cluster 3 of CHD genes (e). (f,g) The spatial map of predicted cell types proportion in the heart region of section F6.5 in repeated embryo E3 and spatial visualization of deconvoluted weights of 8 heart specific cell types, except mural cells with a low proportion and a few of mapped spots. (h) Spatial expression of selected sub-domain specific marker genes *Myf1* for Atrial, *Myf2* for Ven, *Eln* for OFT, and *Nsrp1* for Epi in E3.

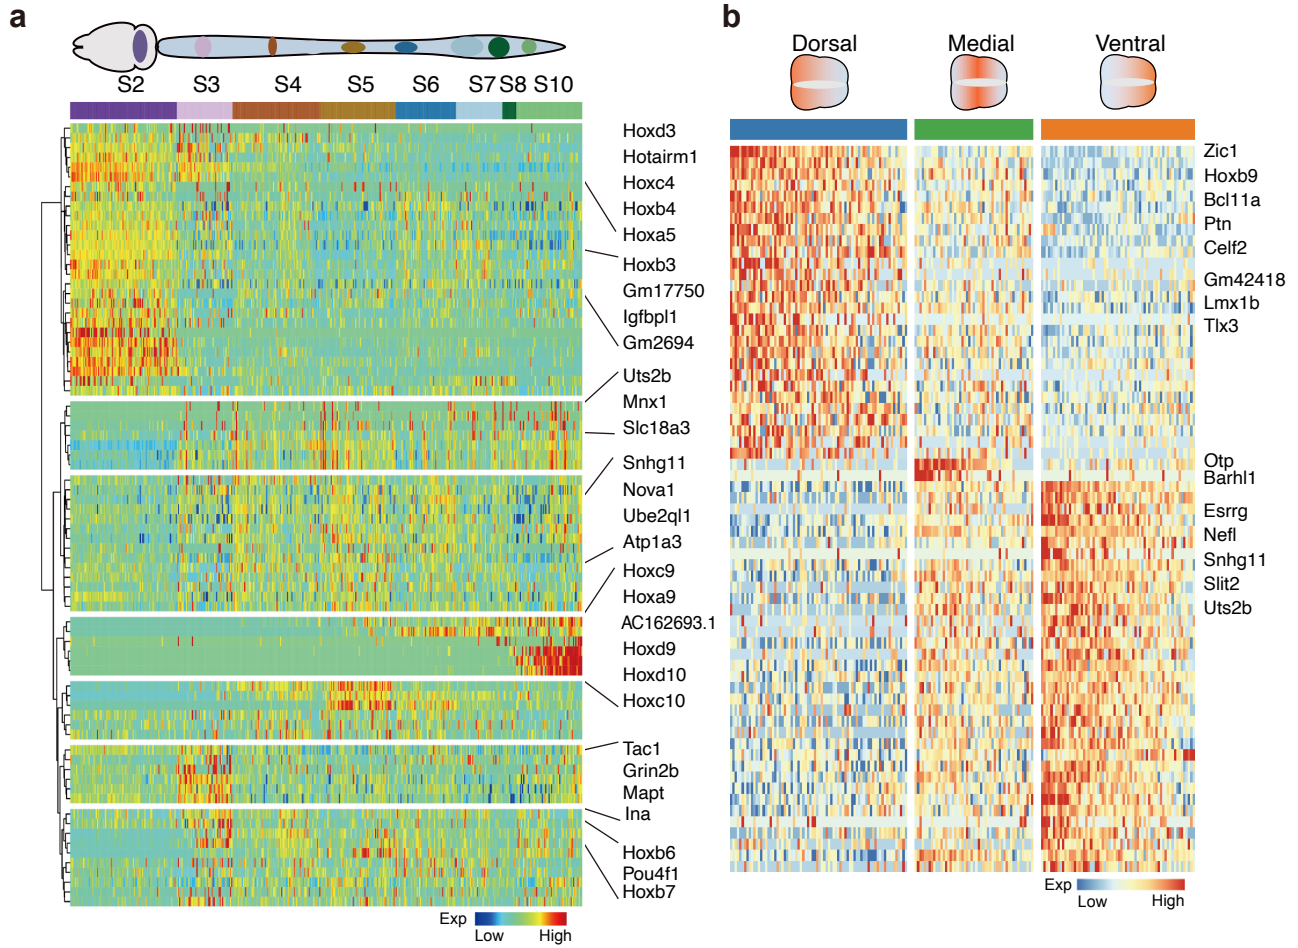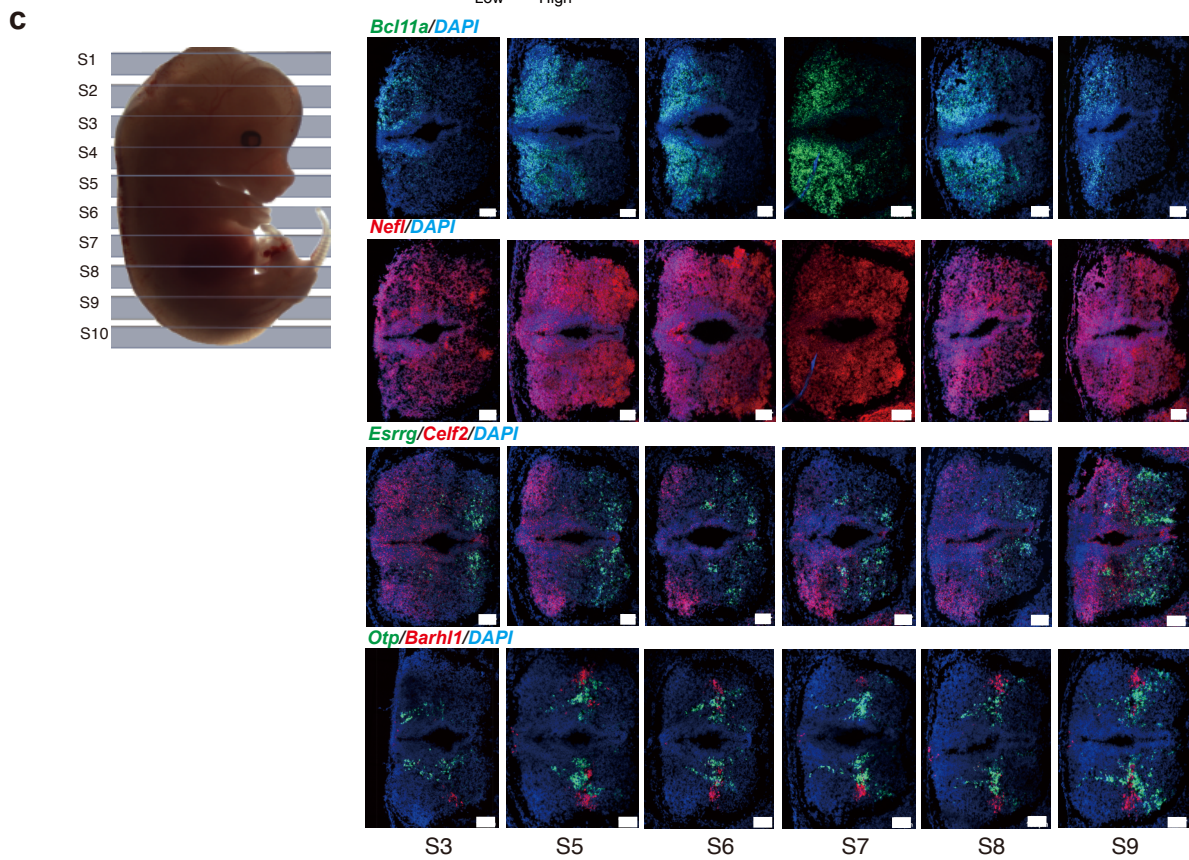

Supplementary Fig.9| Spatial patterning for spinal cord in mouse embryo organogenesis at E13.5.

(a) Heatmap showing the expression pattern of the identified A-P axis related genes in hindbrain and spinal cord from section 2 (S2) to section 10 (S10) along anterior to posterior. (b) Heatmap of differentially expressed genes in Dorsal (D), Medial (M), Ventral (V) regions of spinal cord along D-V axis. (c) RNAScope multiplex in situ hybridizations of D-V patterning genes in spinal cord, and representative images from hybridizations on serial sections from anterior to posterior ($n_{S5,6,7} = 3$, $n_{S3,8,9} = 2$). Scale bars, 100 μm .

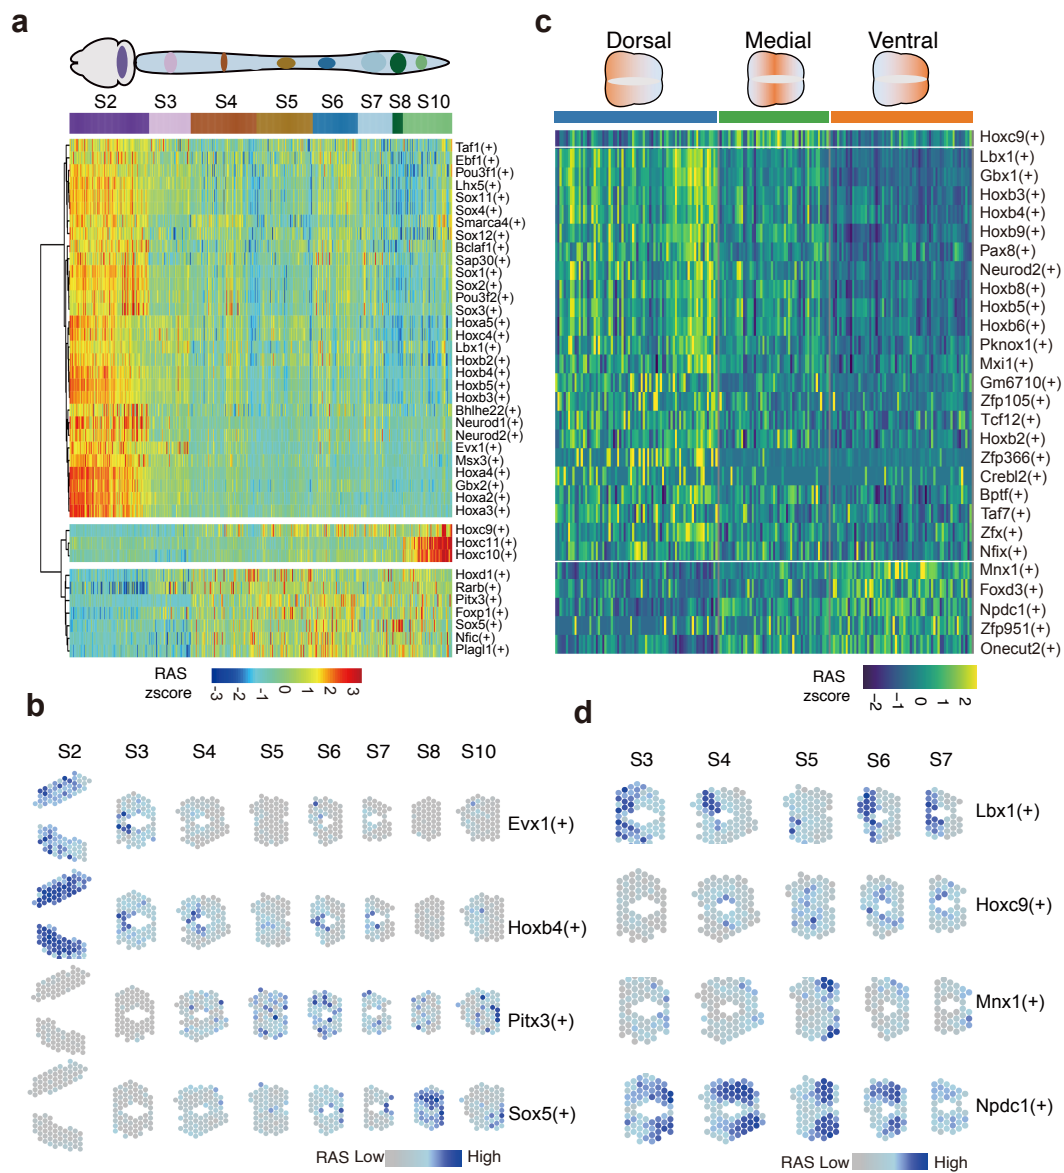

Supplementary Fig.10| Spatial gene regulation in spinal cord patterning.

(a) Heatmap showing RAS of the identified A-P axis related regulons in hindbrain and spinal cord from section 2 to section 10 along anterior to posterior. (b) Spatial distribution of RAS of selected A-P axis related regulons in the hindbrain and spinal cord tissue spots across section 2 to 10. (c) Heatmap of detected D-V axis related regulons in Dorsal (D), Medial (M), Ventral (V) regions of spinal cord along D-V axis. (d) Spatial distribution of RAS of selected D-V axis related regulons in spinal cord tissue spots of section 3 to 7.

Supplementary Fig.11| Spatial mapping of cell types from mouse organogenesis at E13.5.

(a) Bar plot showing the proportion of cell types occupied in spots across all embryo tissue sections after mapping back to the spatial regions. (b) Spatial visualization of deconvoluted weights of 16 cell types. Source data are provided as a Source Data file.

a

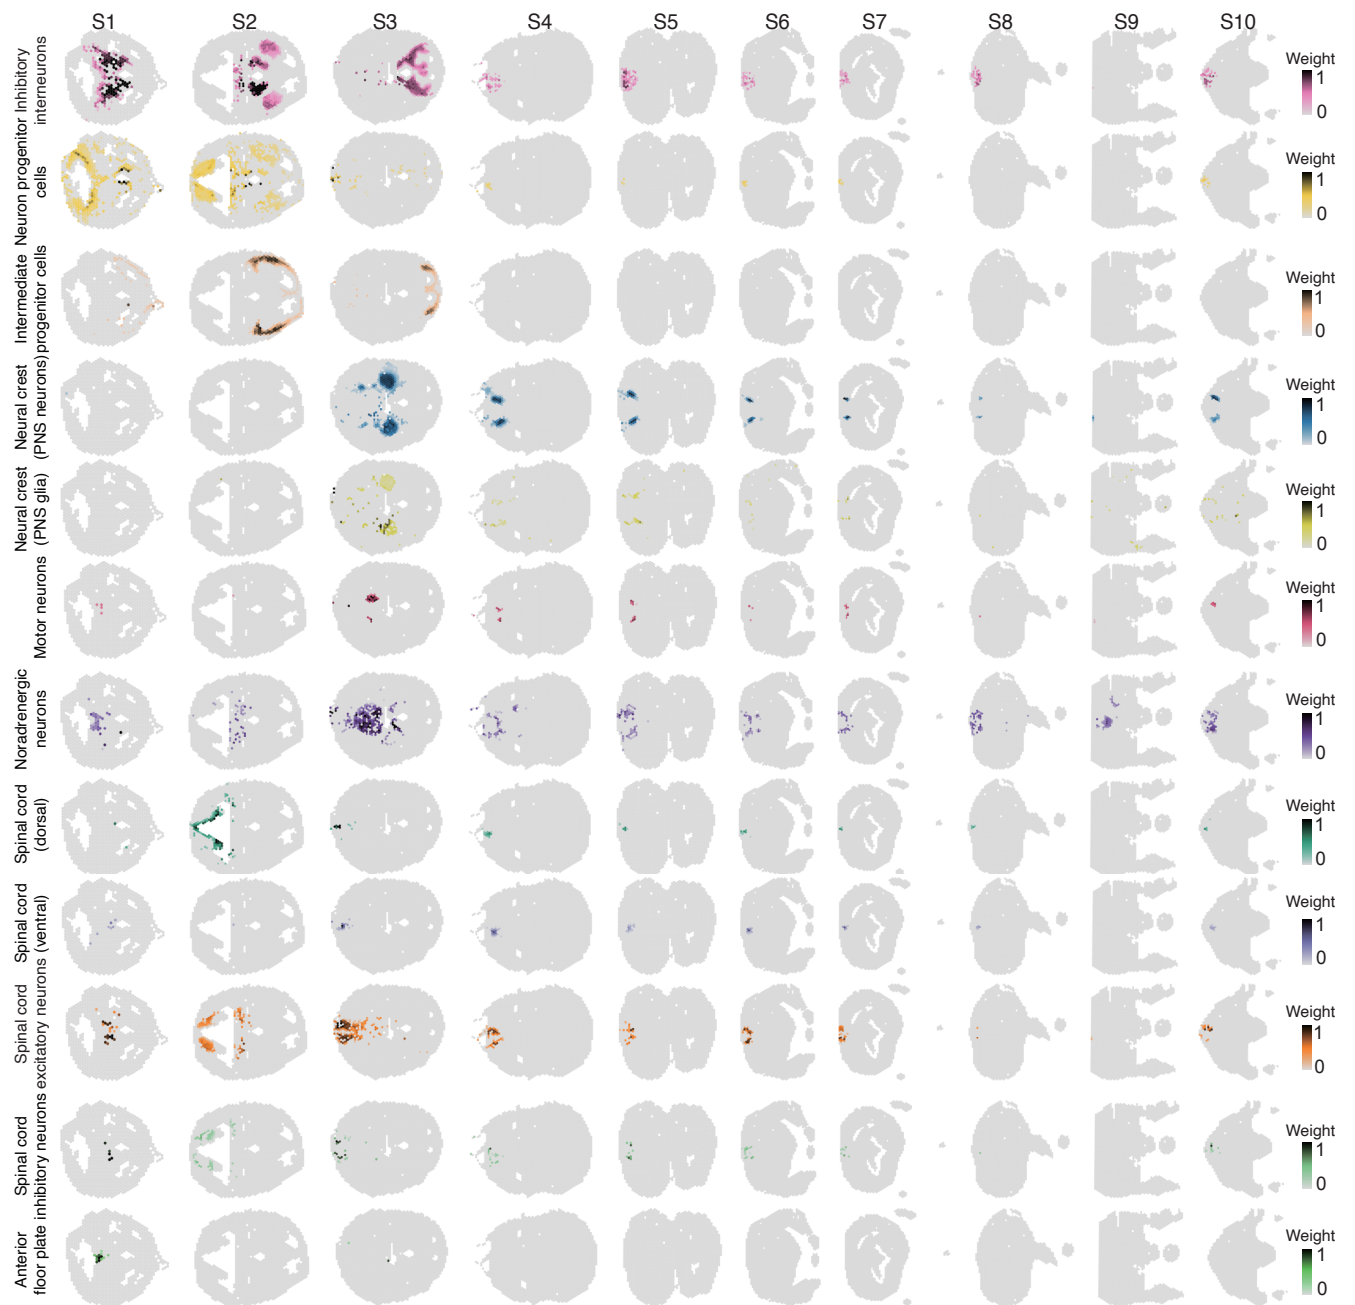

b

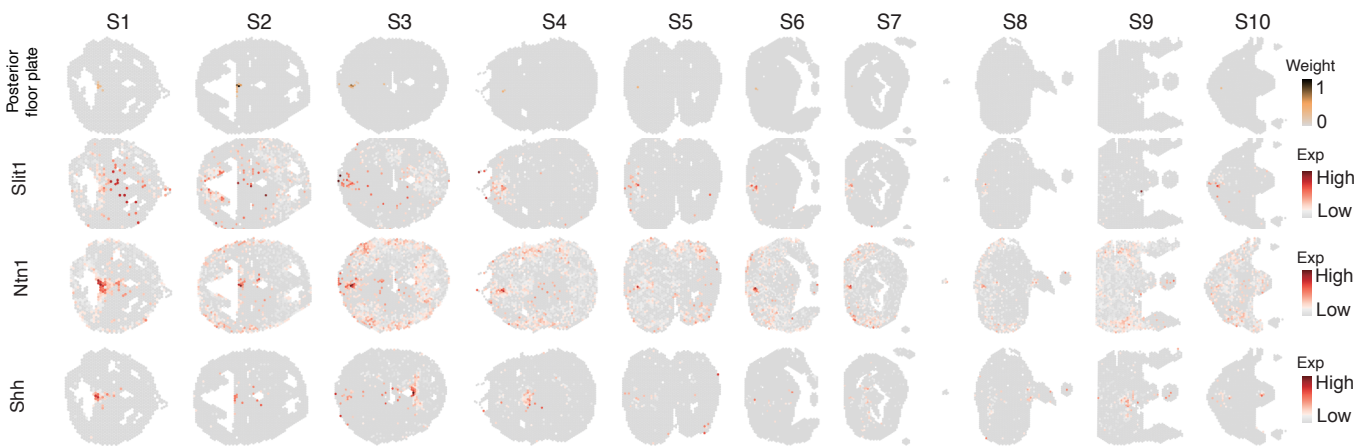

Supplementary Fig.12| Cell type compositions in spatial domains across the embryo.

(a) Spatial visualization of deconvoluted weights of neuron related cell types after spatial mapping. (b) Spatial visualization of deconvoluted weights of posterior floor plate cells and the expression of marker genes (*Slit1*, *Ntn1* and *Shh*) of posterior floor plate cells from TOME dataset across all embryo tissue sections.

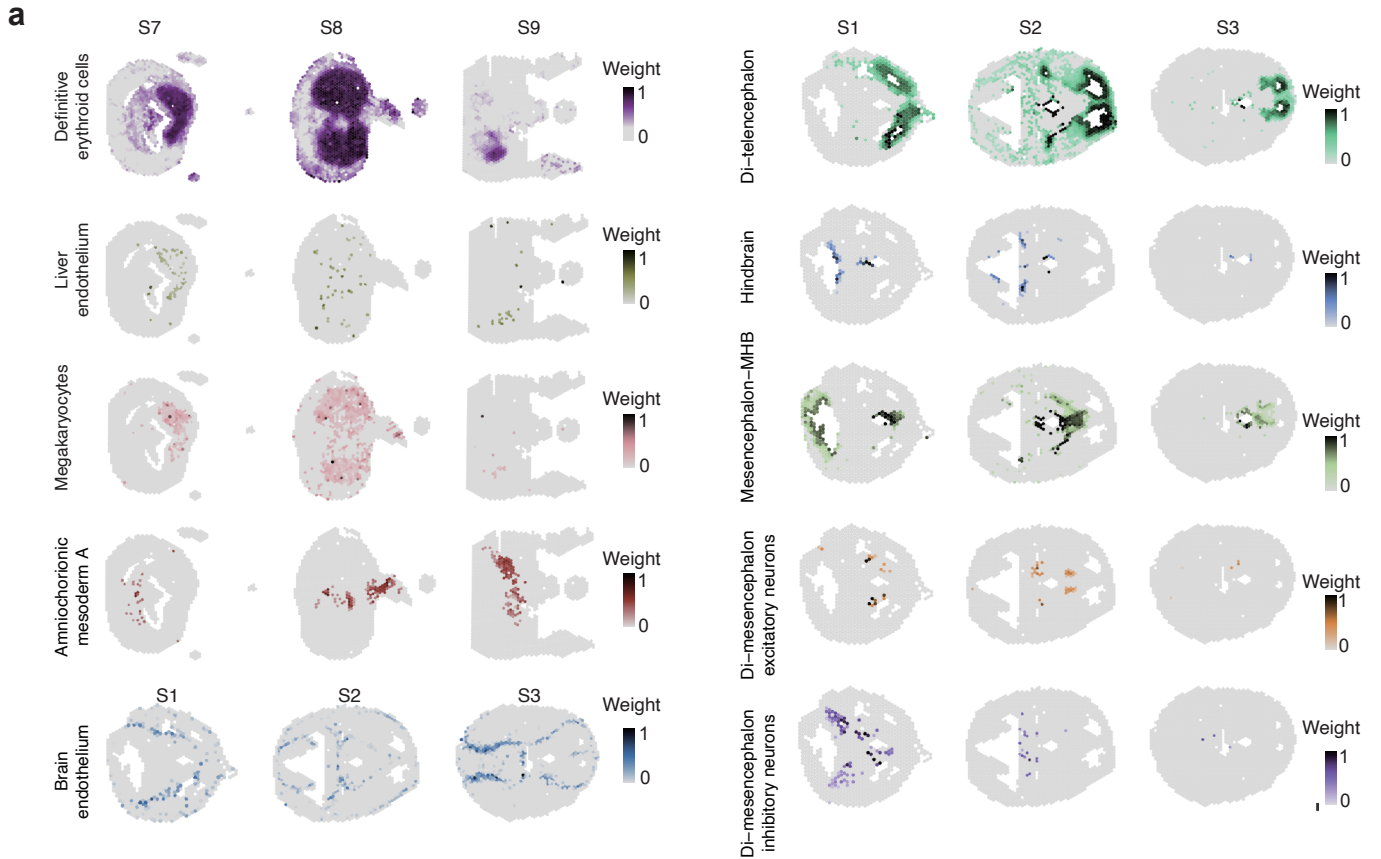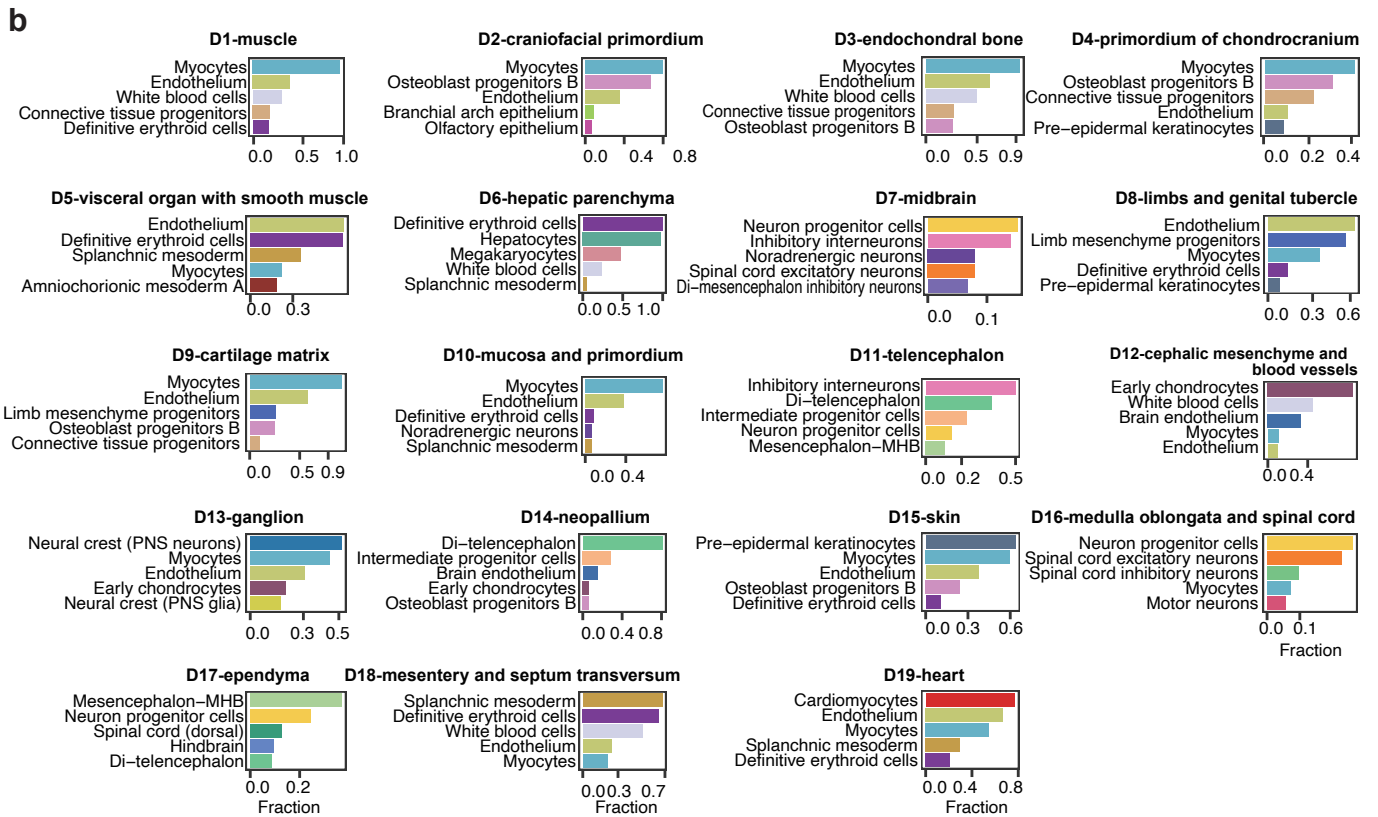

Supplementary Fig.13| Cell type compositions in spatial domains across the embryo.

(a) Spatial visualization of deconvoluted weights of definitive erythroid cells, liver endothelium, megakaryocytes, amniochorionic mesoderm A and brain related cell type after spatial mapping. (b) The top five abundant cell types that localized in each spatial domain. The cell types were selected by the deconvoluted weights greater than 0.05. Source data are provided as a Source Data file.

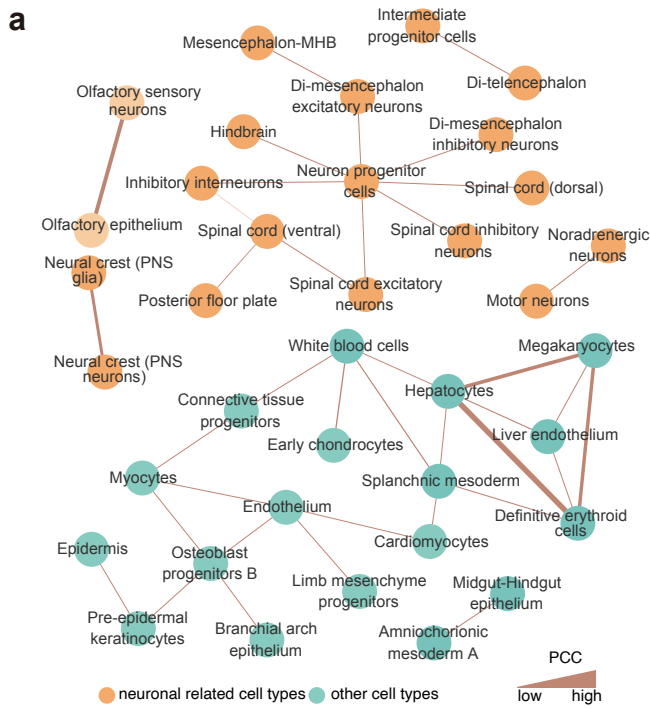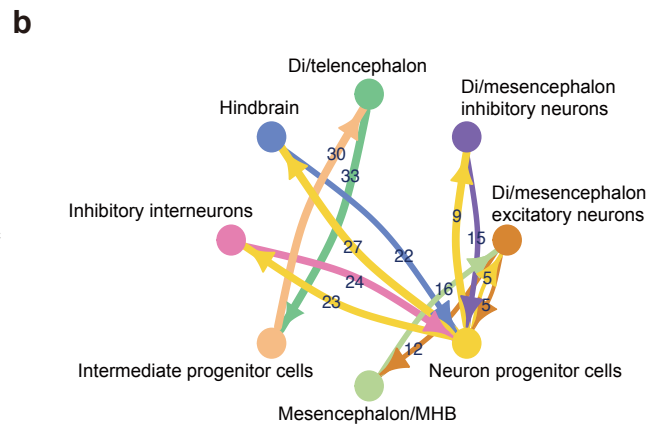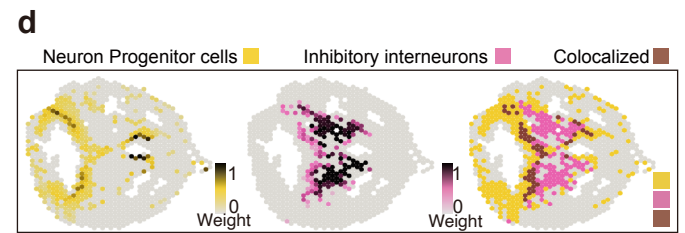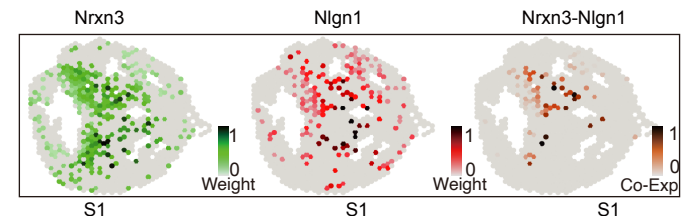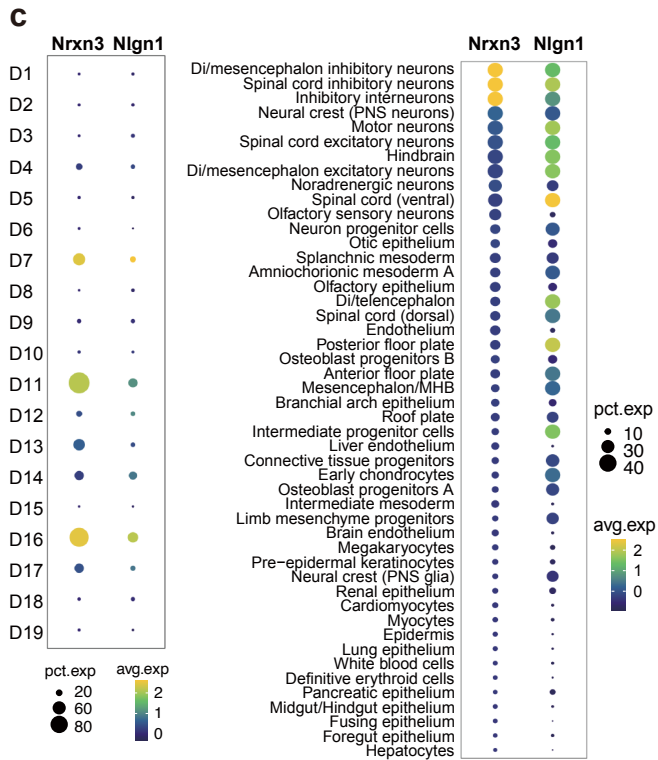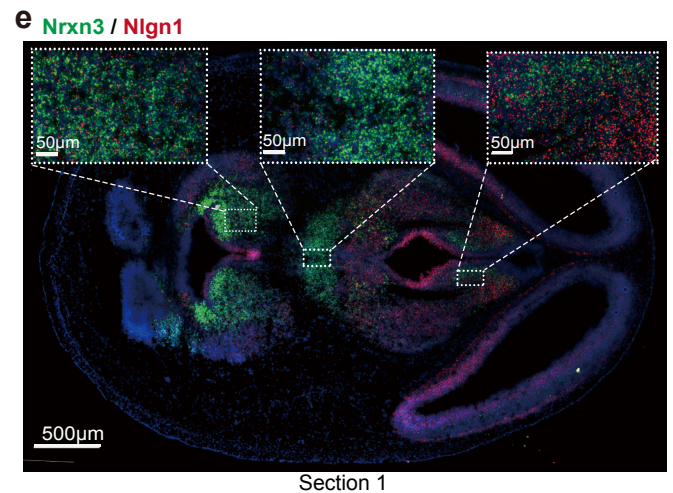

Supplementary Fig.14| Cell-cell communication based on spatial and TOME single cell RNA-seq data.

(a) Network plot showing the colocalized cell type pairs. The edge width is proportional to the indicated PCC of the connected cell type pairs. The orange color indicated the brain related cell types, and the green colors indicated all other cell types. (b) The interaction network of significant L-Rs between pair of two cell populations from spots co-occurred brain related cell types by STcomm. The edge width is proportional to the indicated number of L-Rs. (c) Dot plots showing the expression distribution of *Nrxn3* and *Nlgn1* at different spatial domains in our ST data (left) and at different cell populations in TOME single-cell data at E13.5 (right). The dot color and size represent the average expression and percentage of spots in each group. (d) Spatial plots showing the spatial distribution (color intensity) and colocalization of neuron progenitor cells and inhibitory interneurons according to predicted weights by deconvolution in S1 (Top panel). The bottom plots showing the spatial distribution of expression and co-expression of L-Rs *Nrxn3* and *Nlgn1* in S1, which is similar to Fig.6i, but illustrated on the embryo tissue of section 1. (e) *Nrxn3* and *Nlgn1* spatial expression pattern detected by RNAScope in brain tissue section matched to section 1 in (d), n = 3. White dashed box showing the staining of *Nrxn3* and *Nlgn1* in spatial proximity cells. Source data are provided as a Source Data file.

# Supplementary material for: Three-dimensional molecular architecture of mouse organogenesis
**Source:** Nat Commun. 2023 Jul 31;14:4599. doi: 10.1038/s41467-023-40155-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1: The differentially expressed genes identified in all major spatial domains with a log fold change > 0.25 , adjust P threshold of 0.05. Statistical significance was calculated by two-sided Wilcoxon Rank Sum test with Bonferroni correction.

Supplementary Data 2: The ranked regulon specific score (RSS) in all major spatial domains.

Supplementary Data 3: The literature reviewing of selected top ranked regulons in spatial domains.

Supplementary Data 4: The differentially expressed genes identified in 10 subclusters of spatial domain 5-visceral organ with smooth muscle with a log fold change > 0.25 , adjust P threshold of 0.05. Statistical significance was calculated by two-sided Wilcoxon Rank Sum test with Bonferroni correction.

Supplementary Data 5: The regulon specific score (RSS) of top 5 regulons in 10 subclusters of spatial domain 5-visceral organ with smooth muscle.

Supplementary Data 6: The differentially expressed genes identified in 4 subregions of D19-heart with a log fold change > 0.25 , adjust P threshold of 0.05. Statistical significance was calculated by two-sided Wilcoxon Rank Sum test with Bonferroni correction.

Supplementary Data 7: The top Anterior-Posterior axis related genes identified in spinal cord region (see Method and statistical significance was computed from likelihood ratio tests determined by Monocle2).

Supplementary Data 8: The differentially expressed genes identified in Dorsal, Medial and Ventral region of spinal cord. Statistical significance was calculated by two-sided Wilcoxon Rank Sum test with Bonferroni correction.

Supplementary Data 9: The predicted deconvolution weight (proportion) of confident cell types for each spot pixel by RCTD on multi-mode.

Supplementary Data 10: The spatial resolved cell-cell communication by integrating the spatial atlas and single-cell data with STcomm (see Methods and p-values were calculated from one-sided permutation test by CellChat).

Supplementary Movie 1: illustration of spatial domains in a 3D embryo model.

# Supplementary material for: Three-dimensional molecular architecture of mouse organogenesis
**Source:** Nat Commun. 2023 Jul 31;14:4599. doi: 10.1038/s41467-023-40155-7
**Supplement:** Supplementary file 15 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Image acquisition: Olympus SZX16 was used to obtain bright-field images of whole-mount embryo and colorimetric in-situ hybridization images; Zeiss Axio Observer 7 and Olympus VS200 were used to obtain cresyl violet images of cryosection for spatial transcriptomic sequencing; Olympus VS200 was used to obtain fluorescence-field images of RNAScope on cryosections. Next generation sequencing acquisition: The cDNA libraries were sequenced on Illumina Novaseq 6000 system with paired-end 150bp reads, aiming for 100 k raw reads per spots.

Data analysis

Software, packages and algorithms version are listed here:

fastp: 0.21.0
 Space Ranger: 1.0.0
 Loupe Browser: 4.0.0
 Seurat: 3.2 and 4.0.5
 Giotto: 1.2
 clusterProfiler: 3.14.3
 pySCENIC: 0.10.3
 Cytoscape: 3.9.1
 Monocle: 2.18.0
 AUCell: 1.8.0
 spacexr: 2.0.0
 CellChat: 1.4.0
 STcomm: <https://doi.org/10.5281/zenodo.7988217>
 Shiny: 1.7.4

shinythemes: 1.2.0
 ComplexHeatmap: 2.6.2
 circlize: 0.4.15
 plotly: 4.10.1
 ImageJ: 1.53c
 MATLAB: R2020a
 Adobe Photoshop: CC2019

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The mouse organogenesis spatial transcriptomic raw data and corresponding section images generated in this study have been deposited in the NODE (The National Omics Data Encyclopedia) database under accession code OEP003721 (<https://www.biosino.org/node/project/detail/OEP003721>) and can be explored at the web portal (<http://most.ccla.ac.cn>). The MOSTA data at stage of E13.5 used in this study are available in the CNGB database under accession code CNP0001543 (<https://db.cngb.org/search/project/CNP0001543/>) and the processed data are available at <https://db.cngb.org/stomics/mosta>. The single cell dataset of heart for used in deconvolution analysis used in this study are available in the GEO under accession code GSE193346 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193346>), and TOME data used in this study are available under accession code GSE186068 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186068>) and the processed data are available at <http://tome.gs.washington.edu/>. Source data are provided with this paper.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Randomization

for recording and confirmation of development staging. For every replicates, the whole embryo was serially cryo-sectioned into about 1000 sections along craniocaudal axis at 10um thickness. And we selected slices with an average interval of 100 sections. These selected sections were used for spatial transcriptomic analysis by modified 10X Genomics Visium platform.

Blinding

Not applicable since no specific grouping.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Anti-DIG antibody conjugated to alkaline phosphatase (1:2000, Sigma-Aldrich, 11093274910).

Validation

Anti-DIG antibody conjugated to alkaline phosphatase (1:2000, Sigma-Aldrich, 11093274910). Validation: Komatsu, Y., Kishigami, S. & Mishina, Y. In situ hybridization methods for mouse whole mounts and tissue sections with and without additional β -galactosidase staining. Methods Mol. Biol. 1092, 1–15 (2014).

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Species: mouse. strain: C57BL/6JGpt. Gpt: ICR. Sex: male and female. Ages: embryonic days at E13.5. All animals were housed with a standard light/dark cycle and availability of food and water. The ambient temperature was 24~26 °C and humidity was 50%~60%.

Wild animals

The study did not involve wild animals.

Reporting on sex

Male (n=2) and female (n=1) mouse embryos were used to generate spatial datasets.

Field-collected samples

The study did not involve samples collected from the field.

Ethics oversight

All animal procedures conducted in this study were approved by the Institutional Animal Care and Use Committee of Guangzhou Institutes of Biomedicine and Health (GIBH), Guangdong.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

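Messenger RNA was measured with the Visium assay in 14 cryosections of 2 mouse embryos at E13.5, 10 sections of the male E1 (S1 to S10) and 4 of the female E3 (F6.5 to F9.5). The authors trimmed reads with fastp 0.21.0 and used Space Ranger on mm10 to align them, find spots over tissue and count UMIs, and they deposited whole-number counts of 31053 genes per spot, not scaled. The limits they state are at least 1000 genes (fewer in F6.5) and at most 10 percent mitochondrial UMIs, and 11 deposited spots of F6.5 exceed the latter. The percent of mitochondrial UMIs per spot that they deposited is computed from the same counts. E1 domains were found by the authors with Seurat, and E3 spots received the domain predicted from E1. Per-spot totals equal the deposited ones in every spot, and no row of the count files held a fraction. At least 1 UMI was found for 24178 genes in E1 and 21203 in E3. Domain names, section names and array positions were used as deposited, and 0 columns of values per sample were left unused.

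Counts were summed per section over the spots of a domain and over its other spots, with the section as a block, and tested with edgeR 4.0.16 (quasi-likelihood, TMM, filterByExpr), where at least 3 sections held at least 20 spots of each. P-values were adjusted over all genes of a comparison by Benjamini and Hochberg at 0.05. The trend along D16 used sections with at least 20 D16 spots and a slope per 100 sections of 10 μm. Inner against outer cord (D17 against D16) was planned with at least 10 D17 spots per section, which no body section has, so at least 3 were used, a rule set after the data were seen. Dorsal, medial and ventral spots were set by the highest mean z-scored log-normalized value of the neuron lists (10000 UMIs per spot), with a lead of 0.25 and at least 5 spots per class and section, and list genes were left out of that test. D5 and D19 spots were clustered with scanpy 1.11.5 and leidenalg 0.10.2 (2000 variable genes, 30 components, 15 neighbours, resolution 1.2 and 1.1), and leading genes have at least 30 CPM with an offset of 5. Gonad spots have at least 5 UMIs over 8 genes, floor plate spots at least 3 UMIs of Shh, and Hox genes in the position correlation at least 20 UMIs. Co-detection is at least 1 UMI of both genes. Where shares of spots were compared, spots were also thinned to 5000 UMIs. Correlations used genes with a mean of at least 10 CPM and an offset of 1.

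Gene lists (62 in all, among them tissue, pathway and cell cycle lists and genes named by the paper) were counted by direction and tested with camera in limma 3.58.1, with a preset correlation of 0.01 and with an estimated one. Their members, the comparisons, the named genes and 50 alternatives were chosen before the data were examined, and 5 alternatives were added after. Named genes are all that the paper names for a comparison, all list members, and the 10 with the largest change per direction among those with adjusted p under 0.05, the same direction in every section and a log2 CPM of at least 4, without mitochondrial and hemoglobin genes. The paper's values and tables had been read when this rule was written. DESeq2 1.42.0 was the other tool, and versions of R, Python, numpy, scipy and pandas were 4.3.3, 3.11.15, 2.4.6, 1.17.1 and 2.3.3. Intervals are exact Poisson or binomial at 0.95, and a count of 0 allows 3 counts. Interactions between embryos were tested with edgeR.

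Depth per section and what it allows were checked on simulated data, made from the fitted means and spread with 200 genes changed. Of these, edgeR found 64.5%, 90.5% and 99.5% at folds of 1.5, 2 and 4 in D1 (14329 genes), 31%, 81% and 97.5% in D6 (14643 genes), 11.5%, 66% and 88% in D16 (14260 genes) and 40.5%, 76.5% and 86.5% in D18 (14938 genes). For the trend along the cord it found 0%, 1% and 60.5% (11316 genes), for the inner cord 5.5%, 37% and 78.5% (8523 genes), and for ventral against dorsal 16.5%, 57% and 89% (5741 genes). It called between 0 and 30 unchanged genes, and 0 changed genes in the wrong direction.

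Coordinates are GRCm38 (mm10) from a release of GRCm38.p6 other than the one used for counting, in which 30416 of the 31053 genes match 1 annotated gene. The authors' deconvolution weights and regulon scores are in the paper's supplement, not in the deposited files, and were neither used nor recomputed. In situ hybridization, the authors' sub-clusters, embryo E2 and the external atlas are not in the files. The closing section gives the effect of the alternatives.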

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

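The tests of genes lower in E3, of interferon genes and of other splits of the 2 embryos were chosen only after the result was seen. Among 40 groups of 4 to 10 sections, 6 held a section far from the others, and chance alone gives about 1 in 20 groups.

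The median mitochondrial percent per spot was 1.58 in S8, against 2.44 to 3.40 in the other 9 sections of E1. In D1-muscle the log2 difference between domain and rest was highest in S3 for Myog (4.69, others 2.42 to 3.25) and Tnnc2 (5.72, others 2.52 to 3.44), and highest in F6.5 of E3 for Myf6 (2.78, others 2.00 to 2.05). S3 held 28 spots of D1 and is the head section nearest the body. In E3, the difference of the hypoxia-responsive gene Bhlhe40 in D9-cartilage matrix was lowest in F8.5 (0.34, others 0.89 to 0.94), and that of the motor and sensory neuron gene Isl2 in D13-ganglion lowest in F9.5 (2.88, others 5.03 to 5.37).

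The effect of a domain on a gene differed between E1 and E3 (edgeR, interaction, adjusted p below 0.05) for 186 genes in D3, 6 in D5, 3920 in D6, 684 in D9, 92 in D13, 23 in D15 and 738 in D16. D1 and D18 had 0 such genes, with 1428 and 761 at an unadjusted p below 0.05. In D3, the neutrophil genes S100a9 (log2 -4.32, from 1.58 in E1 to -2.74 in E3) and S100a8 (-4.06) led. In D6, cartilage and neuron genes did, as Col2a1 (-4.18, from -1.63 to -5.81), Col9a3 (-3.89), Nefl (-3.64) and Tubb3 (-3.76). In D9, D13 and D16, liver genes led, with Apoa2 at -3.61, -3.99 and -5.23, and in D15 Myog (1.69). With sections S6 to S9 of E1 alone, the genes numbered 29 higher and 47 lower in D3, 1 and 45 in D13 and 2 and 2 in D15. In D9 and D16 only 2 of these sections could be used, so the test was not run and the embryo is not separated from the position of the sections there. Of other splits of the same sections, 1 of 24, the real one included, gave as many genes in D3 (highest other 1), in D9 (49), in D13 (21), in D15 (4) and in D16 (14), so no other grouping drawn gave as many. Each real group is 1 embryo, and its sections are not replicates of a sex. The splits therefore cannot exclude a chance difference between 2 individuals. In D6 there are 10 splits, too few, with 3920 real and 0 for the highest other. In D5, 3 of 35 splits gave at least 6 genes, so chance cannot be excluded, and the split of S6, S9, F6.5 and F9.5 from S7, S8, F7.5 and F8.5 gave 620, which points to a structure by position.

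In the D5 spots of S8, 16 interferon response genes that the paper does not discuss made up 362.5 CPM (exact Poisson 95% interval 347 to 379), against 102 CPM in S6, 67.5 in S7, 78.0 in S9, and 57.6 to 88.2 CPM in the sections of E3. Of the D5 spots of S8, the 56 in cluster 7 had 1064 CPM (1010 to 1119) and the other 197 had 121 CPM (111 to 132). No explanation was tested.

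Liver RNA lay outside the liver domain in the sections that hold the liver. Afp and Apoa2 together had 438 to 3520 CPM outside D6 in S7, S8 and S9, and 0.00171 times that in S1 to S5, so a source within the section, such as RNA spread during permeabilization, is a candidate explanation. The hepatocyte genes were lower outside D6 by about the same factor (SD 0.336 on the log2 scale around -2.74), which 1 shared source would give. The level was higher within 2 steps of D6 than beyond 5 steps in S7 (3366 and 1194 CPM), S8 (4236 and 3188) and S9 (1320 and 280). For spread over a distance at least 2 times was expected in every section, and S8 had 1.33 times, so spread over a distance is neither shown nor excluded. Outside D6, S1 to S5 had 1.56 to 3.00 CPM of Afp and Apoa2 together. Blood that circulates through all sections is therefore argued against as the source of these 2 transcripts. Liver cells or blood near the liver in these spots stay open, and no biological explanation was tested.

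In every one of 11 compared domains, 21 genes were at least 2-fold lower in E3 than in E1 S6 to S9, among them Wdr89 (log2 -2.72), Rps27rt (-2.63), Igf2 (-2.28) and Cyr61 (-1.82). After E1 was thinned to the E3 totals, 95.2% were still lower. Thinning keeps the expected CPM of a gene and does not copy a lower capture of RNA, so this was largely fixed in advance. It does not decide whether the lower depth of E3 plays a part. Of 19 with an annotation, 5 share exons with another gene or are named copies, or 26.3% (9.15 to 51.2) against 3.35% of all compared genes (7.85 times), so a difference in how shared reads were counted may explain part. Genes of the Y chromosome are 10.5%, Ddx3y and Eif2s3y, and account for those alone. The embryos differ in sex, individual and library together, so the rest cannot be told apart.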

How the results depend on the processing

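The alternatives that add head sections to the inner and outer cord, leave out S6 or S7 there, combine its 2 embryos, lower its spot minimum, or restrict the embryo comparison to S6 to S9 were chosen only after the result was seen. Of 53 results named beforehand, 42 kept their direction and side of the threshold under every alternative run, and 11 changed under at least 1. Of 223 comparisons of a count or value for a whole comparison, 146 stayed within 1.5-fold or their spread and 77 moved. For gene lists 876 of 1156 stayed, 270 lost their call, 7 moved and 3 reversed. For genes named in tests 506 of 529 stayed, 16 lost their call, 7 gained it and 0 reversed. For cluster ratios in D5 44 of 178 stayed, 125 moved and 9 reversed, and for shares of spots 36 of 144 stayed, 107 moved and 1 reversed. Between the embryos 1 of 4 effects stayed and 3 moved. Not run: a lead of 0.5 for dorsal and ventral spots, which left too few spots, and heart labels in S5 to S7, which the files lack. The gonad spots had no labels, so the rule by common genes is the one reported. Where a count changed, the cause was not tested unless stated. Depth limits low genes, and AC162693.1, Barhl1 and Uts2b were too low for their tests.

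The counts of genes set against each alternative are 1697 for D1-muscle versus rest, genes higher, 234 for D2-craniofacial primordium versus rest, genes higher, 1060 for D3-endochondral bone versus rest, genes higher, 2956 for D4-primordium of chondrocranium versus rest, genes higher, 324 for D5-visceral organ with smooth muscle versus rest, genes higher, 4315 for D6-hepatic parenchyma versus rest, genes higher, 1815 for D7-midbrain versus rest, genes higher, 659 for D8-limbs and genital tubercle versus rest, genes higher, 1923 for D9-cartilage matrix versus rest, genes higher, 30 for D10-mucosa and primordium versus rest, genes higher, 2961 for D12-cephalic mesenchyme and blood vessels versus rest, genes higher, 2860 for D13-ganglion versus rest, genes higher, 1797 for D14-neopallium versus rest, genes higher, 1591 for D15-skin versus rest, genes higher, 236 for D18-mesentery and septum transversum versus rest, genes higher, 15 for the rostral-caudal trend in the spinal cord domain, genes with a slope, 1205 for inner versus outer neural tube, genes changed, 271 for ventral versus dorsal spinal cord, genes changed, and 7 for medial versus dorsal and ventral spinal cord, genes changed. With total counts and no scaling factor, the genes higher were 1125 in D1, 1535 in D6, 1036 in D8 and 1074 in D14. With no low-count filter they were 398 in D2 and 566 in D5, and the trend along the cord gave 28 genes and the medial class 11. With at least 50 spots per section and domain, D2 had 353, D5 204 and D10 14. Without the replicate block, so that a section's pair of sums was no longer paired, counts fell to 804 in D1, 22 in D2, 201 in D3, 46 in D5, 2784 in D6, 60 in D8, 576 in D9, 0 in D10, 882 in D14, 635 in D15 and 0 in D18 (edgeR; at an unadjusted p below 0.05 the paired fit has 460 in D10 and 954 in D18, and the counts without the block were not taken). The inner and outer cord had 789, ventral against dorsal 50 and the medial class 0 (no replicate block). With E3 alone the counts were 969 in D1, 627 in D5, 1863 in D13, 411 in D15 and 359 in D18. With E1 and E3 together they were 1287 in D5, 1549 in D8, 70 in D10 and 706 in D18. With DESeq2, the inner cord had 403, ventral against dorsal 47 and the medial class 0 (341 at an unadjusted p below 0.05 with edgeR). With head sections S2 and S3, the inner cord had 1888. With no lead for the class scores, ventral against dorsal had 543 and the medial class 36, and with neuron and progenitor lists over D16 and D17 spots 79 and 0. The trend gave 4 genes without S2, 1 with only S4 to S10 and 8 with D16 and D17 spots together. Leaving out each section in turn gave, as the lowest and highest counts, 120 (without S5) to 393 (without S3) in D2, with 141 without S4; 1940 (S2) to 3146 (S3) in D4; 204 (S6) to 474 (S9) in D5; 2601 (S7) to 4371 (S9) in D6; 740 (S3) to 1718 (S1) in D7, with 1152 without S2; 1965 (S2) to 3006 (S3) in D12; 332 (S2) to 1908 (S3) in D14, with 1137 without S1; and 93 (S7) to 388 (S9) in D18, with 129 without S6. For the inner cord it was 683 (S4) to 834 (S7), for ventral against dorsal 37 (S4) to 257 (S3), with 93 without S6, and for the medial class 0 (S4; edgeR) to 6 (S3), with 1 without S6. By construction, each of these fits has 1 section fewer.

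With an estimated correlation, camera called 0 of 418 tissue list tests (199 with the preset one), 0 of 112 pathway tests (49), 1 of 32 cell cycle tests (19) and 0 of 16 tests of the stress list (4). By mean log value per section, the Hippo list reversed in D3 (-0.0199) and D8 (-0.12) and the Notch list in D10 (-0.00341). With spots thinned to 5000 UMIs, Nsrp1 reversed in the heart of E1 (-3.38 percentage points), and 4 of the paper's male gonad genes had intervals apart, against 10. With E3 in place of E1, the log2 ratio of the cluster to the other D5 spots reversed for Barx1 (-3.10), Tmem200a (-0.0490), Wnt7b (-1.11), Trp63 (-1.46), Amh (-0.13), Dhh (-1.24), Cyp26b1 (-1.19), Cyp17a1 (-0.13) and Ren1 (-0.0783). E3 is female, which by its construction removes testis genes. The paper located every sub-cluster in E3 except the stomach, and here each E3 spot was given a cluster whether or not its tissue was present. For Barx1 and Tmem200a the reversal is therefore not a failed repeat of a stomach level.

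With at least 2 UMIs of both genes, and with spots thinned to 5000 UMIs, the share of spots was 3.93% and 1.40% for Wnt4 and Fzd3 in S4, 15.9% and 6.68% for Efna5 and Epha4 in S4, 1.77% and 1.56% for Nrxn3 and Nlgn1 in S2, and 0.811% and 2.19% in S1.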

Differences from the paper's values

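For D5-visceral organ with smooth muscle the paper's number of sub-clusters is 10, and the clustering here gave 17. The paper's preprocessing of E1 regressed out sections, genes and counts per spot, which was not done here. Most of the 17 clusters lay mainly in 1 section, so the numbers are not a like comparison. No alternative set before the data were examined changes this number. Closer were the heart of S6, with 4 subregions in the paper and 6 clusters here, and the Hox genes of D16, with 26 expressed in the paper, which states no threshold, and 30 with at least 20 UMIs here. The paper's numbers of spots, median genes and median UMIs, its number of domains, its detection shares for Myog, Tnnc2, Afp, Apoa2, Myod1, Mecom and Pou3f2, and its co-detected spots at 1 UMI of both genes all equal those computed here. At 2 UMIs of both genes, Efna5 and Epha4 had 1687 spots and Nrxn3 and Nlgn1 had 82, where the paper's numbers are 5426 and 647.

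The paper states that D9, D13 and D16 are present across the sections assayed. D16 had 12 spots in S8 and 0 in S9, D13 had 9 in S9, D9 had 9 in S8 and 18 in S9, and all 3 had 0 in S1.

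It names Igfbpl1 and Atp1a3 as genes of the rostral and the central cord. Igfbpl1 was highest in S2 and Atp1a3 in S5, which goes with that, while their slopes (-0.17, adjusted p = 0.76, and -0.07, adjusted p = 0.883, edgeR, n = 7 sections) did not pass under any of the alternatives run, and the Igfbpl1 slope along the spinal cord domain was 0.09 with only S4 to S10. It calls Pantr1 specific for the neopallium, where it had 561 CPM against 97.2 CPM in the other spots of E1, second to D17-ependyma. The Pantr1 log2 fold change, D14-neopallium versus rest, was 0.52 (adjusted p = 0.422, edgeR, higher in 2 of 3 sections), and of the alternatives run it passed only without S1 (1.19, adjusted p = 0.00876), with -0.06 without S3.

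It states that Myl1 and Sln are restricted to the atrium. Myl1 was highest in cluster 6, led by atrial genes such as Nppa, with 227 CPM in the other heart spots. Sln was highest in cluster 2, led by Nppa and by skeletal muscle genes such as Tnnt3, with 149 CPM in cluster 6 and 87.8 CPM outside cluster 2. It states that Nsrp1 is specific for the outer wall, where it was highest with 38.4 CPM on 17 UMIs against 17.1 CPM, and in E3 with 101 CPM on 10 UMIs against 54.2 CPM. It states that Esrrg is high in the ventral cord, and it also used an Esrrg probe for in situ hybridization, which the counts here do not cover. Esrrg was higher ventrally than dorsally (log2 1.66, adjusted p = 0.00349, edgeR, 3 of 3 sections), which did not pass without the replicate block (1.47), and its level was 86.4 CPM medially, 76.9 ventrally and 33.8 dorsally. It states floor plate cells in each section of the trunk from cell type mapping, which was not repeated. By the rule of at least 3 UMIs of Shh, 0 spots passed in S5 and S10 and 0 of 238 in E3. With at least 1 UMI of Shh, S5 had 14 spots and S10 had 6. The E3 spots were shallower, so the rule does not show that floor plate cells are absent.

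It describes a regulon module with Sox1 and Pou3f2 as active in midbrain, spinal cord and cerebrum. Gene levels are not regulon activity. Over all of E1, D7-midbrain had 37.3 CPM of Sox1 against 19.7 CPM elsewhere and 120 CPM of Pou3f2 against 16.1 CPM, which goes with the paper. D16-medulla oblongata and spinal cord had 39.3 CPM of Pou3f2 against 17.5 CPM, but 15.1 CPM of Sox1 against 20.2 CPM. The tests compare a domain with the rest of the same sections, which in the head is largely other brain. In these, the Pou3f2 log2 fold change, D16-medulla oblongata and spinal cord versus rest, was 3.77 (adjusted p = 0.00639, edgeR), which did not pass without the replicate block (1.11). The Pou3f2 log2 fold change, D7-midbrain versus rest, was 0.68 (adjusted p = 0.091) and passed only without S3 (1.02, adjusted p = 0.0365). The Sox1 log2 fold change, D7-midbrain versus rest, was -0.92 (adjusted p = 0.0124), and its call was lost without S2 (-0.88) or S3 (-0.74). The Sox1 log2 fold change, D16-medulla oblongata and spinal cord versus rest, was 2.05 with edgeR (adjusted p = 0.214) and -0.97 without the replicate block, and passed with DESeq2 (3.64, adjusted p = 0.000778), with E3 alone (5.63) and with E1 and E3 together (3.22). By section, Sox1 in D16 was lower than in the rest in S2 (log2 -1.81) and S3 (-3.35) and higher in the 5 body sections (2.40 to 3.81), so in the cord its direction goes with the paper.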

Other observations

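The comparison of genes between the embryos was chosen only after the result was seen.

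The deposited D16 label is on 0 spots of S9. In S9, 1 spot reached the neuron gene level of the 10th percentile of D16 spots of S7 and S10, against 49 in S7, 12 in S8 and 82 in S10, so a relabelled cord is argued against. The paper's in situ hybridization of cord genes includes S9, so cord exists at that level of the body. Whether the captured tissue of this section lacks cord stays open, and no biological explanation was tested.

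Hoxb9 was higher dorsally in the cord by 2.86 (log2, SE 0.263, adjusted p = 1.1e-12, edgeR, n = 3 sections) with the section as a block, so dorsal and ventral spots coming from different sections is argued against as its explanation.

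The number of genes differing in a domain was set against other splits of the same sums. The 2 sums of a section, domain and rest, are a pair, so the real split is compared with splits that part every pair; the other splits put both sums of a section in 1 group. Of 32 splits that part every pair, 1, the real one, gave as many genes in D1 (3510, highest other 1), D3 (2562, 1248), D13 (6144, 889), D15 (3839, 1947) and D16 (8493, 3654), and among 40 splits of any kind it was also 1 (highest other 297, 2, 2657, 0 and 6346). The domains had been found from these same counts, so the real split was bound to lead. The share therefore cannot decide whether chance made the domains. First 16 splits that part every pair were drawn, too few for a share under 0.05, and 32 only after those were seen. In D10, 1 of 32 that part every pair gave at least 64 (highest other 35), but 3 of 40 of any kind did (highest other 171), so chance is not excluded there. For the medial class of the cord, 7 of 20 that part every pair and 22 of 81 of any kind gave at least 7 (highest other 206), so it cannot be excluded, which also points to a structure of the sections. Too few splits part every pair for a share under 0.05 in D2 (1601, highest other 780) and D9 (4273, 0) with 16, in D5 (1111, 38), D8 (2250, 569) and D18 (639, 2) with 8, and in D4 (5713, 0), D6 (8878, 0), D7 (3445, 0), D12 (5707, 0), D14 (3864, 0), the inner cord (1205, 0) and ventral against dorsal (271, 34) with 4.

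Between the embryos, cell cycle genes were higher in E3 for Mki67 (log2 0.91, 11 of 11 domains), Cenpe (0.88) and Cenpf (0.65), and less so for Top2a (0.36, 10 of 11). These were picked by eye, and the full lists do not follow them: the median over domains was -0.101 for 42 S phase genes and -0.136 for 52 G2M genes, and -0.578 for 6 stress genes. Malat1 (2.65), Kcnq1ot1 (2.34), Gm42418 (3.11) and Lars2 (3.07) were higher, and Myc (-1.30), Ctgf (-1.53), Fos (-1.25) and Egr1 (-1.08) lower, all in 11 of 11 domains.

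Between a domain and the rest of the same sections, stress genes (list of 10) were higher in D12 (8), D4 (6 and 1 lower) and D15 (6), and lower in D16 (6 and 1 higher), D6 (5 and 2 higher) and D7 (4).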
